# mRNA transcription profile of potato (*Solanum tuberosum* L.) exposed to ultrasound during different stages of in vitro plantlet development

**DOI:** 10.1007/s11103-019-00876-0

**Published:** 2019-04-29

**Authors:** Judit Dobránszki, Norbert Hidvégi, Andrea Gulyás, Jaime A. Teixeira da Silva

**Keywords:** Abiotic stress, Antioxidant, DEG, Enzyme, Plant growth, Ultrasonication, Wounding

## Abstract

**Key message:**

In response to an ultrasound pulse, several hundred DEGs, including in response to stress, were up- or down-regulated in in vitro potato plantlets. Despite this abiotic stress, plantlets survived.

**Abstract:**

Ultrasound (US) can influence plant growth and development. To better understand the genetic mechanism underlying the physiological response of potato to US, single-node segments of four-week-old in vitro plantlets were subjected to US at 35 kHz for 20 min. Following mRNA purification, 10 cDNA libraries were assessed by RNA-seq. Significantly differentially expressed genes (DEGs) were categorized by gene ontology or Kyoto Encyclopedia of Genes and Genomes identifiers. The expression intensity of 40,430 genes was studied. Several hundred DEGs associated with biosynthesis, carbohydrate metabolism and catabolism, cellular protein modification, and response to stress, and which were expressed mainly in the extracellular region, nucleus, and plasma membrane, were either up- or down-regulated in response to US. RT-qPCR was used to validate RNA-seq data of 10 highly up- or down-regulated DEGs, and both Spearman and Pearson correlations between SeqMonk LFC and RT-qPCR LFC were highly positive (0.97). This study examines how some processes evolved over time (0 h, 24 h, 48 h, 1 week and 4 weeks) after an abiotic stress (US) was imposed on in vitro potato explants, and provides clues to the temporal dynamics in DEG-based enzyme functions in response to this stress. Despite this abiotic stress, plantlets survived.

**Electronic supplementary material:**

The online version of this article (10.1007/s11103-019-00876-0) contains supplementary material, which is available to authorized users.

## Introduction

Plants, being sessile organisms, are constantly exposed to environmental stresses that they cannot avoid and which have physiological and developmental effects. Both sound and ultrasound (US) constitute a form of mechanical stress to plants in the form of pressure waves. The ability of plants to adapt to environmental stresses would thus be important to ensure their evolutionary continuity. Sound or US waves, which are one form of information transfer from the environment, are faster and have a lower energy investment than chemical stimuli (Gagliano 2013; Telewski 2006).

Sound and US, which plants perceive as an external mechanical force or as an abiotic stressor, can modify growth and development as a way to adjust to their environment, including the effect of US with low frequency (≤ 60 kHz) in seed germination (Creath and Schwartz 2004), seedling and plant growth (Collins and Foreman 2001; Qi et al. 2010). Plantlets that are irradiated in vitro by US waves may experience increased growth, or organogenesis may be triggered, but the response depends on the plant species as well as the frequency and period of exposure to US (Teixeira da Silva and Dobránszki 2014a).

Ultrasonication, which involves treatment with or the application of US, causes changes in the permeability, elasticity and viscosity of cell membranes, transport through membranes, as well as the conformation and activity of membrane-bound enzymes and enzymes involved in hormonal regulation and in stress response by triggering the antioxidant defence system (Rokhina et al. 2009; Wang et al. 2001, 2004, 2009; Wei et al. 2012), including in potato (*Solanum tuberosum* L.) (Dobránszki et al. 2017).

There is evidence of the effect of sound on gene expression, even if studies on the effect of sonication on changes in mRNA transcription in plants are limited. Generally, treatment with acoustic sound is referred to as sonication whereas treatment with US is referred to as ultrasonication. In chrysanthemum (*Dendranthema grandiflorum* Ramat.), even though sonication at 1 kHz and 100 dB did not induce changes in DNA content, there was a significant increase in the RNA and protein content (Shao et al. 2008; Wang et al. 2003), which indicates altered gene expression in response to sound waves. When hybrid *Cymbidium* Twilight Moon ‘Day Light’ protocorm-like bodies (PLBs) were irradiated by sound waves (60 Hz, for 5 and 10 min), there was an increase in transient endopolyploidy while PLB growth and the conversion to plantlets improved (Teixeira da Silva and Dobránszki 2014b). When Jeong et al. (2008) used a sound-treated subtractive library and mRNA expression analyses (Northern blots and/or RT-PCR) to assess rice (*Oryza sativa* L. ‘Donggin’), they detected four genes, including the *rbcS* (ribulose-1,5-bisphosphate carboxylase/oxygenase small subunit) and *ald* (aldolase) genes, both of which were responsive to sound. *Ald* was subsequently selected to investigate how this gene responds to different sound frequencies. At 125 Hz, 250 Hz, and 1 kHz, *Ald* was up-regulated, i.e., its mRNA expression increased significantly, but at 50 Hz, it was down-regulated (Jeong et al. 2008). When *Arabidopsis thaliana* L. was sonicated at five frequencies, global RNA and protein profiling revealed alterations in the plant’s ability to scavenge reactive oxygen species (ROS), as well as changes to primary and phytohormonal metabolism (Ghosh et al. 2016).

Potato is the most important tuber crop for which a wealth of genetic studies, molecular breeding and genomic information is available (Watanabe 2015). At the start of this decade, the potato genome was sequenced (The Potato Genome Sequencing Consortium 2011). One of the more powerful technologies that emerged after this feat that has allowed a deeper understanding of the potato genome is next generation sequencing, such as RNA-seq, to carry out differential gene expression analysis (Bykova et al. 2017). RNA-seq has been used to better understand the transcriptomics of compatible and incompatible interactions between potato blight (*Phytophthora infestans*) and potato (Ali et al. 2014). RNA-seq was also used to appreciate differences in expression levels of 39 nitrogen-responsive genes in three potato cultivars (Gálvez et al. 2016). This technique was also used to assess the differential expression of genes in different organs and tissues, including during tuber development (Lakhotia et al. 2014). More importantly, and somewhat related to our ongoing research on abiotic stress in potato, RNA-seq was used to understand the expression profile of genes involved in drought and water stimulus (Gong et al. 2015). For these reasons, RNA-seq served as the transcriptomic method of choice for this study.

In a recent study by our group (Dobránszki et al. 2017), we indicated that treatment of single-node in vitro potato explants with US waves (35 kHz, at 70 W for 20 min) changed the ascorbate–glutathione pathway and the redox state of the plant material, i.e., single-node explants and developing in vitro shoots. Ascorbate peroxidase and glutathione reductase activity and the concentration of low molecular weight antioxidants such as glutathione, ascorbic acid and tocopherol increased significantly immediately (0 h) or 24 h after ultrasonication, which is an expected response to abiotic stress. An after-effect of that US treatment was an increase in shoot growth of in vitro plantlets by the end of the 4 week (w) subculture period, i.e., the application of 35 kHz for 20 min appears to constitute only a mild initial stress, and then further appears to serve as a positive growth stimulant from 24 h after US application until the fourth week of growth. In this study, we investigated the changes in gene expression (mRNA transcription), using significantly annotated differentially expressed genes (DEGs) corresponding to specific enzyme functions, at different phases of in vitro growth of potato plantlets derived from single-node segments that had been ultrasonicated. The primary objective was to better appreciate the effect of US on plant biochemical pathways.

## Materials and methods

### Plant material, ultrasonication conditions and sample collection

Single-node segments with a single leaf were cut from 4-w-old in vitro potato plantlets (cv. Desirée) and used for the experiment. The culture conditions, medium and vessels used were the same as in our earlier study on the effects of ultrasonication on the antioxidant defence system and subsequent growth and development of in vitro potato (Dobránszki et al. 2017). Immediately after placing explants horizontally onto medium, they were ultrasonicated in an ultrasonication unit at 35 kHz (US) and at 70 W for 20 min, as described in Dobránszki et al. (2017). Ultrasonicated and non-ultrasonicated (treatment control) explants were placed on shoot regeneration medium (Murashige and Skoog 1962) medium without plant growth regulators and subcultured for 4 w. Both ultrasonicated and non-ultrasonicated plant material was sampled at 0 h, 24 h, 48 h, 1 w and 4 w after ultrasonication. Samples (explants at 0, 24 and 48 h; leaves + stems + roots at 1 w and 4 w) were stored immediately at − 80 °C until further analysis.

### Total RNA isolation and removal of rRNA

Total RNA was purified from the 10 potato samples as three biological replicates each that were pooled using the Direct-zol™ kit (Zymo Research, Irvine, CA, USA) with TRIzol reagent based on the manufacturer’s protocol. After purifying total RNA, three quality control (QC) methods were applied: (1) microcapillary electrophoresis with an Implen n50 nanophotometer (Implen, Munich, Germany) for preliminary quantification; (2) agarose gel electrophoresis to assess RNA degradation and potential contamination; (3) Agilent Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA). After the three-step QC, mRNA capturing, cDNA library preparation and sequencing were performed by Novogene (Beijing, China), a genome sequencing company. mRNA from the ten potato samples was enriched using oligo(dT) beads. For long non-coding libraries, rRNA was removed using the Plant Ribo-Zero rRNA removal kit (Illumina, San Diego, CA, USA) using the manufacturer’s protocol, resulting in mRNA (rRNA-depleted RNA-seq).

### mRNA library construction for next generation sequencing

Using the Illumina TruSeq Stranded mRNA kit, mRNA was first randomly fragmented by adding fragmentation buffer, then cDNA was synthesized with an mRNA template and a random hexamer primer, after which a custom second-strand synthesis buffer, dNTPs, RNase H and DNA polymerase I were added to initiate second-strand synthesis. The second step involved terminal repair, A ligation and sequencing adaptor ligation, after which the double-stranded cDNA library was completed through size selection and PCR enrichment. The quality of the cDNA library was assessed in three ways: (1) Qubit 2.0 fluorometric quantitation (Thermo Fischer Scientific, Waltham, MA, USA), mainly to assess the library concentration; (2) Agilent Bioanalyzer 2100 (Agilent) to test insert size; (3) AriaMX qPCR (Agilent) to quantify precisely the effective library concentration. The 30 mRNA libraries (10 treatments × three biological replicates) derived from the three biological replicates were pooled into two qualified libraries.

### Sequencing

The ten qualified libraries were fed into the HiSeq 2500 sequencer (Illumina) after pooling according to its effective concentration and expected data volume. For deep sequencing, the ten libraries were sequenced with 150 bp paired-end reads and the expected data volume was 100 M reads/sample. For each qualified library, three biological replicates were sequenced and pooled into one library.

### Bioinformatic processing of RNA-seq datasets

We downloaded the *Solanum tuberosum* annotated whole genome from the Ensembl Plant database (SolTub 3.0: https://plants.ensembl.org/Solanum_tuberosum/Info/Index) which we used as the reference genome for the RNA-seq datasets. Trimming was performed to remove both poor-quality reads and adapter sequences using TrimGalore v0.5.0 (https://github.com/FelixKrueger/TrimGalore) with default parameters. In addition, 10 bp were removed from the 5′ end of the reads to avoid sequence biases which cause oligo(dT) and random hexamer primers (Hansen et al. 2010). Trimmed reads were aligned to the reference genome with HISAT2 v2.1.0 (Kim et al. 2015) using the paired-end mode. Known splice sites were specified from the splice sites file built from GTF annotation files which were downloaded from the SolTub 3.0 Ensembl Plant database using the HISAT2 python script.

### Analysis of RNA-seq datasets

Alignments from HISAT2 were imported into the SeqMonk v1.42.0 program (https://github.com/s-andrews/SeqMonk), specifying a minimum mapping quality of 60 to select only uniquely aligned reads. The RNA-seq quantitation pipeline was used to quantitate the number of reads in the cDNA library at the gene level by counting the number of reads which fall into exons of each gene and correcting for the total number of reads in the samples. The final quantitated values were reads per million reads of input and were log2 transformed. To filter the list of quantitated genes for significant DEGs, the intensity difference filter in SeqMonk, which is based on the χ^2^ probe, was used to measure differences in gene expression intensity between any two pairs of control (non-ultrasonicated) and ultrasonicated material at five sampling times (0 h; 24 h; 48 h; 1 w; 4 w). Throughout this paper, we refer to significantly over- and under-expressed DEGs as up- and down-regulated, respectively.

### Functional annotation of significant DEGs

Significantly up- and down-regulated transcribed fragments (transfrags) were selected and blasted against the NCBI database using BlastX-fast in Blast2GO v5.2 (Götz et al. 2008). BlastX-fast was performed against the NCBI nucleotide database (based on the Viridiplanteae) with the minimum E-value score set to 1.0E−06. To assign gene ontology (GO) terms to each annotated sequence, successful blast hits were mapped and annotated using Blast2GO for the significantly up- and down-regulated transfrags with the annotation cut-off threshold set to 55 and the GO level weighting set to 5. After GO mapping, InterProScan was performed and merged to the annotation based on 14 databases (Gene3D, SFLD, SuperFamily, Coils, MobiDBLite, CDD, HAMAP, HMMPanther, HMMPfam, FprintScan, BlastProDom, ProfileScan, HMMTigr, PatternScan) using Blast2GO. KEGG maps (Kanehisa Laboratories; https://www.kegg.jp/kegg/kegg1.html; Kanehisa et al. 2017) were used to search and identify the enzymes and pathways related to DEGs.

### Total RNA isolation for RT-qPCR

Total RNA was purified from the 10 potato samples as three biological replicates each using the Direct-zol™ kit (Zymo Research, Irvine, CA, USA) with TRIzol reagent based on the manufacturer’s protocol. After purifying total RNA, three quality control (QC) methods were applied: (1) microcapillary electrophoresis with an Implen n50 nanophotometer (Implen, Munich, Germany) for preliminary quantification; (2) agarose gel electrophoresis to assess RNA degradation and potential contamination; (3) Agilent Bioanalyzer 2100 system (Agilent Technologies Inc., Santa Clara, CA, USA). For the RT-qPCR analysis, we chose 10 DEGs from the RNA-seq datasets (PGSC0003DMG400038200, PGSC0003DMG400030182, PGSC0003DMG400005112, PGSC0003DMG400015772, PGSC0003DMG400002471, PGSC0003DMG400020069, PGSC0003DMG400027633, PGSC0003DMG401031237, PGSC0003DMG400010170 and PGSC0003DMG402012985) based on the most negative and positive changes in intensity in the SeqMonk logarithmic fold changes (LFC) values. We developed the RT-qPCR primers (Supplementary Table 5) for the chosen DEGs and the two normalising (reference) genes (*GAPDH*, *Actin*) with the CLC Main Workbench 7.9.2 (Qiagen, Hilden, Germany).

### Validation of DEGs by RT-qPCR

Total RNA (120 ng) was reverse transcribed to cDNA using the FIREScript RT cDNA Synthesis MIX (Solis BioDyne, Tartu, Estonia). qPCR was performed with the 5 × HOT FIREPol EvaGreen qPCR Supermix (Solis BioDyne) on the ABI 7300 real-time PCR system (Thermo Fisher Scientific, USA). For RT-qPCR, six biological replicates each from the control and treated samples were used. Both RNA-seq and RT-qPCR showed the same direction (up- or down-regulation) of differential expression and differential expression logarithmic fold change, as estimated by RT-qPCR, and was either > 0.33 or < 1.24. Spearman and Pearson correlation coefficients were calculated using Excel in Microsoft Office 2018 (Microsoft, Redmond, WA, USA).

### Protein analysis by two-dimensional (2-D) gel electrophoresis

Total protein was extracted from ten potato samples (control and treated samples) using the Plant Total Protein Extractor Kit (Sigma-Aldrich, St. Louis, MI, USA). The extracted total plant protein was analyzed by 2-D gel electrophoresis using the Agilent Protein 230 Kit (Agilent, Santa Clara, CA, USA) on an Agilent Bioanalyzer 2100 (Agilent). For the analysis, three biological replicates were used for each sample. We analyzed the total protein samples under reducing (dithiothreitol) and non-reducing (distilled water) conditions.

### Note about methods

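Gene expression values were analysed here for 2 mRNA libraries of potato cv. Desirée. The first was made from intact (uncut) in vitro plantlets 4 w old, and the second from single-node explants cut from such plantlets and sampled at 0 h. Each library was a pool of 3 biological replicates, so there was 1 library per condition, and no difference between the conditions has a replicate check. The authors aligned the trimmed reads with HISAT2, counted those falling into the exons of each gene in SeqMonk, corrected for the total reads of the sample and deposited the values on a log2 scale (log2 RPM). Suppl. Table 1 names the library of the cut explants as the non-ultrasonicated control at 0 h. Its deposited values equalled the control values printed there for 63 of 63 genes at 6 significant digits, and those of Suppl. Table 6 for 10 of 10 genes, while the library of the intact plantlets equalled 0 of these values. The ultrasonicated library of 0 h was not analysed here, and its values are given as the paper's. The steps between low values showed what 1 read was worth, and 100% of the 14626 values tested in the uncut library and of the 16642 tested in the cut library came out as whole reads within 0.05 read. A gene without reads was deposited at a value below that of 1 read. The totals used for the scaling were 37955483 reads for the uncut and 33850940 reads for the cut library. The reads summed over genes came to 67314360 and 60081924, more than these totals in both libraries. Whether the totals count read pairs or reads were counted more than once was not settled. Intervals are exact 95% intervals (Poisson for 1 value, Clopper-Pearson for a ratio) that treat reads as independent and cover counting error only. They are too narrow if both reads of a pair were counted. Genes were compared between the libraries by a fixed rule of size, an absolute log2 difference of at least 2 among genes with at least 50 reads over both libraries.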

The entire methodology (between “Total RNA isolation and removal of rRNA” and “Protein analysis by two-dimensional (2-D) gel electrophoresis”), save for minor differences, has been reported *verbatim* in a paper that recently examined the effect of cutting on explant transcriptomic profile (Teixeira da Silva et al. 2019).

## Results

### Global changes in RNA expression profiles in response to ultrasound-induced stress

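The deposited quantitation listed 40430 genes for the non-ultrasonicated control at 0 h, with a value for every gene. At least 1 read was counted for 25725 of them (63.6%), and the other 14705 stood at the value given to genes without reads. A count of 0 allows an expression of up to 0.0886 RPM in this library, taken at 3 reads. At least 2 reads were counted for 25187 genes and at least 10 reads for 22929 genes. Among genes with reads, the median was 429 reads. The 100 most abundant genes held 17.0% of the reads on genes.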

When the ultrasonicated explant developed from 0 h to 4 w, 40,430 genes were expressed (Supplementary Table 1) at 0 h, 24 h, 48 h, 1 w and 4 w (Fig. 1A, C, E, G, and I, respectively). There was a wide range (11–70) in the number of significantly up- and down-regulated genes (Table 1; 0 h: Fig. 1B; 24 h: Fig. 1D; 48 h: Fig. 1F; 1 w: Fig. 1H; 4 w: Fig. 1J). Heat maps show the expression intensity of DEGs for the five comparisons between non-ultrasonicated and ultrasonicated material (Supplementary Fig. 1).

**Fig. 1:**
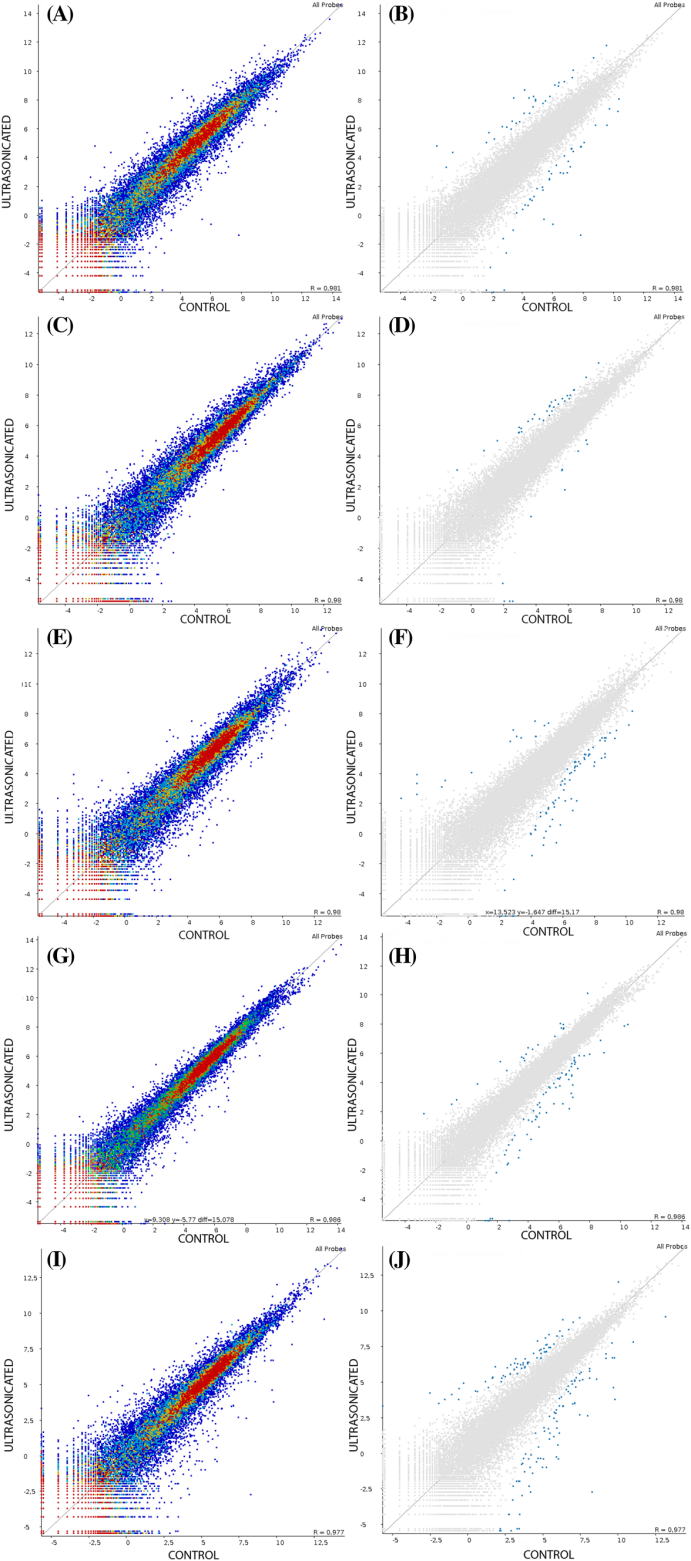
Total number of expressed genes at 0 h (**A**), 24 h (**C**), 48 h (**E**), 1 w (**G**) and 4 w (**I**) and total number of significantly differentially expressed genes at 0 h (**B**), 24 h (**D**), 48 h (**F**), 1 w (**H**) and 4 w (**J**). Scatter plots generated by SeqMonk

**Table 1:** Number of significantly up- and down-regulated genes (based on GO annotation in Blast2GO) in control versus stress (ultrasound (US) for 20 min) treatments at five time intervals after the abiotic stress was applied

Treatment comparisons	# Up-regulated genes	# Down-regulated genes
0 h (control vs. US)	29	34
24 h (control vs. US)	31	11
48 h (control vs. US)	15	64
1 w (control vs. US)	16	70
4 w (control vs. US)	68	69

### RNA-seq/DEG analysis of biological, cellular and molecular processes

When comparing the significantly up- and down-regulated biological, cellular and molecular processes (Supplementary Fig. 2; Supplementary Table 2), a cut-off value of ≥ 50% of DEGs was generally applied in the comparison across all treatments so as to focus on the most important (weighted) processes. Among the 25 biological processes, the vast majority of significantly up- and down-regulated DEGs were limited to five categories (biosynthesis, carbohydrate metabolism, catabolism, cellular protein modification, and response to stress), the latter process displaying significantly up- and down-regulated DEGs in 75% of the comparisons (Supplementary Table 2; Supplementary Results). Among the 16 cellular locations, the vast majority of significantly up- and down-regulated DEGs were limited to three locations (extracellular region, nucleus, and plasma membrane), the extracellular region displaying significantly up- and down-regulated DEGs in 75% of the comparisons (Supplementary Table 2; Supplementary Results). Significantly up- and down-regulated DEGs related to hydrolase activity were observed in 100% of the comparisons (Supplementary Table 2; Supplementary Results).

### What metabolic and cellular functions were up- or down-regulated after US stress?

When comparing control (non-ultrasonicated) and ultrasonicated treatments, the focus was only on significantly up- or down-regulated DEGs related to amino acids, carbohydrates, fatty acids, vitamins, nucleotides, as well as growth, development, and stress.

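In the library of the non-ultrasonicated explants at 0 h, beta-amylase 1 (PGSC0003DMG400001549, chromosome 9, 57420528 to 57423450 in SolTub 3.0), which Suppl. Table 1 assigns to starch and sucrose metabolism, had an expression intensity of 9.75 log2 RPM (95% interval 9.73 to 9.77, 29168 reads). The paper's value after US was 7.38, a difference of -2.37 from the control. Beta-D-xylosidase 1 (PGSC0003DMG400022933, chromosome 11, 31228391 to 31237587), assigned there to amino sugar and nucleotide sugar metabolism, had a control value of 5.75 (5.68 to 5.81), and the paper's value after US was 3.06. For 9-cis-epoxycarotenoid dioxygenase (PGSC0003DMG400027633, chromosome 7, 51778895 to 51781175), which the paper assigns to carotenoid biosynthesis, the control value was 7.87 (7.84 to 7.90) against the paper's 4.76 after US. Suppl. Table 1 assigns 3 genes to phenylpropanoid biosynthesis at this time point. Peroxidase 9 (PGSC0003DMG400003748, chromosome 4, 70184381 to 70186537) had 262 reads in the control, or 2.95 log2 RPM (2.77 to 3.13), and peroxidase 9-like (PGSC0003DMG400006386, chromosome 4, 65556032 to 65558327) had 230 reads, or 2.76 (2.57 to 2.95). The paper's values after US were -2.60 and -1.60. Superoxide dismutase [Cu-Zn] (PGSC0003DMG400000417, chromosome 11, 39217263 to 39223656) was at 7.21 (7.17 to 7.25) in the control and, in the paper's values, at 4.60 after US. Over the 34 genes that Suppl. Table 1 lists as down-regulated at 0 h, the control value ranged from 1.90 to 10.36, with a median of 5.80 and between 126 and 44622 reads per gene. The paper's value after US lay at a median of -3.45 log2 units from the control. The study chose these genes for that difference.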

Compared to the unstressed control at 0 h, US-stressed explants at the same time point showed down-regulation of amino sugar, nucleotide sugar, starch and sucrose metabolism, as well as carotenoid and phenylpropanoid biosynthesis. Purine and thiamine metabolism as well as fatty acid elongation were up-regulated (Supplementary Table 3; Supplementary Fig. 3).

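Suppl. Table 1 assigns purine and thiamine metabolism at 0 h to ABC transporter G family member 11-like (PGSC0003DMG400012547, chromosome 1, 82091212 to 82095310), through its annotation as both adenosinetriphosphatase and nucleoside-triphosphate phosphatase. Its control value was 3.60 log2 RPM (95% interval 3.46 to 3.74, 411 reads), and the paper's value after US was 6.40. Fatty acid elongation is assigned to acyl-protein thioesterase 2-like (PGSC0003DMG400028622, chromosome 12, 49850041 to 49852913), which had 996 reads in the control, or 4.88 log2 RPM (4.79 to 4.97), against the paper's 7.92 after US. The paper's Suppl. Table 3 counts 1 up-regulated DEG for each of these processes at this time point. The 29 genes listed as up-regulated at 0 h had control values from -1.62 to 9.55 (median 4.16), and 3 of them had under 50 reads. The paper's value after US differed from the control by a median of 2.97 log2 units, a difference these genes too were chosen for. From the KEGG enzymes assigned to such DEGs, the paper states which processes were up- or down-regulated.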

At 24 h, US-stressed explants showed, when compared to unstressed explants in the same time group (Supplementary Table 3; Supplementary Fig. 3), down-regulated alanine, aspartate, glutamate, purine, thiamine and butanoate metabolism. Different genes related to phenylpropanoid biosynthesis were both up- and down-regulated. The metabolism of amino sugar, nucleotide sugar, ascorbate and aldarate, pentose and glucuronate interconversions, as well as flavonoid biosynthesis, were up-regulated.

At 48 h after US (Supplementary Table 3; Supplementary Fig. 3), glycine, serine, threonine, tyrosine and α-linolenic acid metabolism, naphthalene and fatty acid degradation, phenylpropanoid biosynthesis and processes related to carbohydrate metabolism (amino sugar, nucleotide sugar, starch and sucrose metabolism, pentose and glucuronate interconversions) were down-regulated. Only three processes were up-regulated: glycerolipid and riboflavin metabolism, and aminobenzoate degradation.

One week after explants were exposed to US, nine processes each were up-regulated while 10 processes were down-regulated (Supplementary Table 3; Supplementary Fig. 3). The down-regulated processes included pyruvate and amino acid (glycine, serine, threonine, valine, leucine and isoleucine) metabolism, carbohydrate (amino sugar, nucleotide sugar, galactose, starch and sucrose) metabolism, aminobenzoate degradation, and indole alkaloid and carotenoid biosynthesis. The 10 up-regulated processes included amino acid (tryptophan), carbohydrate (galactose, starch and sucrose) and vitamin (ascorbate, aldarate) metabolism, arachidonic acid, inositol phosphate and linoleic acid metabolism, fatty acid and aminobenzoate degradation, and phenylpropanoid biosynthesis.

Four w after US was applied (Supplementary Table 3; Supplementary Fig. 3), five amino acid-related processes were down-regulated (alanine, aspartate, glutamate, glycine, serine, threonine, phenylalanine, tryptophan and tyrosine metabolism) while two were up-regulated (cysteine, methionine and tryptophan metabolism). Different sequences related to purine metabolism were up- and down-regulated. Related to carbohydrate metabolism, pentose and glucuronate interconversions were down-regulated while two processes each related to starch and sucrose metabolism were up- and down-regulated. Fatty acid degradation and glycerolipid metabolism were down-regulated. There was considerable activity related to vitamins: aminobenzoate degradation and ascorbate, aldarate, riboflavin and thiamine metabolism were down-regulated while different sequences related to aminobenzoate degradation and thiamine metabolism were up-regulated. Inositol phosphate metabolism, naphthalene degradation, phenylpropanoid biosynthesis, and taurine and hypotaurine metabolism were down-regulated while two separate sequences for phenylpropanoid biosynthesis were up-regulated.

Greater detail about these processes, including the patterns of expression of enzymes, as well as common sequences in stressed versus unstressed explants over time, may be found in the Supplementary Results.

### Behavior of transcription factors in response to ultrasound-induced stress

When whole 4-w-old plants were ultrasonicated, nine transcription factors (TFs) were significantly up- or down-regulated, including different types of ethylene-responsive TFs, and four probable WRKY TFs (Supplementary Table 4). Only one TF, heat stress TF C-1, was significantly down-regulated immediately (0 h) after ultrasonication. In contrast, 24 h after US treatment, ethylene-responsive TF ERF017 was up-regulated. 

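In the non-ultrasonicated explants at 0 h, heat stress transcription factor C-1 (PGSC0003DMG400000380, chromosome 12, 4529741 to 4531488) had 2587 reads and an expression intensity of 6.26 log2 RPM (95% interval 6.20 to 6.31). The paper's value for the ultrasonicated explants was 3.47, a difference of -2.78.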

In 1-w-old plantlets, the ethylene-responsive TF 1B and two different probable WRKY TFs 51 and 70 were down-regulated and no TFs were up-regulated. At the end of the subculture, in 4-w-old plantlets, two ethylene-responsive TFs (4-like and ERF017), as well as probable WRKY TF 31 and TF FAMA, were up-regulated, while the expression intensity of the probable WRKY TF 40 was down-regulated.

### Validity of DEG analysis by RT-qPCR

For RNA-seq data validation, RT-qPCR was used. Using RT-qPCR, false or true positive DEGs could be detected. In the latter case, all of the chosen DEGs were detected as true positive up- or down-regulated DEGs (Supplementary Fig. 4; Supplementary Table 6). The Spearman and Pearson correlation coefficients between SeqMonk LFC and RT-qPCR LFC were both 0.97 (Supplementary Table 6). These high correlation coefficients indicate a high positive correlation between SeqMonk LFC and RT-qPCR LFC.

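The read values analysed here for these 10 genes are those of the non-ultrasonicated control at 0 h. Across these genes the deposited log2 RPM and the paper's RT-qPCR values had a Pearson coefficient of 0.986 and a Spearman coefficient of 0.985. Both coefficients compare expression levels in the control only, so they do not test the differences after US. The primer list of Suppl. Table 5 gives other identifiers (PGSC0003DMG402031237 and PGSC0003DMG401012985) for 2 of the 10 genes, so it is not settled that the genes compared are those amplified. With these identifiers, also chosen after seeing the data, the Pearson coefficient was 0.990 and the Spearman coefficient unchanged. The coefficients are across genes, which are not independent replicates. The first pair of coefficients includes 2 genes without reads. Over the 8 genes with at least 1 read, a choice made after seeing the data, the Pearson coefficient was 0.990 and the Spearman coefficient 0.976. The absolute difference between the methods over these 8 genes had a median of 0.68 log2 units and ranged from 0.24 for dirigent protein 24-like (PGSC0003DMG400030182, chromosome 4, 6664537 to 6665910) to 1.13 for LOB domain-containing protein 16-like (PGSC0003DMG400020069, chromosome 6, 58784168 to 58785839). The former had 147 reads, or 2.12 log2 RPM (95% interval 1.88 to 2.35), where the paper's RT-qPCR value was 1.87. The latter had 6 reads, or -2.50 (-3.94 to -1.37), where the paper's RT-qPCR value was -1.36. The paper normalised its RT-qPCR to the reference genes GAPDH and Actin, so the scales of the methods need not share a zero point. The differences between the methods can thus hold an offset and do not by themselves measure agreement. Basic form of pathogenesis-related protein 1-like (PGSC0003DMG400005112) and non-specific lipid-transfer protein 2-like (PGSC0003DMG400002471) had 0 reads, so their deposited value of -5.23 is the value given to genes without reads. The paper states that its coefficients reflect a high positive correlation between SeqMonk LFC and RT-qPCR LFC.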

### Total protein analysis

Total protein 2-D gel electrophoresis also revealed differences between the control and treated samples (Supplementary Fig. 5; Supplementary Table 7).

## Discussion

### Does an ultrasound pulse constitute an abiotic stressor to in vitro potato plantlets?

The purpose of this study was to assess what effect, if any, abiotic stress caused by exposing an in vitro explant to US, would have on the mRNA expression profile (DEG-based enzyme functions) of developing in vitro potato plantlets. To assist us, we used RNA-seq analysis of DEGs that were significantly differentially expressed immediately after exposure to US (0 h), or 24 h, 48 h, 1 w or 4 w after exposure to US. The model plant, potato, was selected since an earlier study (Dobránszki et al. 2017) had already indicated that US induced changes in the protein profile of the in vitro explants and plantlets within a 4-w-long subculture. For example, the activity of ascorbate peroxidase, an enzyme involved in ROS scavenging, increased significantly at 0 h or 24 h after US (Dobránszki et al. 2017). The same enzyme was also up-regulated in response to sound vibration at 500 Hz or more (with a maximum of 3 kHz) for 1 h in *A. thaliana*, showing that high sound frequencies are negative abiotic stressors (Ghosh et al. 2016). However, unlike that study, in our study on potato, cutting the explant and the application of US (35 kHz for 20 min) appeared to constitute only a minor or mild abiotic stress initially (first 24 h), but not during subsequent in vitro growth, even though the sound frequency was at least 10-fold higher than that applied to *A. thaliana* potted plants in the Ghosh et al. (2016) study.

The potentially mild stress-related effect of 35 kHz on potato in vitro growth was previously confirmed by: (1) 100% survival and normal growth of plantlets after a 4-w subculture; (2) a significant increase in shoot length and biomass in 4-w old plantlets relative to control explants (Dobránszki et al. 2017). The fact that the application of this US does not appear to constitute a stress to in vitro potato plants, or might constitute only a mild abiotic stress, is fortified by three important findings in this study: (1) hydrogen peroxide (H_2_O_2_) catabolic-related DEGs were up-regulated from 0 h until 4 w, but genes coding for H_2_O_2_-detoxifying antioxidant systems (APX, POX, CAT and SOD) were not differentially expressed even though they were previously significantly activated (Dobránszki et al. 2017); (2) no DEGs related to the lipid peroxidation product, malondialdehyde, were up- or down-regulated; (3) few DEGs related to calcium signalling were up- or down-regulated (Supplementary Table 1; Supplementary Results), suggesting that some stress may have been induced as a result of explants’ exposure to US, which is typically accompanied by calcium signalling (Zhu 2016).

It is important to note that wounding caused by the application of a pulse of US was not fatal to the plantlets, as demonstrated by the successful regeneration of US-stressed explants into plantlets within 4 w. However, ROS, which are synthesized by NADPH oxidases and peroxidases, and cause an oxidative burst that depletes the pool of antioxidants (Demidchik 2015), were formed in response to wounding in potato in vitro plantlets, activating several low molecular weight antioxidants and increasing the activities of three stress-related enzymes, SOD, GR and APX (Dobránszki et al. 2017). Similarly, in salt-stressed maize plants, H_2_O_2_-detoxifying antioxidants were also activated (Zhang et al. 2017).

### Global DEG profiles in US-stressed potato plantlets

The global DEG profiles derived from RNA-seq analyses provide clues as to whether US is truly a stress, or if it activates stress-related genes. As the plantlets exposed to US developed in vitro, their gene expression profile changed over time, possibly affecting enzymatic, physiological, developmental and stress-related pathways, and several DEGs related to amino acids, carbohydrates, fatty acids, lipid and vitamin metabolism were up- and down-regulated (Supplementary Table 3). The validity of RNA-seq results were validated by RT-qPCR, showing a high correlation coefficient of 0.97 (Supplementary Table 6). These pathways are generally involved in or connected to the plant abiotic stress response or growth. In addition, up- and down-regulated DEGs were related to signalling, regulation, growth and differentiation, as well as to specific stress-related pathways (Supplementary Table 3). Figure 2 is a representative diagram of metabolic processes where DEGS were up- or down-regulated.

**Fig. 2:**
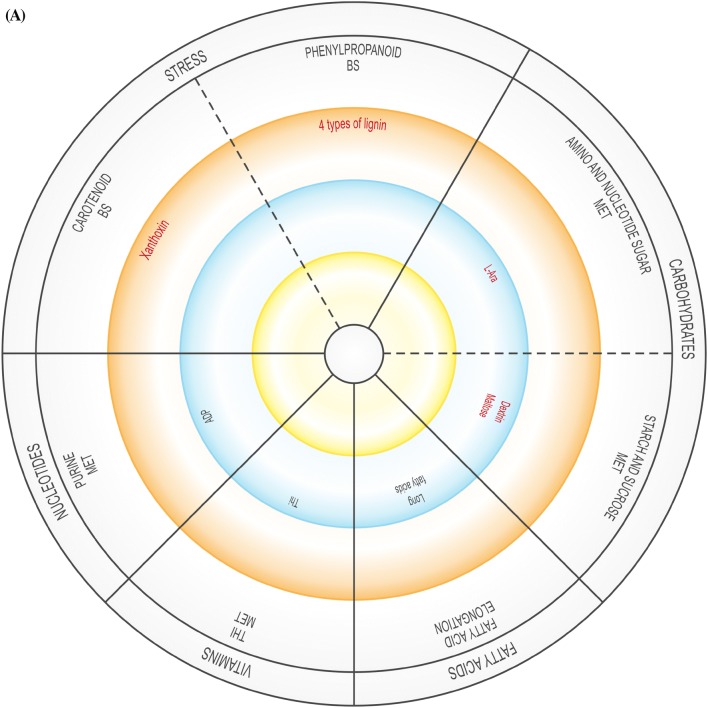

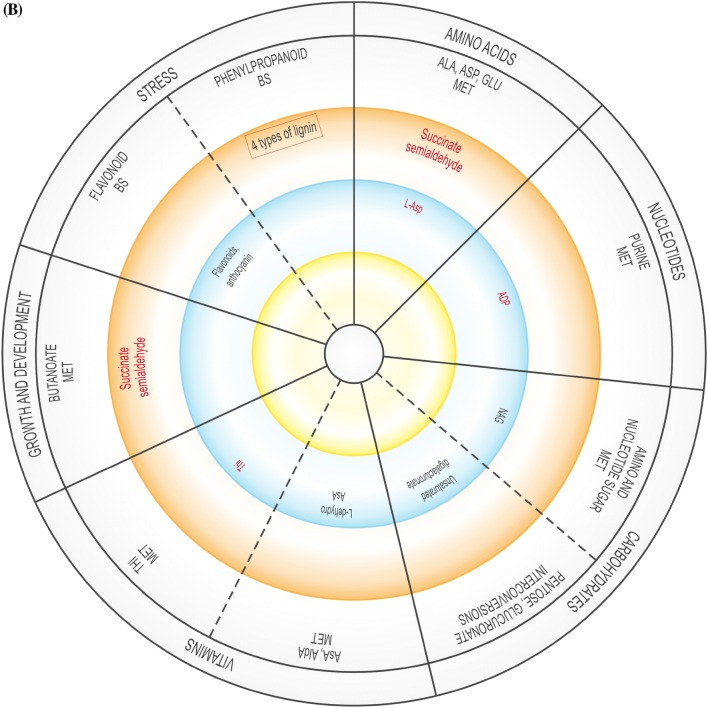

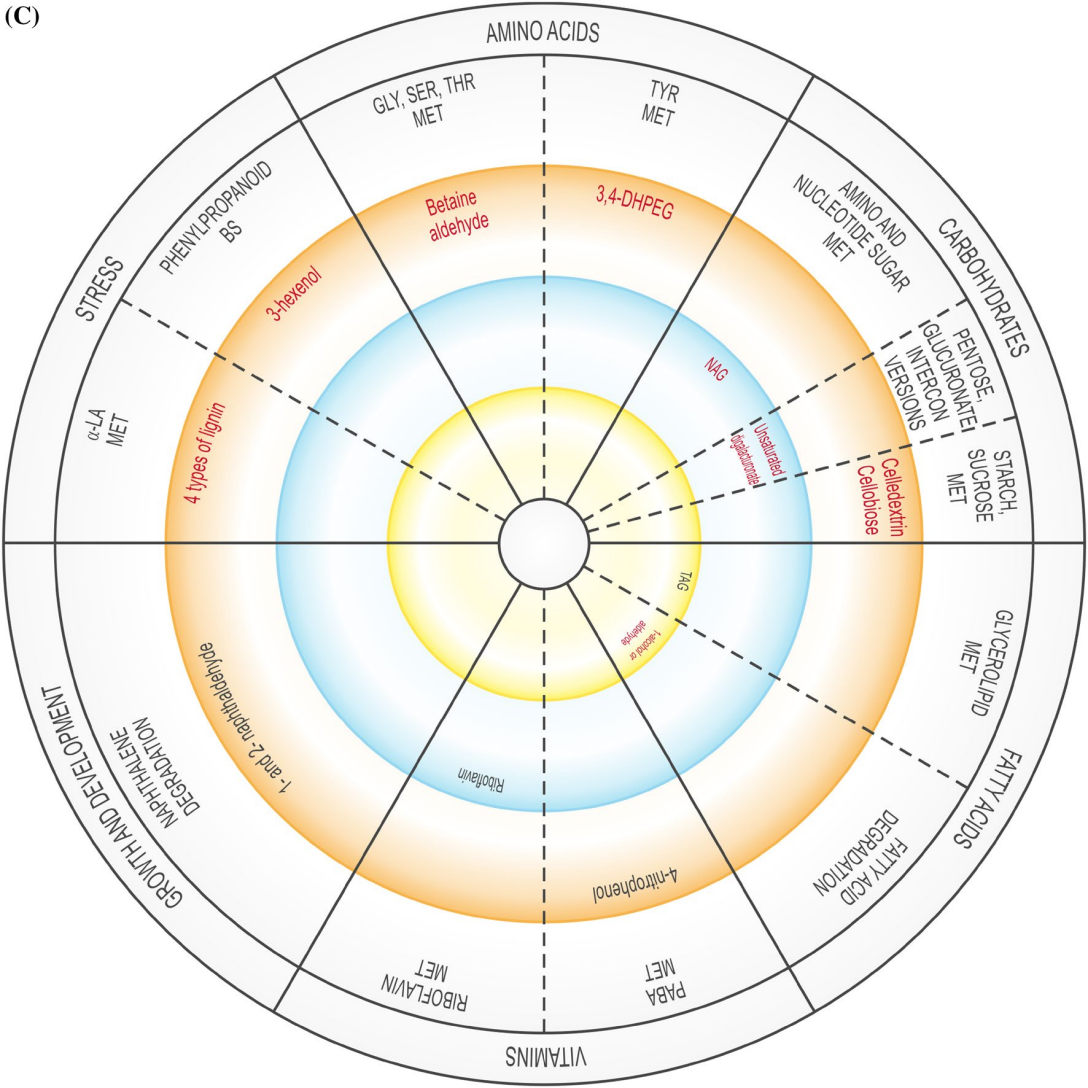

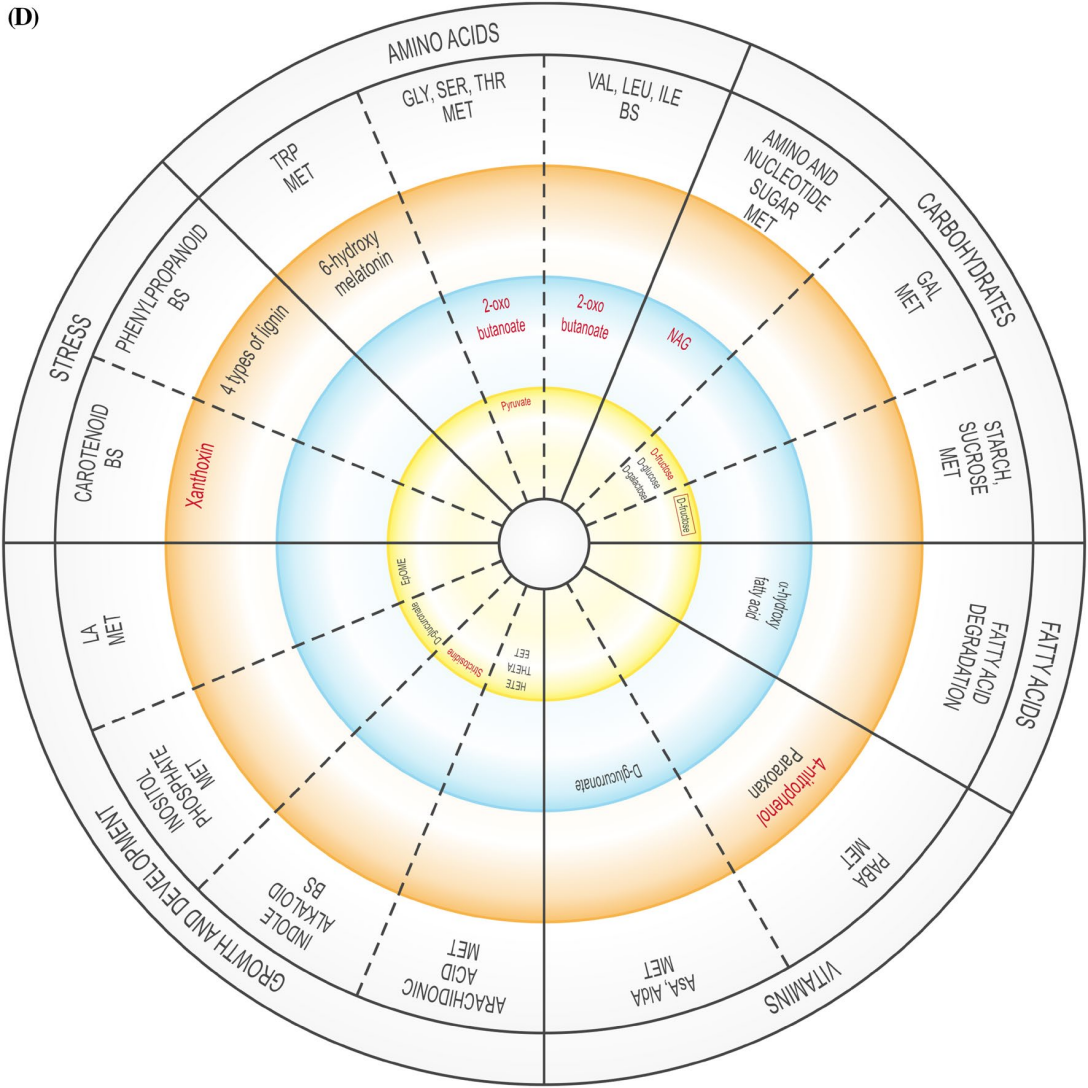

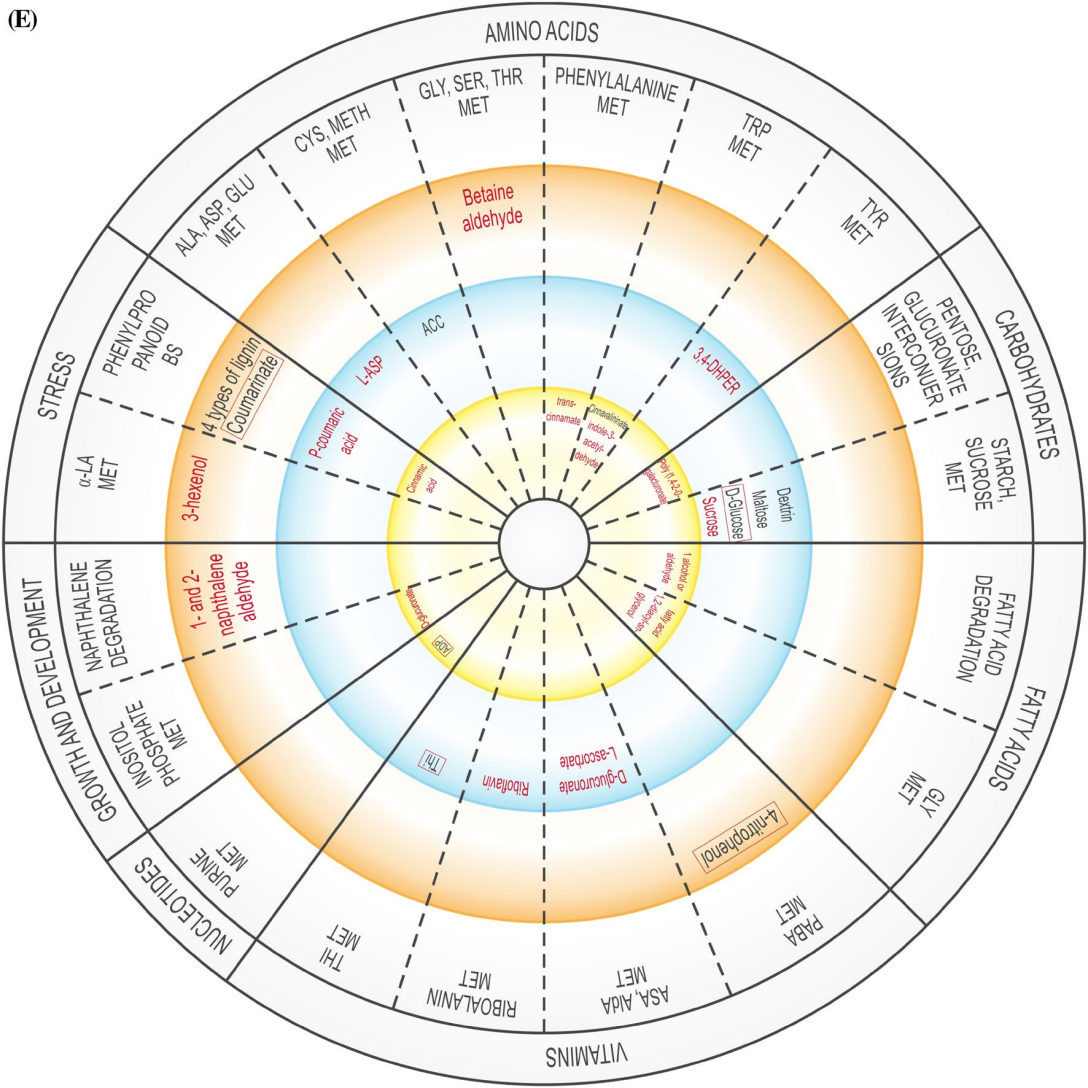
Significantly up- or down-regulated DEGs related to amino acids, carbohydrates, fatty acids, vitamins, nucleotides, as well as growth and development, and stress at 0 h (**A**), 24 h (**B**), 48 h (**C**), 1 w (**D**) and 4 w (**E**). *ACC* 1-aminocyclopropane-1-carboxylic acid, *ADP* adenosine diphosphate, *ALA* alanine, *AldA* aldarate, *l-Asp*l-asparagine, *l-Ara*l-arabinose, *AsA* ascorbate, *ASP* aspartate, *BS* biosynthesis, *CYS* cysteine, *3,4-DHPEG* 3,4-dihydroxiphenylethylene glycol, *EpOME cis* epoxide of linoleic acid, *GAL* galactose, *GLU* glutamate, *GLY* glycine, *ILE* isoleucine, *α-LA* α-linoleic acid, *LEU* leucine, *MET* metabolism, *NAG N*-acetylglucosamine, *PABA* 4-aminobenzoate, *SER* serine, *TAG* triacylglyceride, *THI* thiamine, *THR* threonine, *TRP* tryptophan, *TYR* tyrosine, *VAL* valine. Inner circle (green), process related to growth; middle circle (blue), process related to growth and stress; outer circle (orange), process related to stress. Red text = significantly down-regulated; black text = significantly up-regulated. In **B** and **D**, red box indicates up- and down-regulation

### Changes in lipid metabolism and signaling

While butanoate metabolism was down-regulated 48 h after US had ceased to be applied, 1 w after ultrasonication, linoleic acid, arachidonic acid and inositol phosphate metabolism were up-regulated (Supplementary Table 3). Arachidonic acid, which is mobilized by plants in response to oxidative stress and is a lipid messenger that participates in the regulation of signaling enzymes, promotes the expression of stress-responsive genes, and modulates jasmonic acid expression (Fugate et al. 2017; Savchenko et al. 2010). Inositol phosphates, which are related to the inositol signaling pathway (Williams et al. 2015), were up-regulated in 1-w-old potato plantlets in response to US treatment, but not after 4 w. α-Linolenic acid metabolism was down-regulated at 48 h and 1 w after ultrasonication. The release of α-linolenic acid from membrane lipids, as a result of the activity of lipase, modifies membrane fluidity in response to stress (Upchurch 2008). Lipid-transfer protein, which transports phospholipids between cell membranes, was up-regulated at 48 h and 1 w (Supplementary Table 3). Plastid-lipid-associated protein, which is necessary for the development of the plastoglobule, which is rich in lipophilic antioxidants and is involved in resistance to multiple stresses (Singh et al. 2010), was down-regulated at 1 and 4 w.

### Changes in carbohydrate metabolism and/or sink-source

Sugars, the products of photosynthesis that serve as a source for polysaccharide production and energy, also serve as important signals for both plant growth development, or in gene expression, in particular when a plant is exposed to an abiotic stress because they regulate carbohydrate metabolism, although the metabolic event that is affected will depend on the level of the sugar source and sink (Gupta and Kaur 2005). In in vitro potato, carbohydrate metabolism, amino sugar and nucleotide sugar metabolism were down-regulated but galactose metabolism was up-regulated when the US stress had just been applied. At 48 h after US stress, carbohydrate-related processes, amino sugar, nucleotide sugar, starch and sucrose metabolism, pentose metabolism and glucuronate interconversions, were down-regulated while two processes each related to starch and sucrose metabolism were up- and down-regulated. At 1 w, amino sugar, nucleotide sugar, galactose, starch and sucrose metabolism were down-regulated, but galactose, starch and sucrose was up-regulated (Supplementary Table 3). These fluctuations may reveal differences in sinks and/or sources of carbohydrates over the 4-w period, although it is assumed that the exogenously supplied carbohydrate, 3% sucrose (i.e., photomixotrophic culture) in our case, was not a limiting factor because 100% of in vitro control and US-stressed potato plantlets survived on shoot regeneration medium.

### Amino acid metabolism

Amino acids, apart from being building-blocks for proteins, form an integral part of the stress response and developmental regulation in plants. Free amino acids participate directly in the abiotic stress response, such as proline as an osmotic regulator, or GABA, as a signaling molecule (Zeier 2013). Amino acids also have other roles, including the stimulation of some metabolic pathways related to stress response, and adaptation to environmental stimuli and energy production (Zeier 2013). In this study, US increased the production of aspartate after 24 h and 4 w (Supplementary Table 3). Down-regulation of glycine, serine and threonine metabolism after 48 h, 1 w and 4 w might cause lower glycine and threonine production. An increase in phenypropanoid biosynthesis via increased production of 4-hydroxy phenylpyruvate would activate the secondary antioxidant system (Yoshikawa et al. 2018). At 4 w, the up-regulation of cysteine and methionine metabolism may be connected to a change in the redox state of ultrasonicated plantlets compared to non-treated plantlets, as described earlier (Dobránszki et al. 2017). However, the up-regulation of aminocyclopropane carboxylic acid synthase would likely increase ethylene production in the culture vessel, which in our study was not aerated, at the end of the 4-w subculture.

### Vitamin metabolism

Vitamin B degradation frequently occurs in response to abiotic stress (Hanson et al. 2016). Aminobenzoate degradation, ascorbate and aldarate, and thiamine metabolism were up-regulated in response to US at different sampling times (Supplementary Table 3; Fig. 2). Up-regulation of thiamine metabolism might cause the production of Vitamin B1 (thiamine) after 0 h and 24 h (Supplementary Table 3; Fig. 2). The production of thiamine phosphate increased as a result of the up-regulation of nucleoside-triphosphate phosphatase at 0 h and 24 h while up-regulation of nitrophenyl phosphatase may have resulted in an increase in the level of 4-nitrophenol at 48 h, 1 w and 4 w, which would lead to the degradation of benzoate. At 0 h, US caused the up-regulation of nucleoside-triphosphate phosphatase during thiamine metabolism but was down-regulated 24 h after US treatment (Supplementary Table 3). l-Ascorbate oxidase was up-regulated in response to US 24 h after treatment application, which might be connected to the ascorbate–glutathione pathway activated by stress (Hanson et al. 2016). In in vitro potato, change in the ascorbate–glutathione cycle took place 24 h after ultrasonication (Dobránszki et al. 2017). Monodehydroascorbate reductase was stimulated in response to sound vibration in *A. thaliana* (Ghosh et al. 2016). The up-regulation of *myo*-inositol oxygenase 1 w after US increased the production of glucoronate in the ascorbate and aldarate metabolism pathway, but it was down-regulated at 4 w. *Myo*-inositol oxygenase catalyzes the oxidation of D-glucuronate-free inositol while regulation of *myo*-inositol establishes an osmotic balance in stressed plants (Zhang et al. 2017). Riboflavin, which was up-regulated at 48 h and down-regulated 4 w, can enhance drought tolerance, but this depends on the level of ROS (Deng et al. 2014).

### Other stress-related pathways

Carotenoid biosynthesis was down-regulated 48 h and 1 w after ultrasonication, similar to the down-regulation of naphthalene degradation and indole alkaloid biosynthesis. The up-regulation of flavonoid biosynthesis, which might be due to the inactivation of some antioxidant enzymes (Fini et al. 2011), was observed in potato stem explants 24 h after ultrasonication.

### How did transcription factors respond to ultrasound in potato?

WRKY TFs, which were down-regulated at 1 w and 4 w and up-regulated at 4 w, are involved in both stress and development (Phukan et al. 2016; Zhang et al. 2017). Ghosh et al. (2016) found that from 13 TFs that were up-regulated in response to 0.5–3 kHz, six were responsive to mechanostimulus. Immediately after ultrasonication (at 0 h) of single-node explants, the over-regulation of stress-related TFs was not observed, but the heat stress TF C-1 was down-regulated (Supplementary Table 4). In general, heat stress TFs are involved in response to various abiotic stresses and regulate the expression of different stress-responsive genes (Guo et al. 2016). One ERF-type ethylene-responsive TF was overexpressed 24 h after ultrasonication. ERF-type TFs are integrators in hormonal and stress signalling, as well as redox regulation (Müller and Munné-Bosch 2015). Two probable WRKY-type TFs and one ethylene-responsive TF were down-regulated at 1 w after ultrasonication. Two ethylene-responsive (4-like and ERF017) TFs were up-regulated, and this may be connected to an increased level of ethylene in the in vitro growth environment (i.e., in the culture vessel), possibly due to more intensive growth after ultrasonication, as was described earlier (Dobránszki et al. 2017).

## Conclusions

This study attempted to better understand the DEG-based enzyme profiles of in vitro tissue-cultured potato plants that had been exposed to an abiotic stress, namely the application of a US pulse. Many plant abiotic stress-related papers tend to look at a single stressor, such as heat or drought stress, and assess the genomic or transcriptomic expression profile as a binary and static function, noting only whether DEGs are up- or down-regulated. Our experiment offers a third dynamic dimension, namely expression over time, of a unique binary comparison (stressed vs unstressed) at five time intervals (0 h, 24 h, 48 h, 1 w and 4 w after the stress was imposed). If any one of these time points were to be observed in isolation, an interpretation could be offered for each time interval, but collectively, the expression profile over time is neither easy nor simple to interpret. Despite this, we discovered several DEG-based enzyme profiles that matched trends in conventional theoretical plant abiotic stress, but also several unique patterns or even possible exceptions. We conclude that even though several abiotic stress-related DEGs showed increased expression, the US pulse applied in this study did not constitute a fatal stress since in vitro plantlets survived and grew well at 4 w of age, even though variation in growth-related parameters were previously observed (Dobránszki et al. 2017). Additional molecular analyses using RT-qPCR of 10 highly up- or down-regulate DEGs fortified these conclusions by validating the RNA-seq analyses. The application of the same analyses to other plant systems would allow for an understanding if these patterns exist in other plant species. A recent study (Teixeira da Silva et al. 2019) that essentially employed identical methodology as was used in this study, found that, as in this study, several stress-related DEGs were both up- and down-regulated in cut potato explants relative to intact 4 w plantlets.

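Between the library of the cut explants and that of the intact plantlets, 3384 of the 21688 genes with at least 50 reads differed by at least 2 on the log2 scale. Of these, 1789 were higher and 1595 lower in the cut explants. The design confounds cutting with a possible difference in organs between the samples, so no difference is credited to cutting. The median difference over all 21688 genes, cut minus uncut, was -0.33. Scaling by the median ratio of the genes, which sets this median to 0, moved the numbers most among the scalings, to 2216 higher and 1099 lower, and the share of higher genes among those that differed from 52.9% to 66.8%. Suppl. Table 1 annotates 40 of its genes with response to stress, of which 36 had at least 50 reads. Among these 36 genes, 8 were higher by at least 2 in the cut explants, 9 were lower by at least 2, and 19 lay in between. Under scaling by the median ratio, 10 were higher and 5 lower, and on a log2(RPM + 1) scale 4 were higher and 4 lower. The study chose these genes for their response to US, and 7 of the 40 were chosen on the library of the cut explants itself. On the deposited scale, those 7 genes supplied 4 of the 8 higher and 0 of the 9 lower genes. Among the 36 genes, the largest rise was that of aquaporin PIP2-1-like (PGSC0003DMG400020906, chromosome 9, 5809494 to 5813147), with 175 reads in the uncut and 5763 in the cut library and a difference of 5.21 (95% interval 4.99 to 5.43). The next were those of 9-cis-epoxycarotenoid dioxygenase, with a difference of 4.82 (4.66 to 4.99), and of EID1-like F-box protein 3 (PGSC0003DMG400020122, chromosome 6, 59158020 to 59159136), with a difference of 3.51 (3.38 to 3.64). Both of these genes are among the 7 chosen on the cut library. The largest falls were those of probable peroxidase 61 (PGSC0003DMG400005872, chromosome 8, 5883425 to 5889147), which went from 76 reads to 0 and was at least 22.6-fold lower in the cut explants, of peroxidase 25 (PGSC0003DMG400025478, chromosome 2, 23460810 to 23462778), from 51 reads to 0 and at least 15.2-fold lower, both with the count of 0 taken as 3 reads and the other count as exact, and of kirola-like (PGSC0003DMG400023236), from 186 reads to 7, with a difference of -4.57 (-5.90 to -3.50). Of these 6 genes, the 2 peroxidases fell under the difference of 2 on a log2(RPM + 1) scale. Other genes named kirola-like among the 36 differed in both directions.

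**Figure D1:**
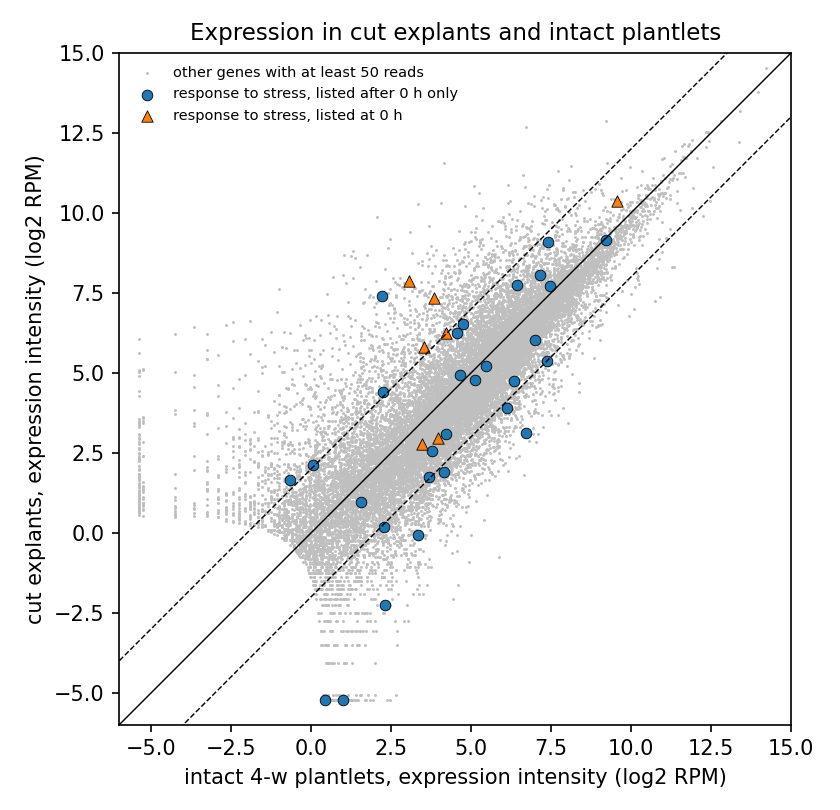
Expression intensity (log2 RPM) of genes with at least 50 reads in the library of intact 4-w plantlets (horizontal axis) and of cut explants (vertical axis), 1 library each. Grey points are the genes, those without reads in a library standing at its lowest value, coloured points the 36 genes annotated with response to stress, the solid line marks equal values and the dashed lines a log2 difference of 2, above which 8 and below which 9 of the stress-annotated genes lie.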

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (DOCX 51 kb)

Suppl. Figure 1 Heat maps showing expression intensity of significantly up- and down-regulated DEGs. US, ultrasonicated. Heat maps generated by SeqMonk (based on a per-probe normalization). Supplementary material 2 (TIFF 2519 kb)

Suppl. Figure 2 Significantly up- and down-regulated processes (biological, cellular, molecular). Graphs and pie-charts generated by Blast2Go. Supplementary material 3 (TIFF 2398 kb)

Suppl. Figure 3 KEGG maps representing the up- and down-regulated processes outlined in Suppl. Table 3. Copyright permission to use KEGG maps kindly provided by Kanehisa Laboratories. Supplementary material 4 (PDF 1481 kb)

Suppl. Figure 4 Comparisons of logarithmic fold changes (LFC), estimated by RT-qPCR, with LFC, estimated by SeqMonk. Supplementary material 5 (JPEG 93 kb)

Suppl. Figure 5 2-D gel electrophoresis image, created by Agilent Bioanalyzer 2100 (Agilent), for the control and treated samples. Green lines: lower molecular weight marker; purple lines: larger molecular weight marker; blue line: protein fragment. DTT (dithiothreitol): reducing condition; H_2_O (distilled water): non-reducing condition. Supplementary material 6 (JPEG 97 kb)

Suppl. Table 1 Annotation of significantly differentially over- and under-expressed genes (DEGs) based on Blast2Go and SeqMonk at different sampling times during a comparison between non-ultrasonicated and sonicated (35 kHz, 70 W, 20 min) in vitro potato explants.. Supplementary material 7 (XLSX 125 kb)

Suppl. Table 2 Significantly up- and down-regulated processes (biological, cellular, molecular) that were up- or down-regulated in response to ultrasound at five time intervals. Additional details may be found in Suppl. Figure 2. Supplementary material 8 (XLSX 14 kb)

Suppl. Table 3 Significantly up- and down-regulated processes related to amino acids, carbohydrates, fatty acids, vitamins, nucleotides, as well as growth, development, and stress that were up- or down-regulated in response to ultrasound at five time intervals. Additional details may be found in Suppl. Figure 3. Supplementary material 9 (XLSX 11 kb)

Suppl. Table 4 Significantly up- and down-regulated transcription factors that were up- or down-regulated in response to ultrasound at five time intervals. Supplementary material 10 (XLSX 9 kb)

Suppl. Table 5 List of primers used for RT-qPCR. Supplementary material 11 (XLS 24 kb)

Suppl. Table 6 Results of RT-qPCR validation of 10 DEGs. Supplementary material 12 (XLS 45 kb)

Suppl. Table 7 2-D gel electrophoresis results (values in kDa). DTT (dithiothreitol): reducing condition; H_2_O (distilled water): non-reducing condition. Supplementary material 13 (XLS 42 kb)

## Data Availability

The raw Illumina mRNA-seq were submitted to the NCBI and the processed data were deposited under GEO ID GSE123176, BioProject ID PRJNA507769, and SRA ID SRP171630 for the 10 samples: GSM3498049, GSM3498050, GSM3498051, GSM3498052, GSM3498053, GSM3498054, GSM3498055, GSM3498056, GSM3498057, GSM3498058.

# Supplementary material for: mRNA transcription profile of potato (Solanum tuberosum L.) exposed to ultrasound during different stages of in vitro plantlet development
**Source:** Plant Mol Biol. 2019 Apr 29;100(4):511–25. doi: 10.1007/s11103-019-00876-0
**Supplement:** Supplementary file 1 — Supplementary material 1

**mRNA transcription in potato (*Solanum tuberosum* L.) triggered by ultrasound during different stages of *in vitro* plantlet development**

**Judit Dobránszki^*^ · Norbert Hidvégi · Andrea Gulyás · Jaime A. Teixeira da Silva^*^**

RNA-seq/DEG analysis of biological, cellular and molecular processes

At 0 h, 8 and 9 biological processes were up- and down-regulated, respectively. Similarly, at 24 h, 8 and 5 processes, at 48 h, 7 and 8 processes, at 1 w, 6 and 8 processes, and at 4 w, 6 and 5 processes were up- and down-regulated, respectively. Four significantly up- and down-regulated DEGs accounted for a high relative percentage value (≥ 30%), namely down-regulated cellular processes at 24 h, up-regulated catabolism at 1 w, down-regulated protein metabolism at 4 w, and up-regulated biosynthetic processes at 4 w (Suppl. Table 2).

When considering the cellular processes, similar to the biological processes at 0 h, 8 and 6 cellular processes were up- and down-regulated, respectively. Similarly, at 24 h, 6 and 3 processes, at 48 h, 5 and 5 processes, at 1 w, 3 and 6 processes, and at 4 w, 3 and 4 processes were up- and down-regulated, respectively. Only one other time interval (1 w after US stress) showed 6 down-regulated cellular processes. Raising the percentage of significance substantially, relative to the biological processes, from ≥ 30% to ≥ 50%, 3 locations had a significantly high proportion of up- and down-regulated DEGs, namely down-regulation in the membrane at 24 and 4 w, and up-regulation in the nucleus at 4 w (Suppl. Table 2).

Among the molecular processes, unlike the biological and cellular processes, at 0 h, only 7 molecular processes were up-regulated while 5 processes were down-regulated. At 24 h, 48 h, 1 w and 4 w after stress was applied, 7, 6, 5 and 7 processes were up-regulated, respectively, while 5, 4, 4 and 7 processes, respectively were down-regulated When considering the same relative level as biological processes (i.e., ≥ 30%), hydrolase activity was significantly down-regulated at all times (0 h, 24 h, 48 h, 1 w, 4 w) but significantly up-regulated at 0 h. No other molecular processes accounted for more than 30% of relative significant expression level (up- or down-regulation) (Suppl. Table 2).

RNA-seq/DEG analysis of metabolic and cellular functions

In this section, a more detailed description is provided about the broad trends observed in Suppl. Table 3, especially with relation to the enzymes.

At 0 h, at least related to purine metabolism, two enzymes, adenylpyrophosphatase (E.C. 3.6.1.3) and phosphatase (E.C. 3.6.1.15), were up-regulated. The same phosphatase was also involved in thiamine metabolism. In phenylpropanoid biosynthesis, lactoperoxidase (E.C. 1.11.1.7) was down-regulated. Dioxygenase (E.C. 1.13.11.51), involved in carotenoid biosynthesis, was down-regulated.

At 24 h, adenylpyrophosphatase and phosphatase in purine and thiamine metabolism were the same as 0 h, but were coded for by different sequences, and were down-regulated. Transaminase (E.C. 2.6.1.96) was down-regulated, affecting butanoate and alanine, aspartate and glutamate metabolism. Lactoperoxidase, encoded for by a different sequence, was down-regulated, similar to at 0 h. Chitinase (ChiC) (E.C. 3.2.1.14) was up-regulated in amino sugar and nucleotide sugar metabolism. Oxidase (E.C. 1.10.3.3) was up-regulated in ascorbate and aldarate metabolism at 24 h.

At 48 h, Lyase (E.C. 4.2.2.2), which was up-regulated at 24 h, was down-regulated during pentose and glucuronate interconversions. Lactoperoxidase, encoded for by two different sequences, was down-regulated, similar to at 0 h and 24 h. Nitrophenyl phosphatase (E.C. 3.1.3.41) was up-regulated during aminobenzoate degradation. Phosphatase was up-regulated in riboflavin metabolism, but was encoded for sequences that differed from all previous time-based comparisons. Sucrose synthase (E.C. 2.4.1.13) was down-regulated in starch and sucrose metabolism. Dehydrogenase (E.C. 1.1.1.1) was down-regulated in and participates in at least seven processes. A different ChiC sequence was down-regulated in amino sugar and nucleotide sugar metabolism, unlike at 24 h, where it was up-regulated.

At 1 w, Monooxygenase (E.C. 1.14.14.1) participated in and was up-regulated during aminobenzoate and fatty acid degradation, as well as in the metabolism of linoleic acid, arachidonic acid and tryptophan. Lactoperoxidase in phenylpropanoid biosynthesis was up-regulated. Nitrophenyl phosphatase was down-regulated during aminobenzoate degradation. Dioxygenase was down-regulated during carotenoid biosynthesis. ChiC, encoded for by a different sequence relative to all other time-based comparisons, was down-regulated in amino sugar and nucleotide sugar metabolism.

At 4 w, lactoperoxidase was up-regulated during phenylpropanoid biosynthesis, where gentobiase (E.C. 3.2.1.21) participated in and was both up- and down-regulated (it was also up- and down-regulated in starch and sucrose metabolism). Ammonia lyase (E.C. 4.3.1.24, 4.3.1.25) was down-regulated in phenylpropanoid biosynthesis but its sequence was different to that of the same enzyme that was down-regulated in glycine, serine and threonine metabolism, and valine, leucine and isoleucine biosynthesis at 1 w. Nitrophenyl phosphatase was both up- and down-regulated during aminobenzoate degradation. Saccharogen amylase (E.C. 3.2.1.2) was up-regulated during starch and sucrose metabolism, and down-regulated at 0 h, but encoded for by a different sequence. Phosphatase (E.C. 3.6.1.15), encoded for by different sequences than all other previous comparisons, was up-regulated during thiamine and purine metabolism, but in the latter group, one of the four sequences coding for phosphatase also encoded adenylpyrophosphatase (E.C. 3.6.1.3). Equilase (E.C. 1.11.1.6), involved in tryptophan, glyoxylate and decarboxylate metabolism, was up-regulated. In purine and thiamine metabolism, one of the three sequences coding for a phosphatase was down-regulated. Oxygenase (E.C. 1.13.99.1) was down-regulated in inositol phosphate, ascorbate and aldarate metabolism. An oxidase (E.C. 1.1.3.8) was down-regulated in ascorbate and aldarate metabolism, but another oxidase (E.C. 1.10.3.3) encoded for by a different sequence was up-regulated at 24 h. The dehydrogenase (E.C. 1.1.1.1) down-regulated in tyrosine, α-linolenic acid, glycine, serine and threonine metabolism, as well as in fatty acid degradation, was encoded for by the same sequence as the dehydrogenase at 48 h. Phosphatase (E.C. 3.1.3.2) in riboflavin metabolism was down-regulated, but up-regulated at 48 h, but the latter phosphatase was encoded for by a separate sequence. A lipase (E.C. 3.1.1.3) was down-regulated in glycerolipid metabolism. Synthase (E.C. 6.3.5.4; glutamine-hydrolyzing) in alanine, aspartate and glutamate metabolism was down-regulated, as occurred at 24 h.

Common sequences in stressed versus unstressed explants over time

When control and US-stressed explants were compared at 0 h and 24 h, two sequences in common were found: replication protein A 70 kDa DNA-binding subunit B-like isoform X1 (up-regulated at 0 h and down-regulated at 24 h), and cysteine protease inhibitor 8-like (up-regulated at 0 and 24 h). When stressed and control explants were compared at 24 and 48 h, some common sequences were up-regulated at 24 h then down-regulated at 48 h (replication protein A 70 kDa DNA-binding subunit B-like isoform X1, TTS protein) while others were first down-regulated at 24 h then up-regulated at 48 h (predicted extensin-1, expansin precursor, probable pectate lyase P18, probable xyloglucan endotransglucosylase/hydrolase protein 16, miraculin-like, L-ascorbate oxidase homolog, 14 kDa proline-rich protein DC2.15-like). When stressed and control explants were compared at 48 h and 1 w, one common sequence was up-regulated over both time intervals (non-specific lipid-transfer protein 2-like), one was initially down-regulated at 48 h and then up-regulated at 1 w (glycine-rich cell wall structural protein 1.8-like), while protein SPIRAL1-like 5 was down-regulated at 48 h and 1 w. When 1 w and 4 w explants were compared (control vs stressed), universal stress protein A-like protein isoform X2 and putative mitochondrial protein were up-regulated at 1 w and then down-regulated at 4 w, BURP domain-containing protein 16-like was up-regulated at both 1 and 4 w, while 11 sequences were down-regulated at both time intervals: two with unknown function, predicted uncharacterized proteins LOC107063386 and LOC104234657, probable protein phosphatase 2C 51, probable plastid-lipid-associated protein 14, chloroplastic, Kunitz-type protease inhibitor precursor, cysteine protease inhibitor 8-like, proteinase inhibitor 1, expansin-like B1, and cysteine proteinase 3.

Hydrogen peroxide (H_2_O_2_) catabolic-related DEGs were activated at all stages of development (2 at 0 h; 1 at 24 h; 3 at 48 h; 2 at 1 w; 1 at 4 w; Suppl. Table 1), no DEGs coding for H_2_O_2_-detoxifying antioxidant systems (ascorbate peroxidase (APX), dehydroascorbate reductase, glutathione peroxidase, glutathione reductase (GR), glutathione-*S*-transferase, monodehydro-ascorbate reductase) were up- or down-regulated, except for a slight expression of a single catalase sequence at 4 w, and a single superoxide dismutase (SOD) sequence encoding SOD chaperone at 0 h (Suppl. Table 1). No DEGs related to the lipid peroxidation product, malondialdehyde, were up- or down-regulated. Some DEGs related to calcium signalling were up- or down-regulated: zero at 0 h, and one each in all the remaining stages of development (Suppl. Table 1). The application of US stress to potato explants resulted in the up- or down-expression of three sequences related to calmodulin while no calmodulin-related DEGs were up- or down-regulated in all subsequent comparisons (Suppl. Table 1).

Specific findings in metabolic pathways

Several detailed findings were observed in specific metabolic pathways, derived from data in Suppl. Table 1 and Suppl. Table 3, which have provided support for the broad summary conclusions drawn in Fig. 2.

Sugar, starch and carbohydrates: At 1 w, an invertase (E.C. 3.2.1.26; β-fructofuranosidase) was up-regulated during starch and sucrose metabolism, and also during galactose metabolism (Suppl. Table 1). When KEGG and non-KEGG functions were searched, no hexokinase was either up- or down-regulated during any stage of development following US treatment, suggesting that a hexose-independent pathway (Gupta and Kaur, 2005) may have been controlling carbohydrate metabolism during this period. In contrast, in this extended search (Suppl. Table 1), several invertases were up- or down-regulated during the 4-w *in vitro* growth period.

Lipids and fatty acids: Phospholipases, which mediate the degradation of phospholipids that serve as signaling molecules during abiotic stress (Agarwal and Zhu, 2005), were observed in US-stressed potato plants^[[1]](#footnote-1)^, specifically after the application of US when one phospholipase was up-regulated at 24 h and 1 w and two phospholipases were down-regulated at 4 w.

Amino acids: Ultrasonication caused down-regulation of alanine, aspartate and glutamate metabolism 24 h after the US treatment and at the end of the subculture, i.e., 4 w, while in later phases (48 h, 1 w or 4 w after US treatment, the metabolism of glycine, serine, threonine, phenylalanine, tryptophan, tyrosine, valine, leucine and isoleucine were down-regulated (Suppl. Table 3).

Vitamins: Up-regulation of nucleoside-triphosphate phosphatase in the aminobenzoate degradation pathway occurred 48 h after ultrasonication, but it was down-regulated after 1 w (Suppl. Table 3).

Other observations

In our study, several DEGs were found in common between time-based treatment comparisons. Replication protein A (RPA) 70 kDa DNA-binding subunit B-like isoform X1, which is involved in DNA recombination, repair and replication (Ishibashi et al. 2001, 2005), was up-regulated at 0 h and down-regulated at 24 h in the nucleus. Ishibashi et al. (2001) found that RPA was regulated in actively dividing tissues of rice such as root tips and young leaves. An expansin precursor was up-regulated at 0 h but down-regulated at 24 h while expansin-like B1 was down-regulated at 1 w and 4 w. Expansin, which is important in plant development and is related to cell wall loosening and to cell extension and other suberization processes that assist in postharvest survival (Lulai, 2007), was up-regulated at 24 h and down-regulated at 48 h. Pectate lyase, which is involved in the soft rotting of plant tissue, was up-regulated at 24 h and down-regulated at 48 h. Protein phosphatase 2C 51 was down-regulated at 1 and 4 w. L-ascorbate oxidase, involved in ascorbate metabolism, was down-regulated at 24 h and up-regulated at 48 h. Glycine-rich cell wall structural protein, involved in cell elongation, was down-regulated at 48 h and up-regulated at 1 w.

Several proteases or proteinases (cysteine protease inhibitor 8-like, proteinase inhibitor 1, cysteine proteinase 3), as well as a Kunitz-type protease inhibitor precursor, were down-regulated at 1 w but up-regulated at 4 w (Suppl. Table 3). Potato possesses a unique group of cysteine proteinase inhibitors (PIs), the PCPIs (Gruden et al., 1997; Fischer et al., 2015). PI activity is activated in response to biotic and abiotic stresses (Mosolov and Valueva, 2005). PCPIs suppressed a form of leaf cysteine proteinase in potato ‘Désirée’ that was found in shoot tips and leaves of *in vitro* plants, localized to cell walls, cytoplasm and vacuoles, suggesting their participation and role in *in vitro* plant growth and development, since it was found that a decrease in the concentration of this cysteine proteinase resulted in shoot stunting and a reduced number of leaves and secondary roots (Pompe-Novak et al., 2002).

Xyloglucan endotransglucosylase/hydrolase (XTH) loosens cell walls (Miedes et al., 2013). XTHs are related to root growth (Vissenberg et al., 2005) and one is even encoded for by a touch gene (*TCH4*) in *A. thaliana* (Braam, 2005). XTH was up-regulated at 24 h but down-regulated at 48 h in US-stressed potato (Suppl. Table 3). More than 10% of *A. thaliana* genes encoding TFs and kinases were up-regulated when stimulated by touch (Lee et al., 2005).

When KEGG functions were searched, only lactoperoxidase was identified, but a search in other database annotations (Suppl. Table 1) revealed that peroxidase (Prx) was up- or down-regulated in all time zones: 1 at 0 h and 24 h; 3 at 48 h and 1 w; 6 at 4 w). Cell wall-based Prxs that are dependent on pH generate H_2_O_2_ (Bolwell and Woftastek, 1997; Cheeseman, 2007) and are associated both with cell elongation as well as restricted growth (Csiszár et al., 2012; Francoz et al., 2015). ROS are controlled by class III Prxs (Karkonen and Kuchitsu, 2015; Minibayeva et al., 2015), which may explain their relatively high numbers as plants grew and elongated between 1 w and 4 w. In potato, one day after tuber wounding, *StPrx* was up-regulated about 240-fold, but the expression of this Prx gene decreased to about 40-fold within one week and reached almost wild-type levels within 2 w onwards after wound induction (Lulai and Neubauer, 2014).

**References**

Agarwal, M., Zhu, J-K. (2005) Integration of abiotic stress signaling pathways. In: Jenks, M.A., Hasegawa, P.M. (eds) Plant Abiotic Stress. Blackwell Publishing, Oxford, UK, pp. 215-247

Bolwell, G.P., Woftastek, P. (1997) Mechanism for the generation of reactive oxygen species in plant defense-broad perspective, Physiol. Mol. Plant Pathol. 51: 347-349.

Braam, J. (2005) In touch: plant responses to mechanical stimuli. New Phytologist 165:373–389

Cheeseman, J.M. (2007) Hydrogen peroxide and plant stress: a challenging relationship. Plant Stress 1: 4-15.

Csiszár, J., Gallé, Á., Horváth, E., Dancsó, P., Gombos, M., Váry, Z., Erdei, L., Györgyey, J., Tari, I. (2012) Different peroxidase activities and expression of abiotic stress-related peroxidases in apical root segments of wheat genotypes with different drought stress tolerance under osmotic stress. Plant Physiology and Biochemistry 52: 119-129

Fischer, M., Kuckenberg, M., Kastilan, R., Muth, J., Gebhardt, C. (2015) Novel *in vitro* inhibitory functions of potato tuber proteinaceous inhibitors. Mol Genet Genomics 290:387–398

Francoz, E., Ranocha, P., Nguyen-Kim, H., Jamet, E., Burlat, V., Dunand, C. (2015) Roles of cell wall peroxidases in plant development. Phytochemistry 112: 15-21

Gruden, K., Štrukelj, B., Ravnikar, M., Poljšak-Prijatelj, M., Mavrič, I., Brzin, J., Pungerčar J., Kregar, I. (1997) Potato cysteine proteinase inhibitor gene family: molecular cloning, characterisation and immunocytochemical localisation studies. *Plant Molecular Biology* 34: 317–323

Gupta AK, Kaur N. 2005. Sugar signalling and gene expression in relation to carbohydrate metabolism under abiotic stresses in plants. Journal of Biosciences 30(5):761–776

Ishibashi, T., Koga, A., Yamamoto, T., Uchiyama, Y., Mori, Y., Hashimoto, J., Kimura, S., Sakaguchi, K. (2005) Two types of replication protein A in seed plants. Characterization of their functions *in vitro* and *in vivo*. FEBS Journal 272: 3270–3281

Ishibashi, T., Kimura, S., Furukawa, T., Hatanaka, M., Hashimoto, J., Sakaguchi, K. (2001) Two types of replication protein A 70 kDa subunit in rice, *Oryza sativa*: molecular cloning, characterization, and cellular & tissue distribution. Gene 272: 335–343

Karkonen, A., Kuchitsu, K. (2015) Reactive oxygen species in cell wall metabolism and development in plants. Phytochemistry 112: 22-32

Lee D, Polisensky DH, Braam J. (2005). Genome wide identification of touch- and darkness-regulated Arabidopsis genes: a focus on calmodulin-like and *XTH* genes. *New Phytologist* 165:429-444

Lulai, E.C. (2007) Skin-set, wound healing, and related defects. In: Vreugdenhil, D. (ed) Potato Biology and Biotechnology: Advances and Perspectives, Elsevier B.V., The Netherlands, pp. 471-500

Lulai, E.C., Neubauer, J.D. (2014) Wound-induced suberization genes are differentially expressed, spatially and temporally, during closing layer and wound periderm formation. Postharvest Biology and Technology 90: 24–33

Miedes, E., Suslov, D., Vandenbussche, F., Kenobi, K., Ivakov, A., Van Der Straeten, D., Lorences, E.P., Mellerowicz, E.J., Verbelen, J-P., Vissenberg, K. (2013) Xyloglucan endotransglucosylase/hydrolase (XTH) overexpression affects growth and cell wall mechanics in etiolated *Arabidopsis* hypocotyls. *Journal of Experimental Botany* 64(8): 2481–2497

Minibayeva, F., Beckett, R.P., Kranner, I. (2015) Roles of apoplastic peroxidases in plant response to wounding. Phytochemistry 112: 122-129

Mosolov VV, Valueva TA (2005) Proteinase inhibitors and their function in plants: a review. Appl Biochem Microbiol 41:227–246

Pompe-Novak, M., Poljsak-Prijatelj M., Popovic T., Strukelj B., Ravnikar M, (2002) The impact of potato cysteine proteinases in plant growth and development. *Physiol. Mol. Plant Pathol.*, 60(1): 71–78.

Vissenberg K, Oyama M, Osato Y, Yokoyama R, Verbelen J-P, Nishitani K. 2005. Differential expression of *AtXTH17*, *AtXTH18*, *AtXTH19* and *AtXTH20* genes in *Arabidopsis* roots. Physiological roles in specification in cell wall construction. *Plant and Cell Physiology* 46:192–200.

1. Unlike all other classifications, where KEGG descriptions were used, in this case, the Interproname classification was used. [↑](#footnote-ref-1)

# Supplementary material for: mRNA transcription profile of potato (Solanum tuberosum L.) exposed to ultrasound during different stages of in vitro plantlet development
**Source:** Plant Mol Biol. 2019 Apr 29;100(4):511–25. doi: 10.1007/s11103-019-00876-0

## CYSTEINE AND METHIONINE METABOLISM

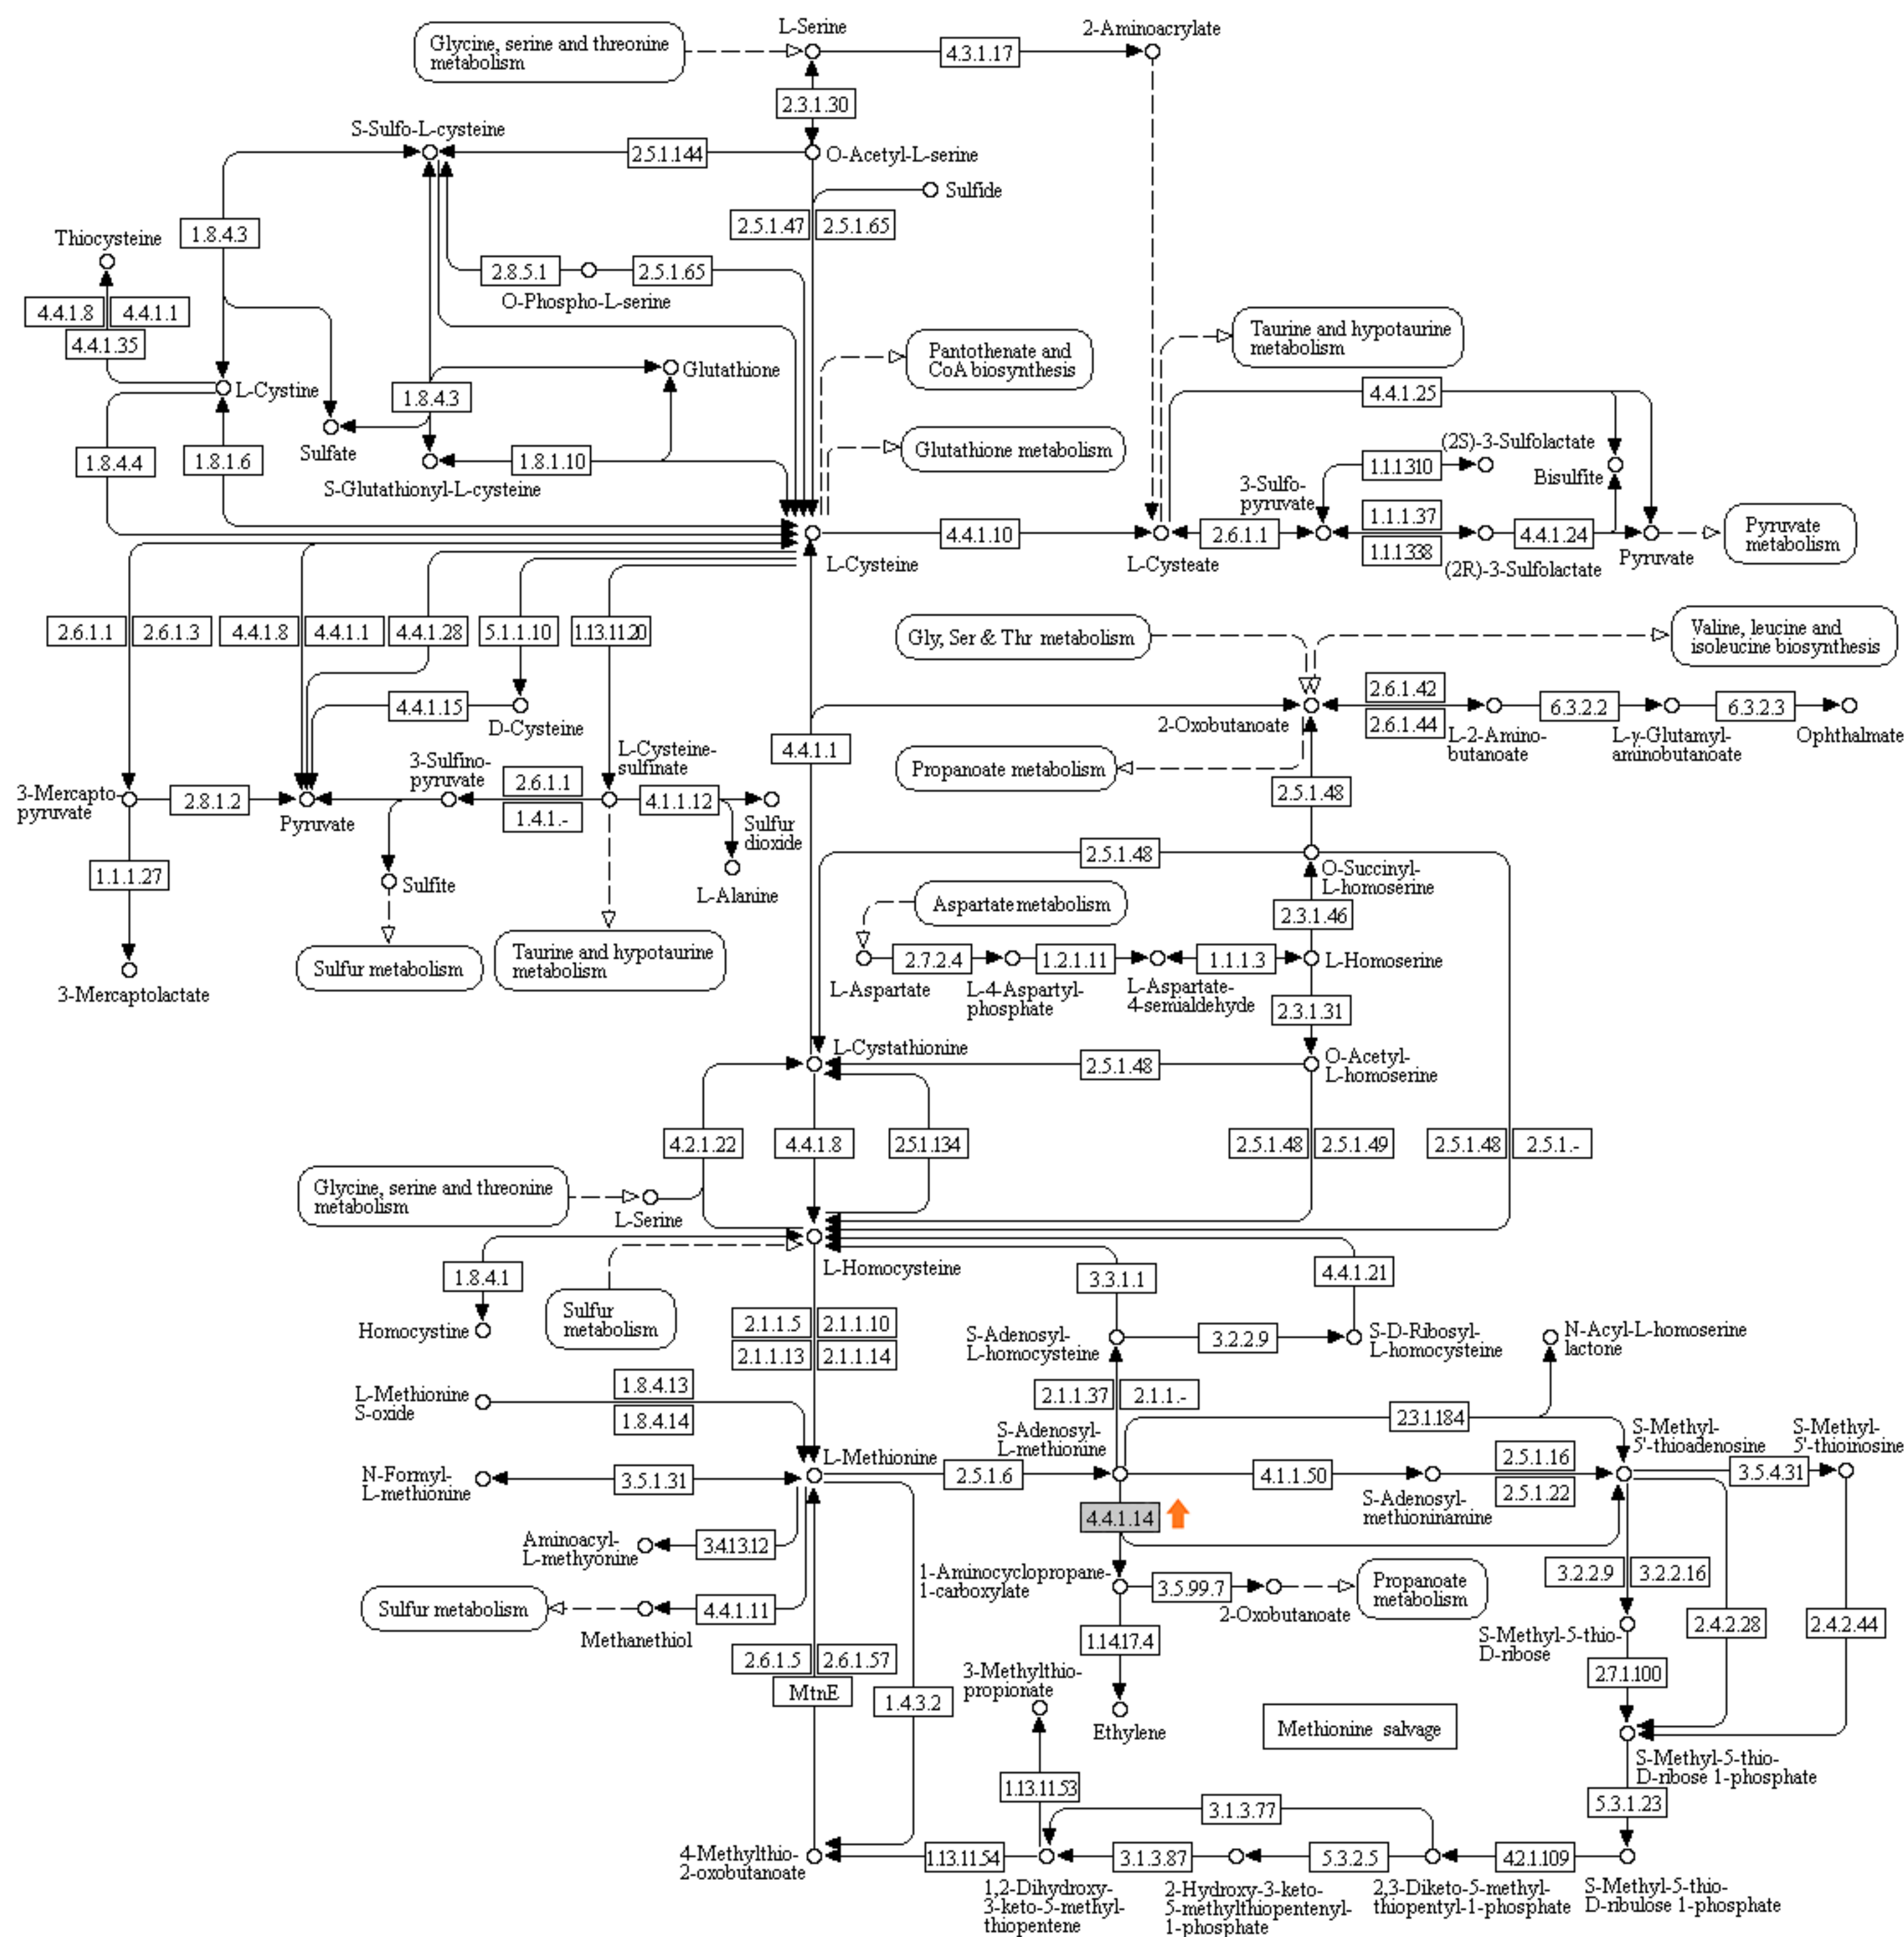

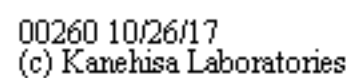

## TYROSINE METABOLISM

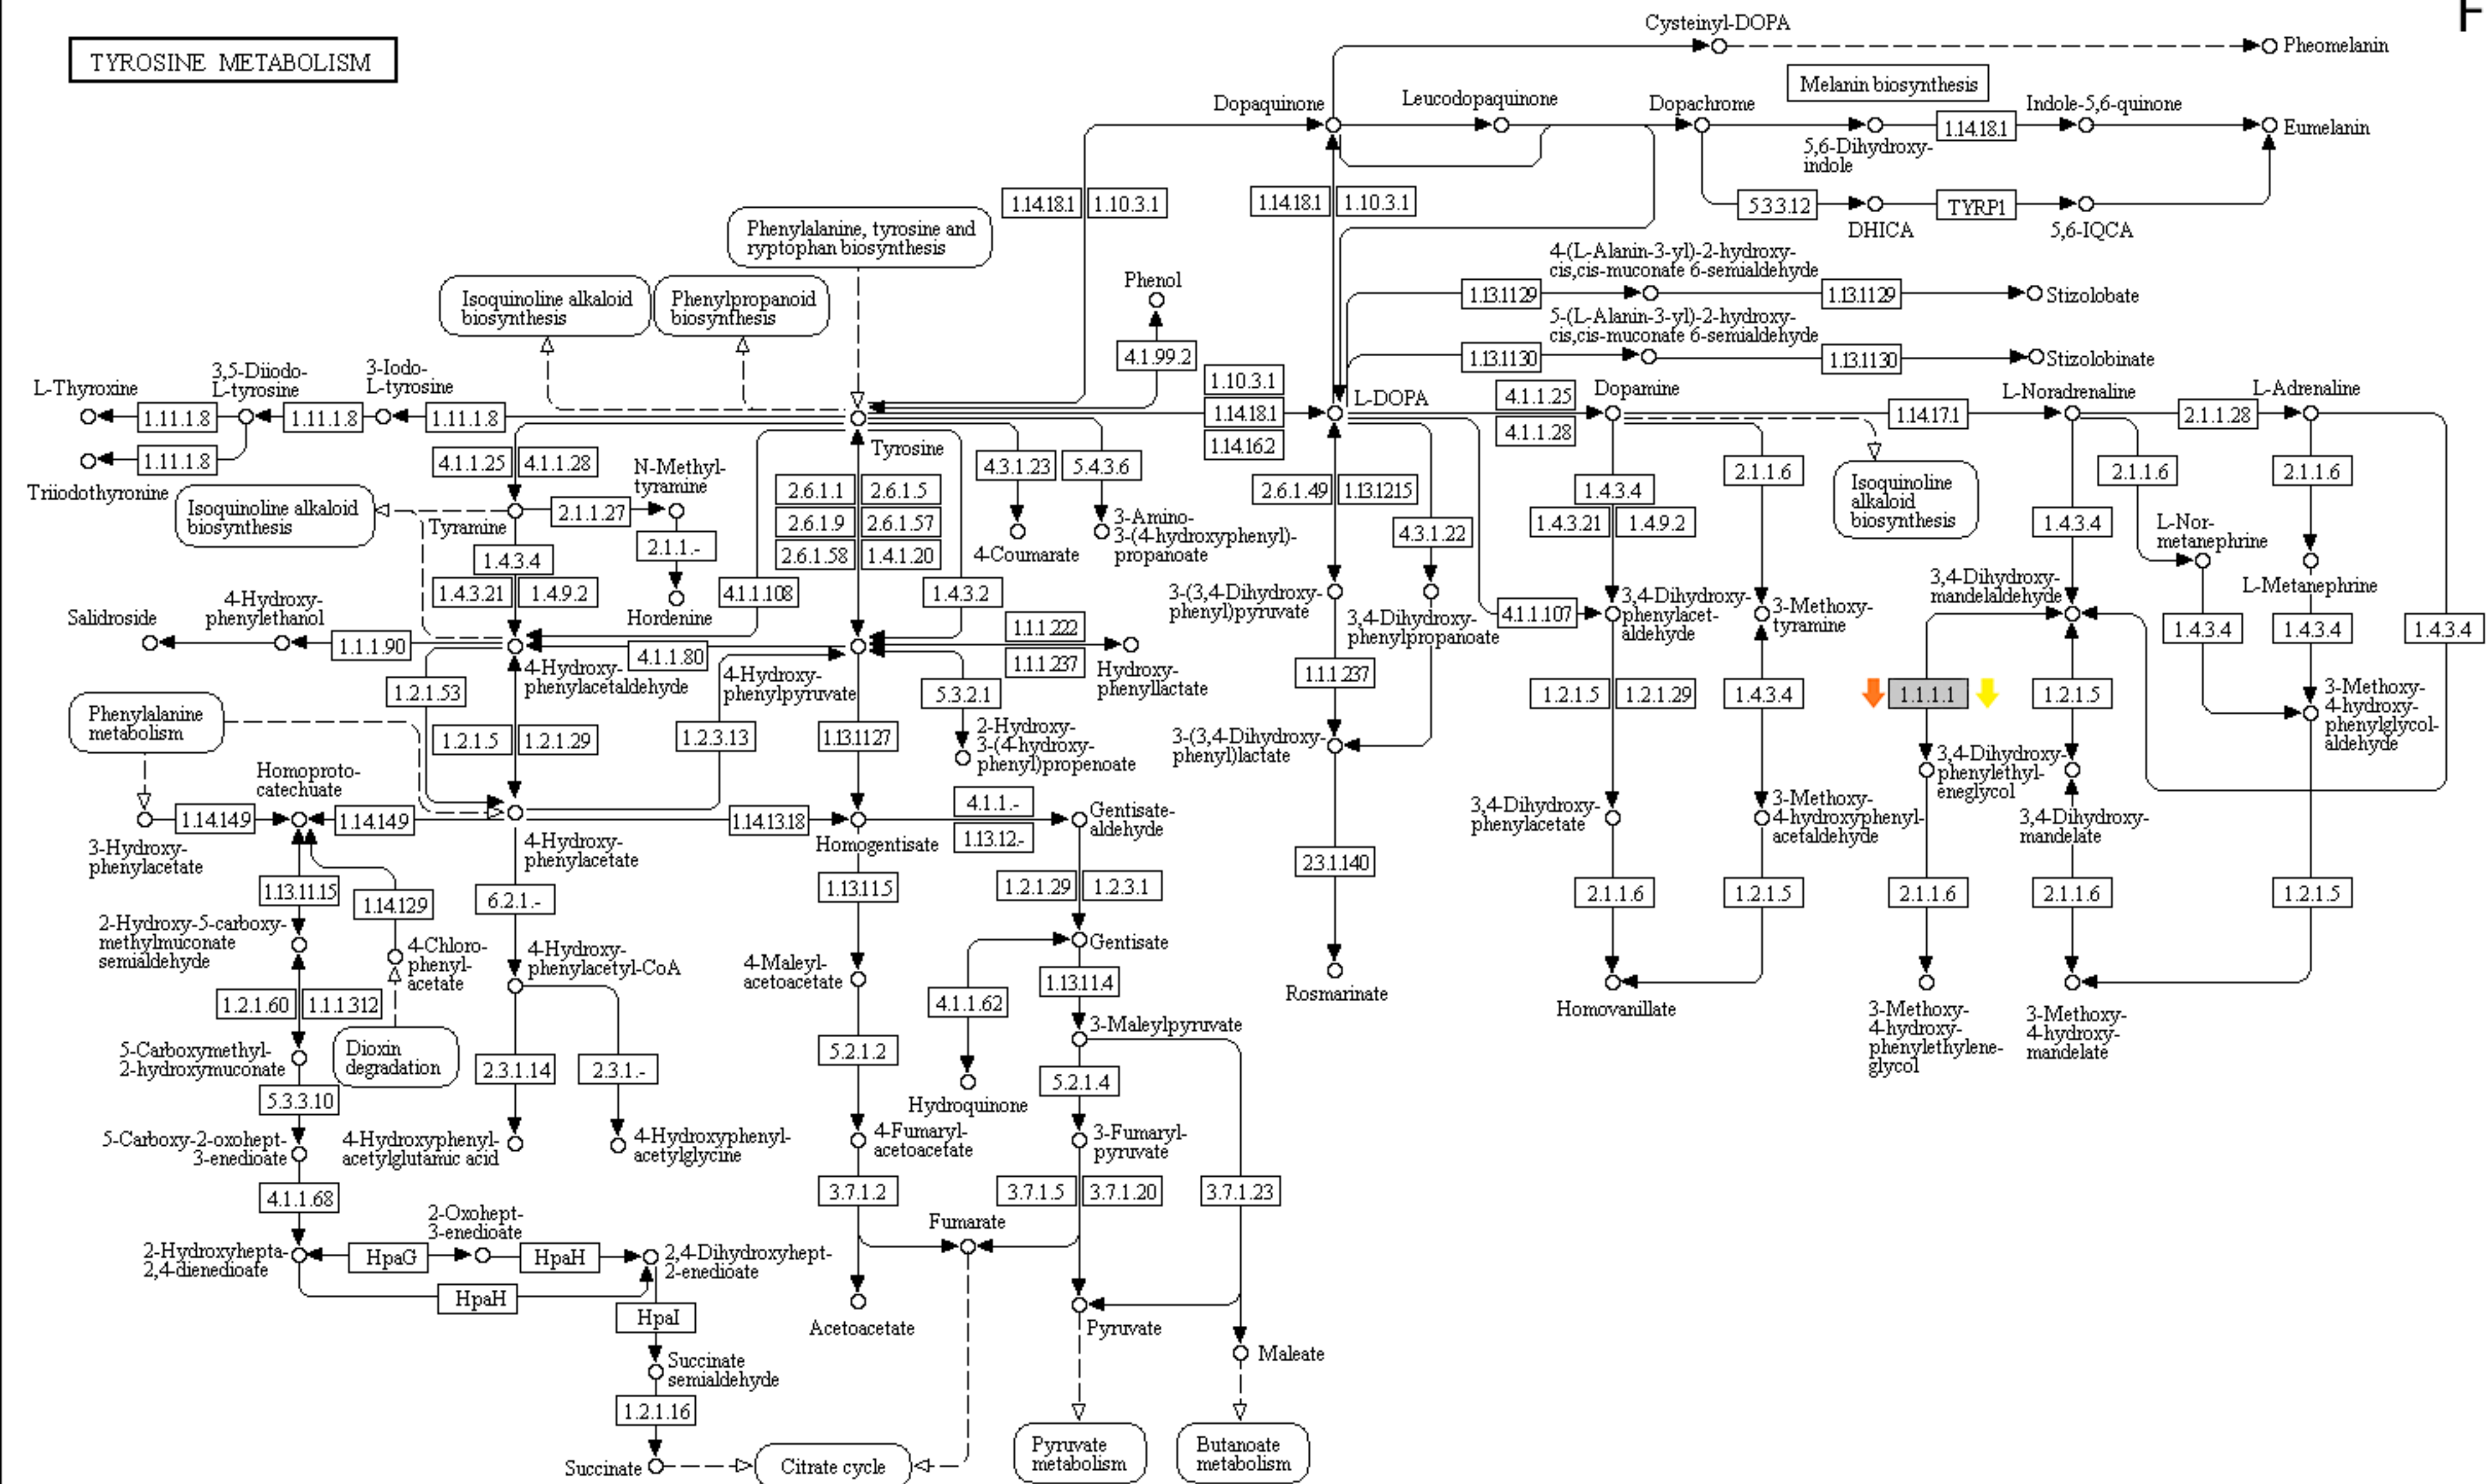

# VALINE, LEUCINE AND ISOLEUCINE BIOSYNTHESIS

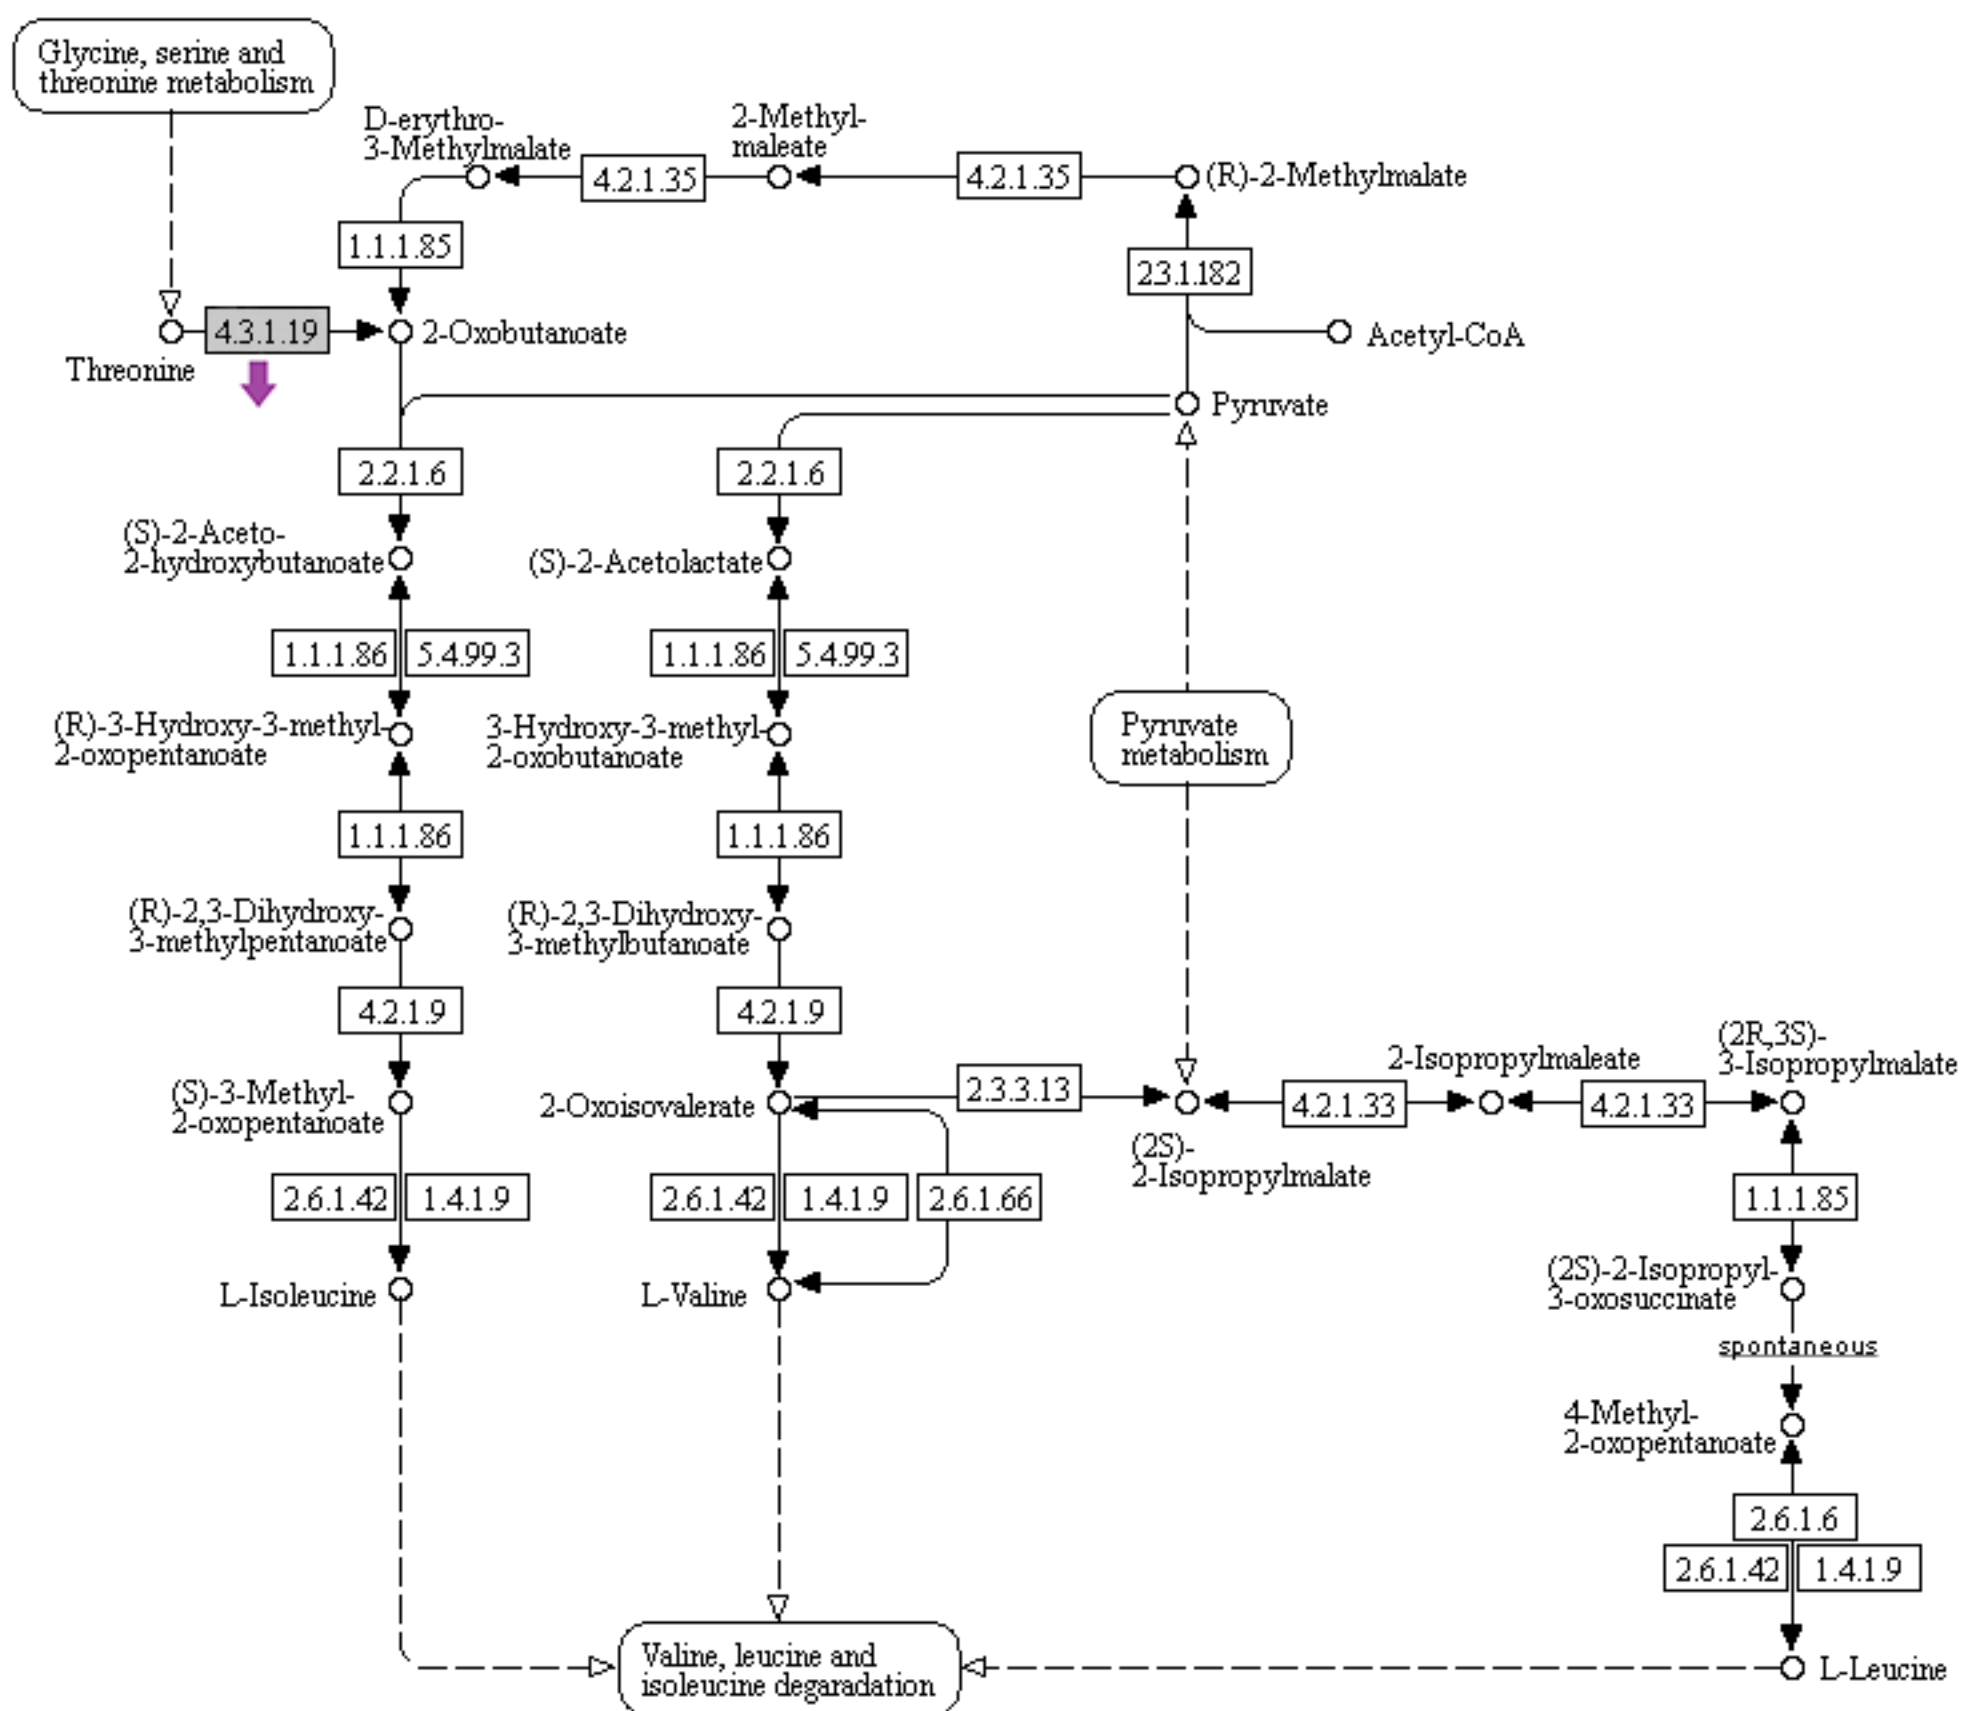

## AMINO SUGAR AND NUCLEOTIDE SUGAR METABOLISM

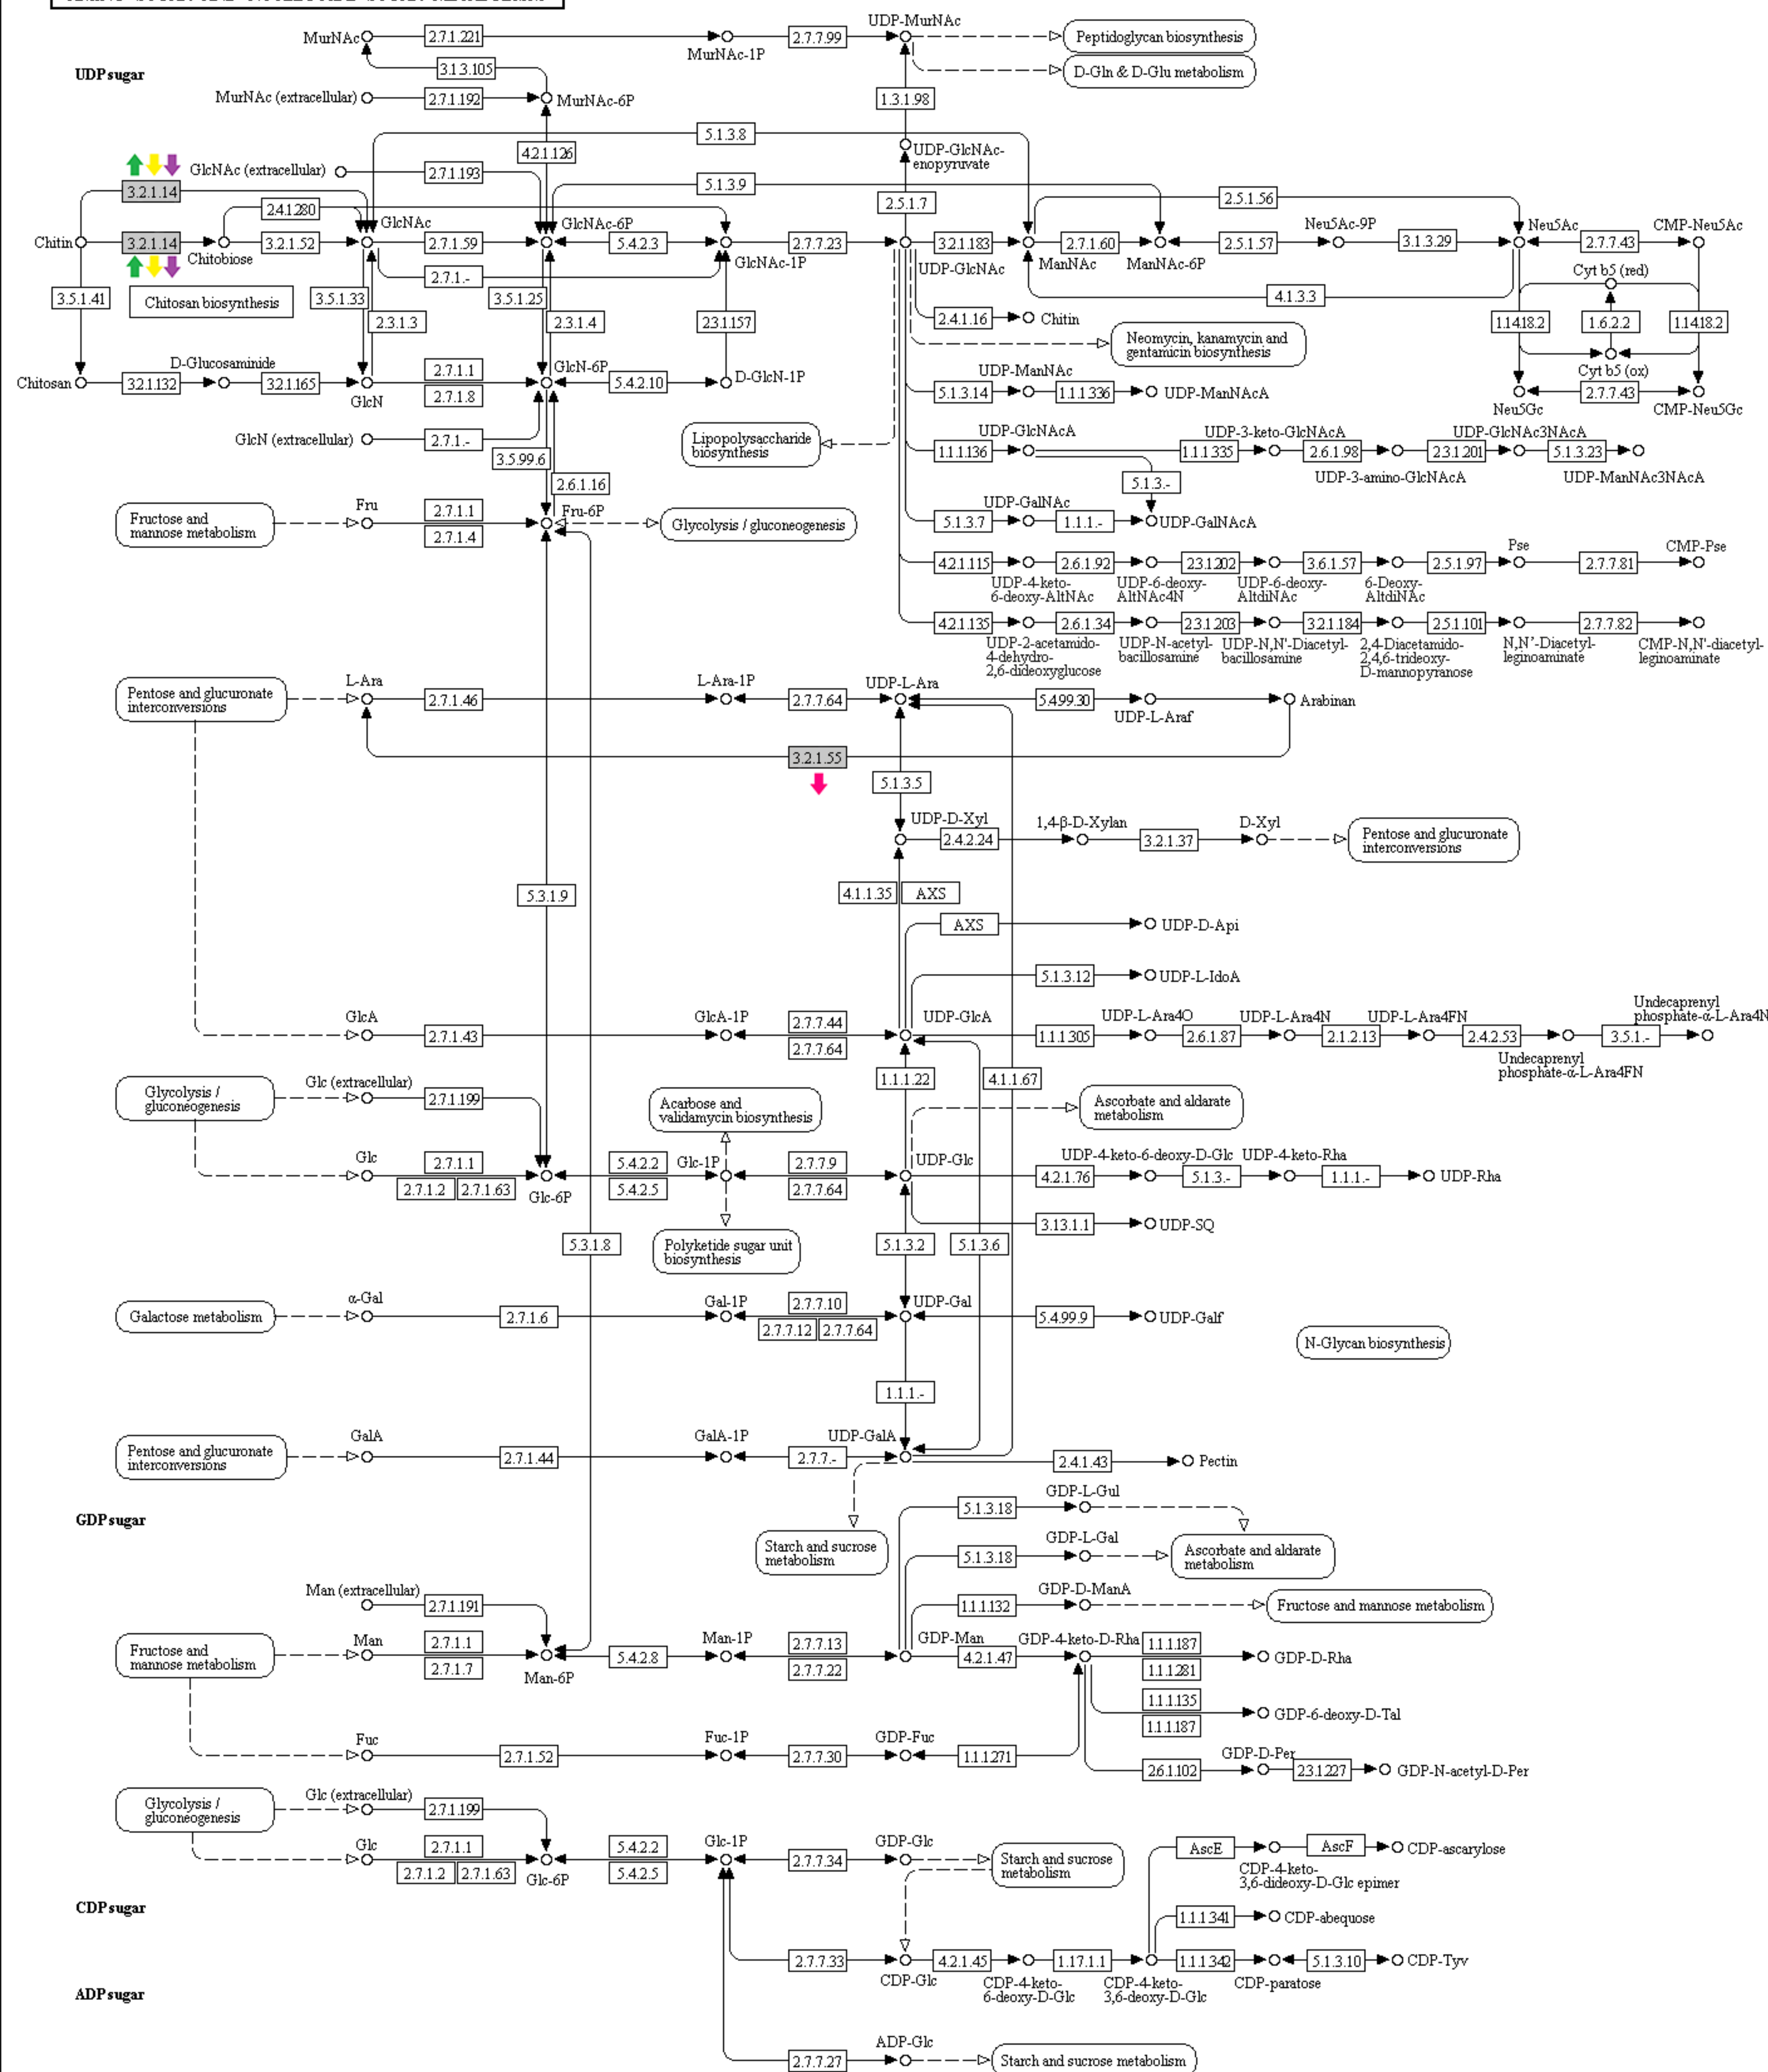

# PENTOSE AND GLUCURONATE INTERCONVERSIONS

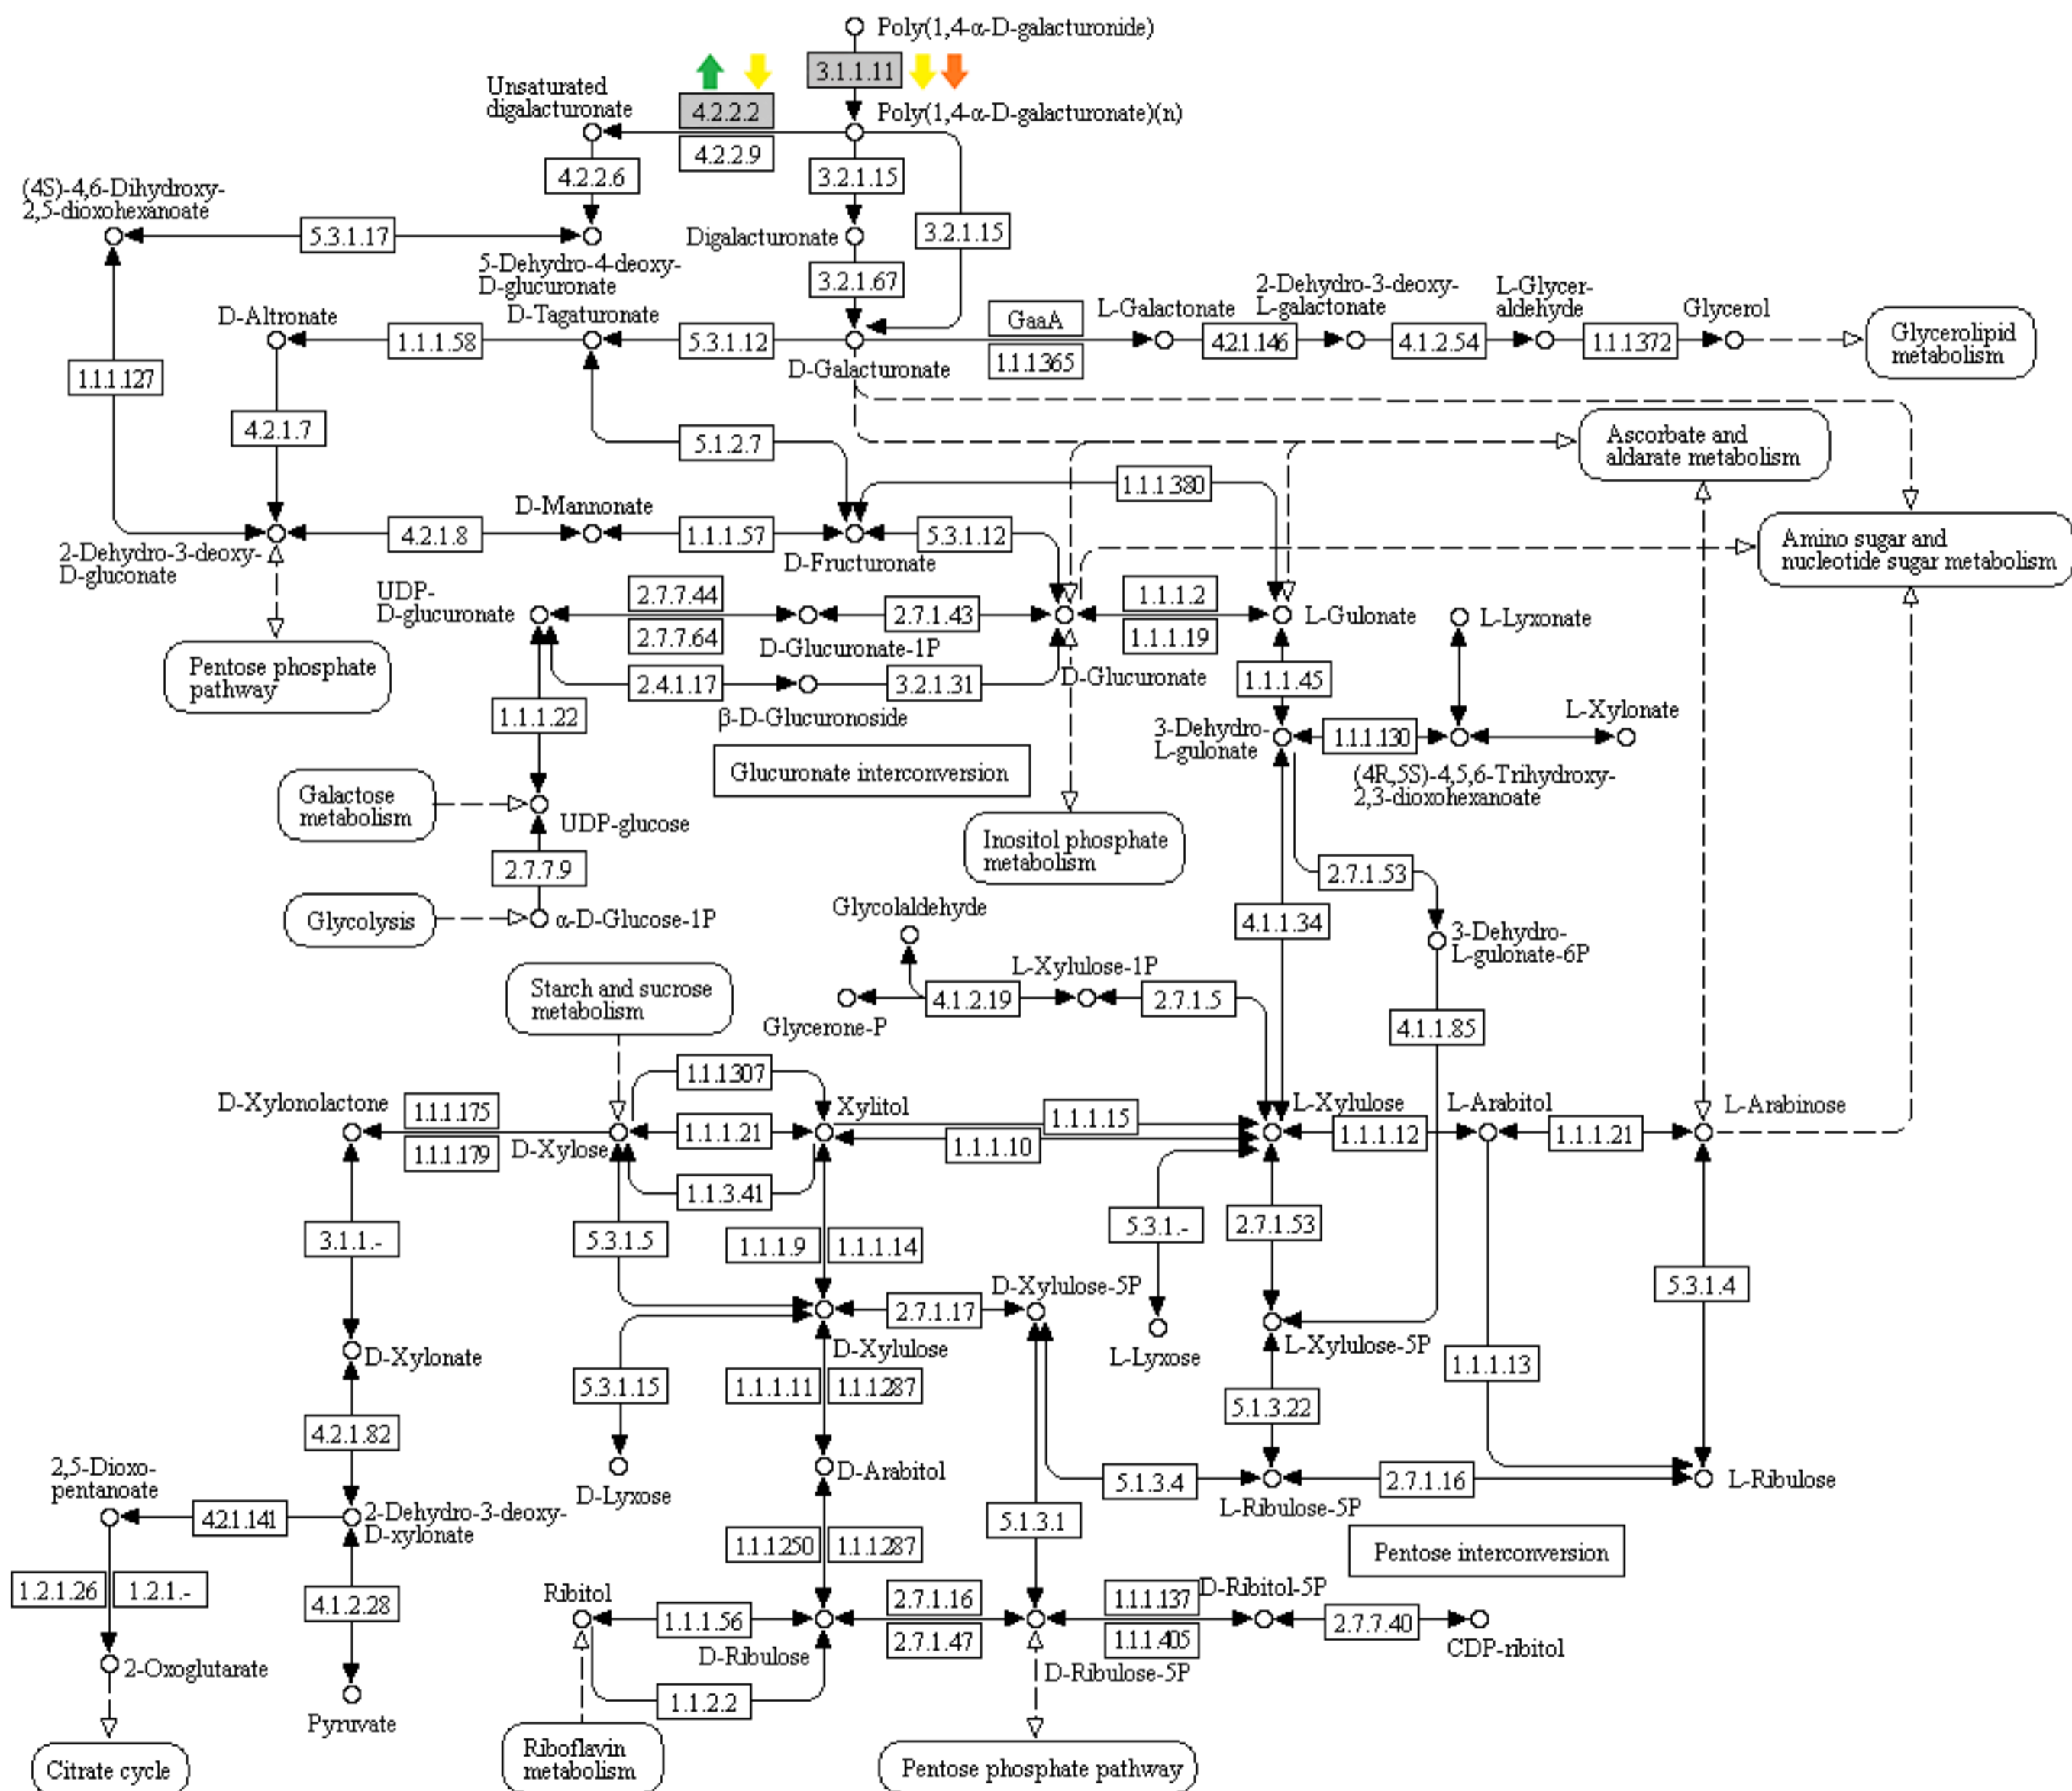

## STARCH AND SUCROSE METABOLISM

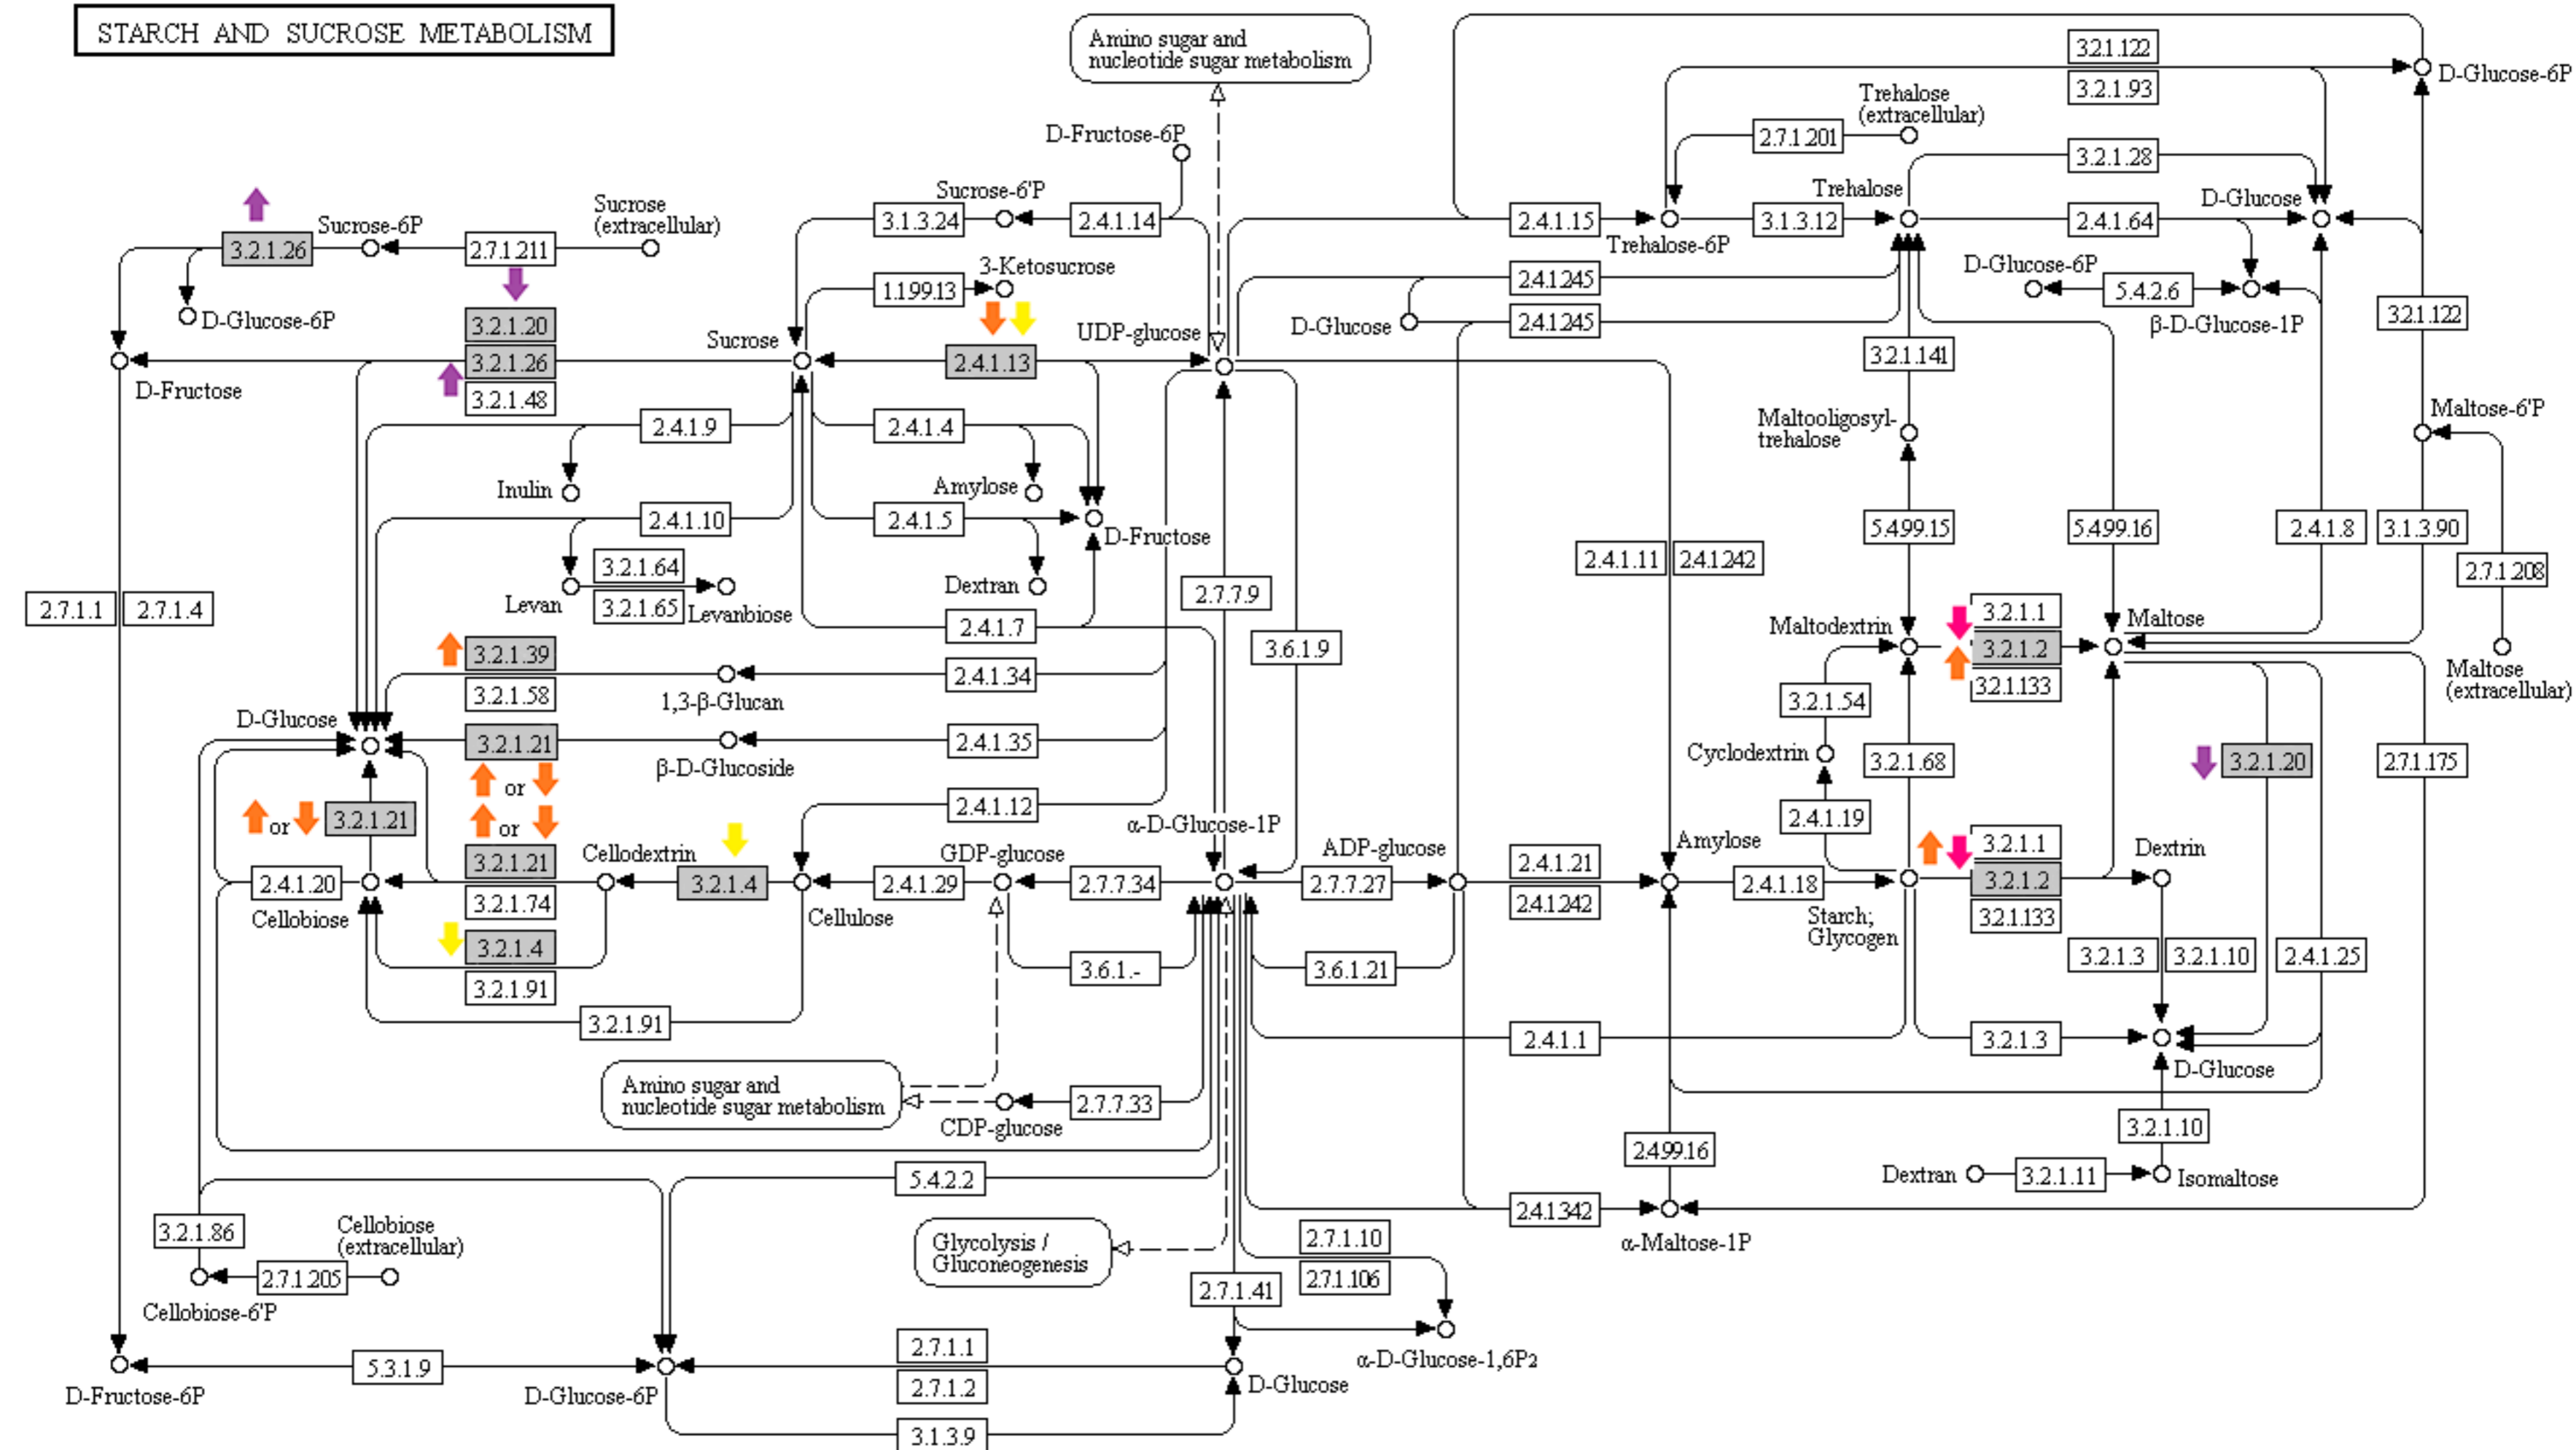

# FATTY ACID DEGRADATION

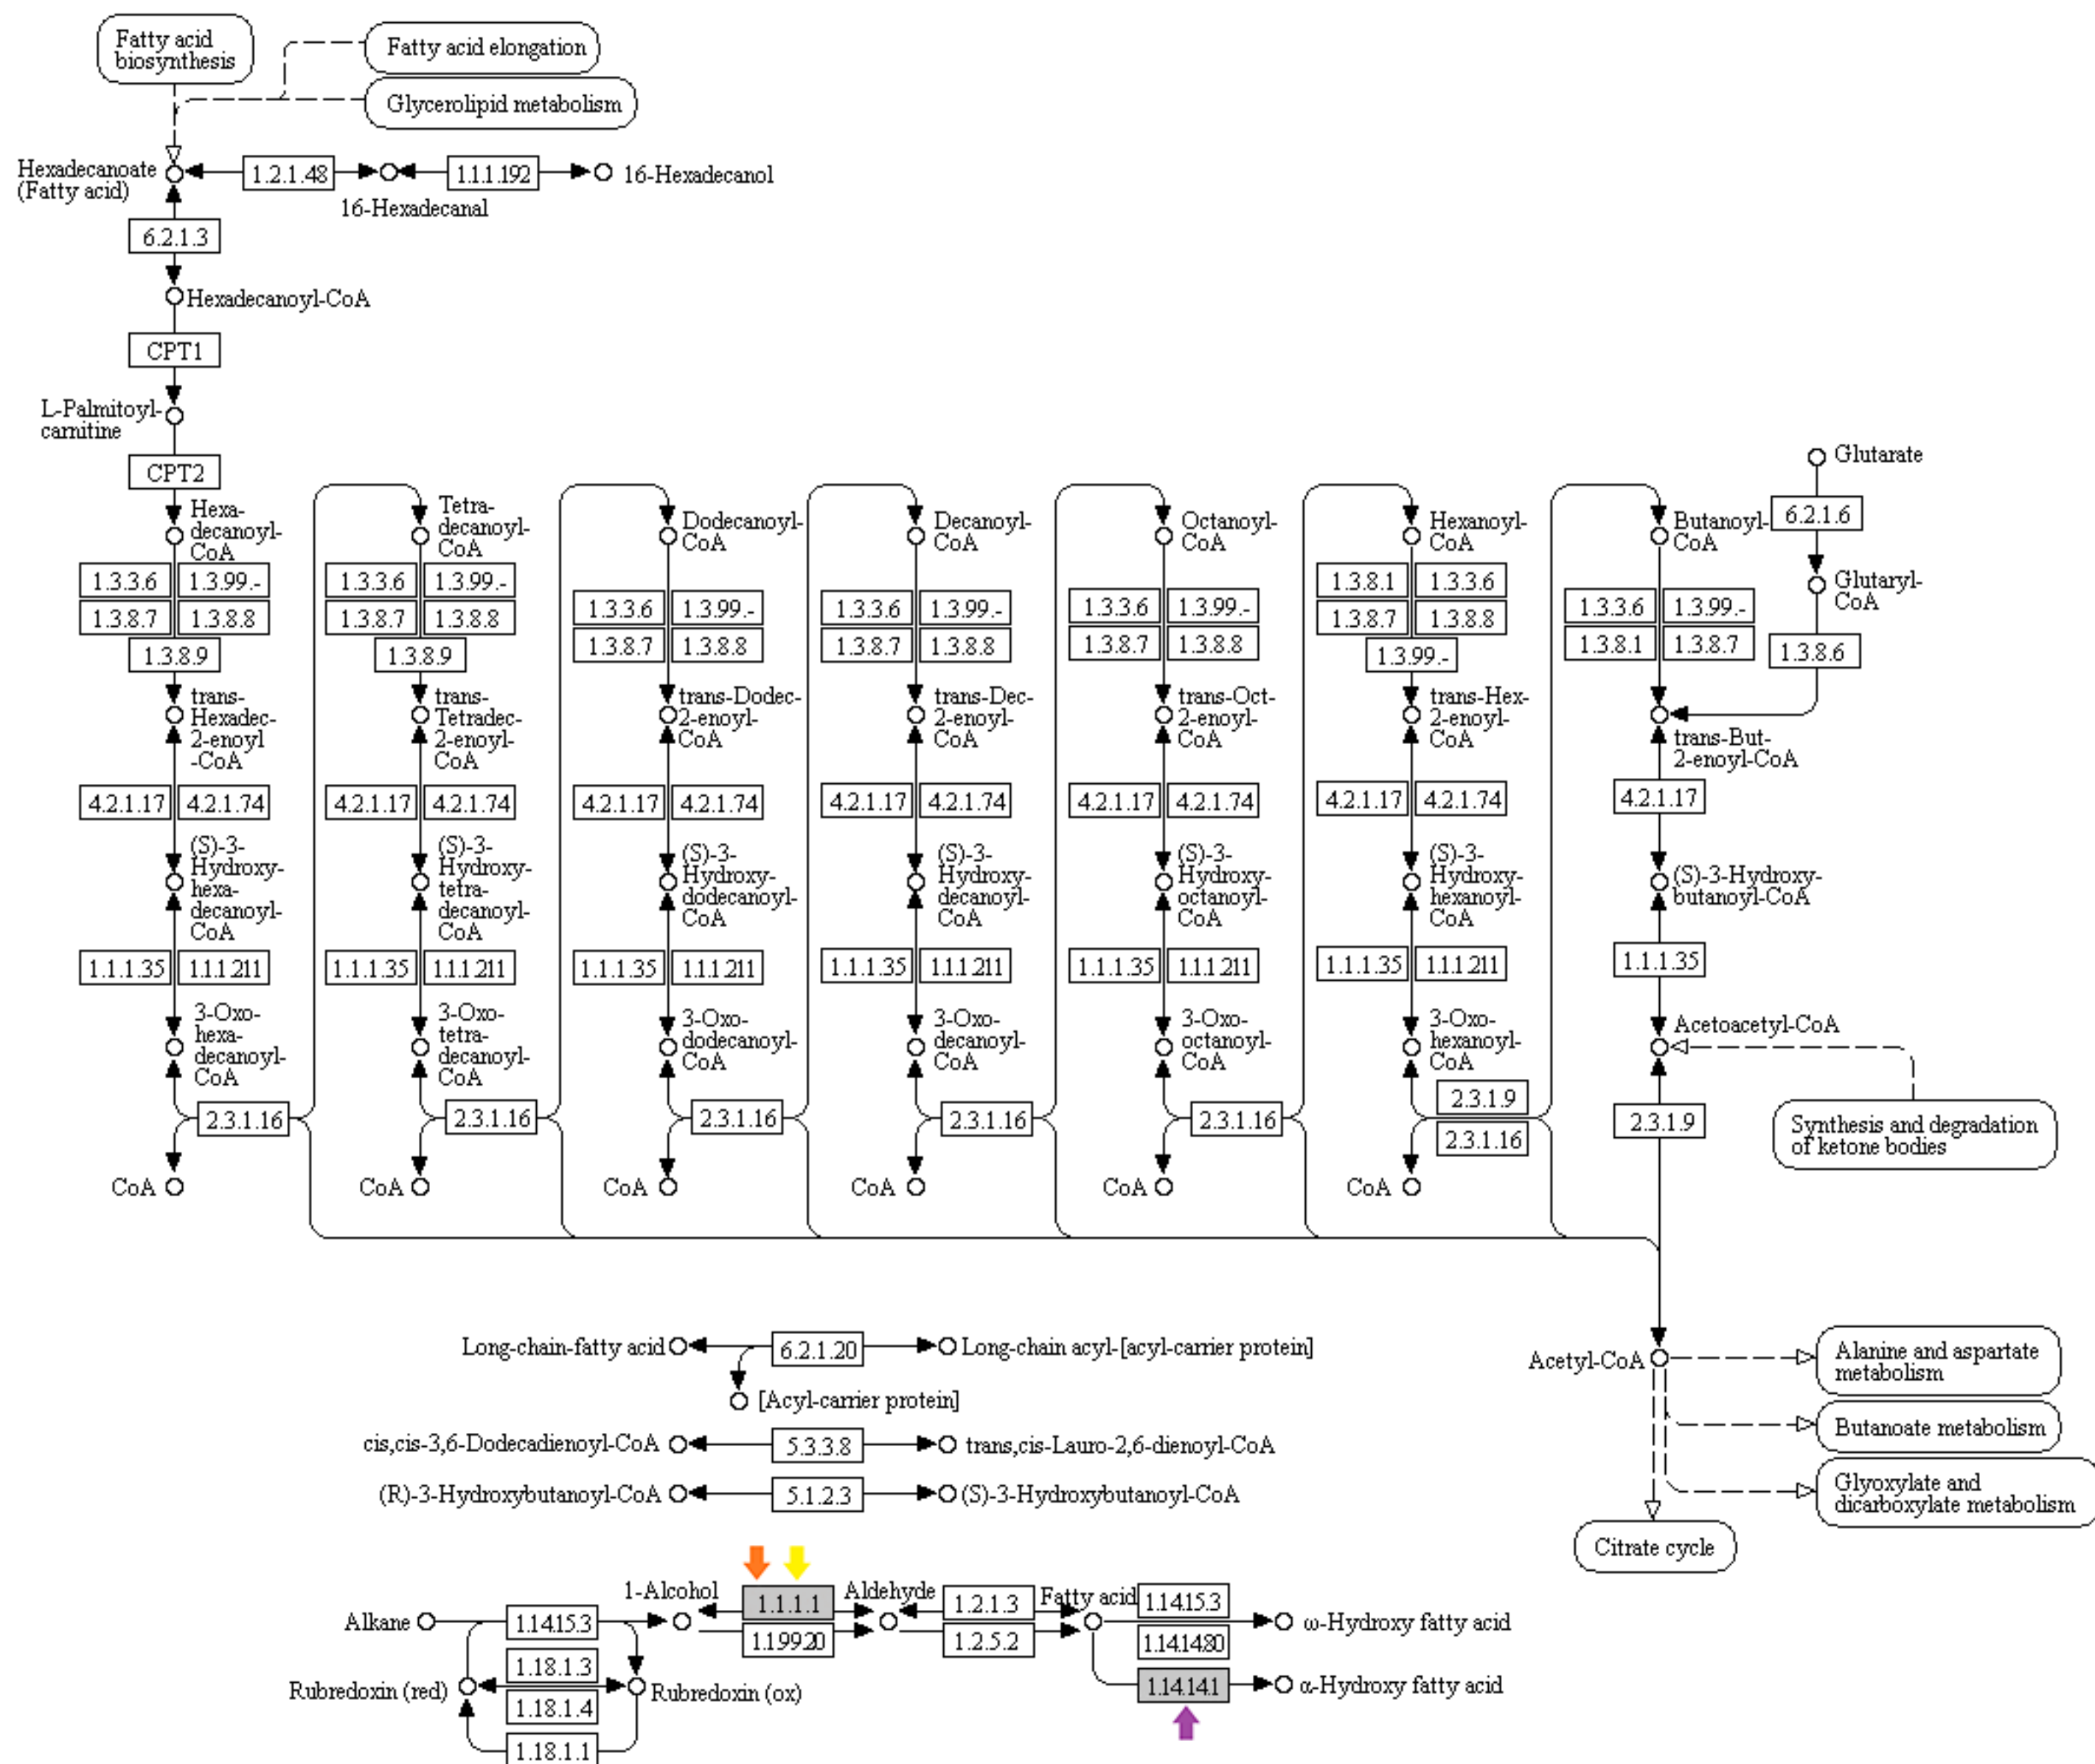

## FATTY ACID ELONGATION

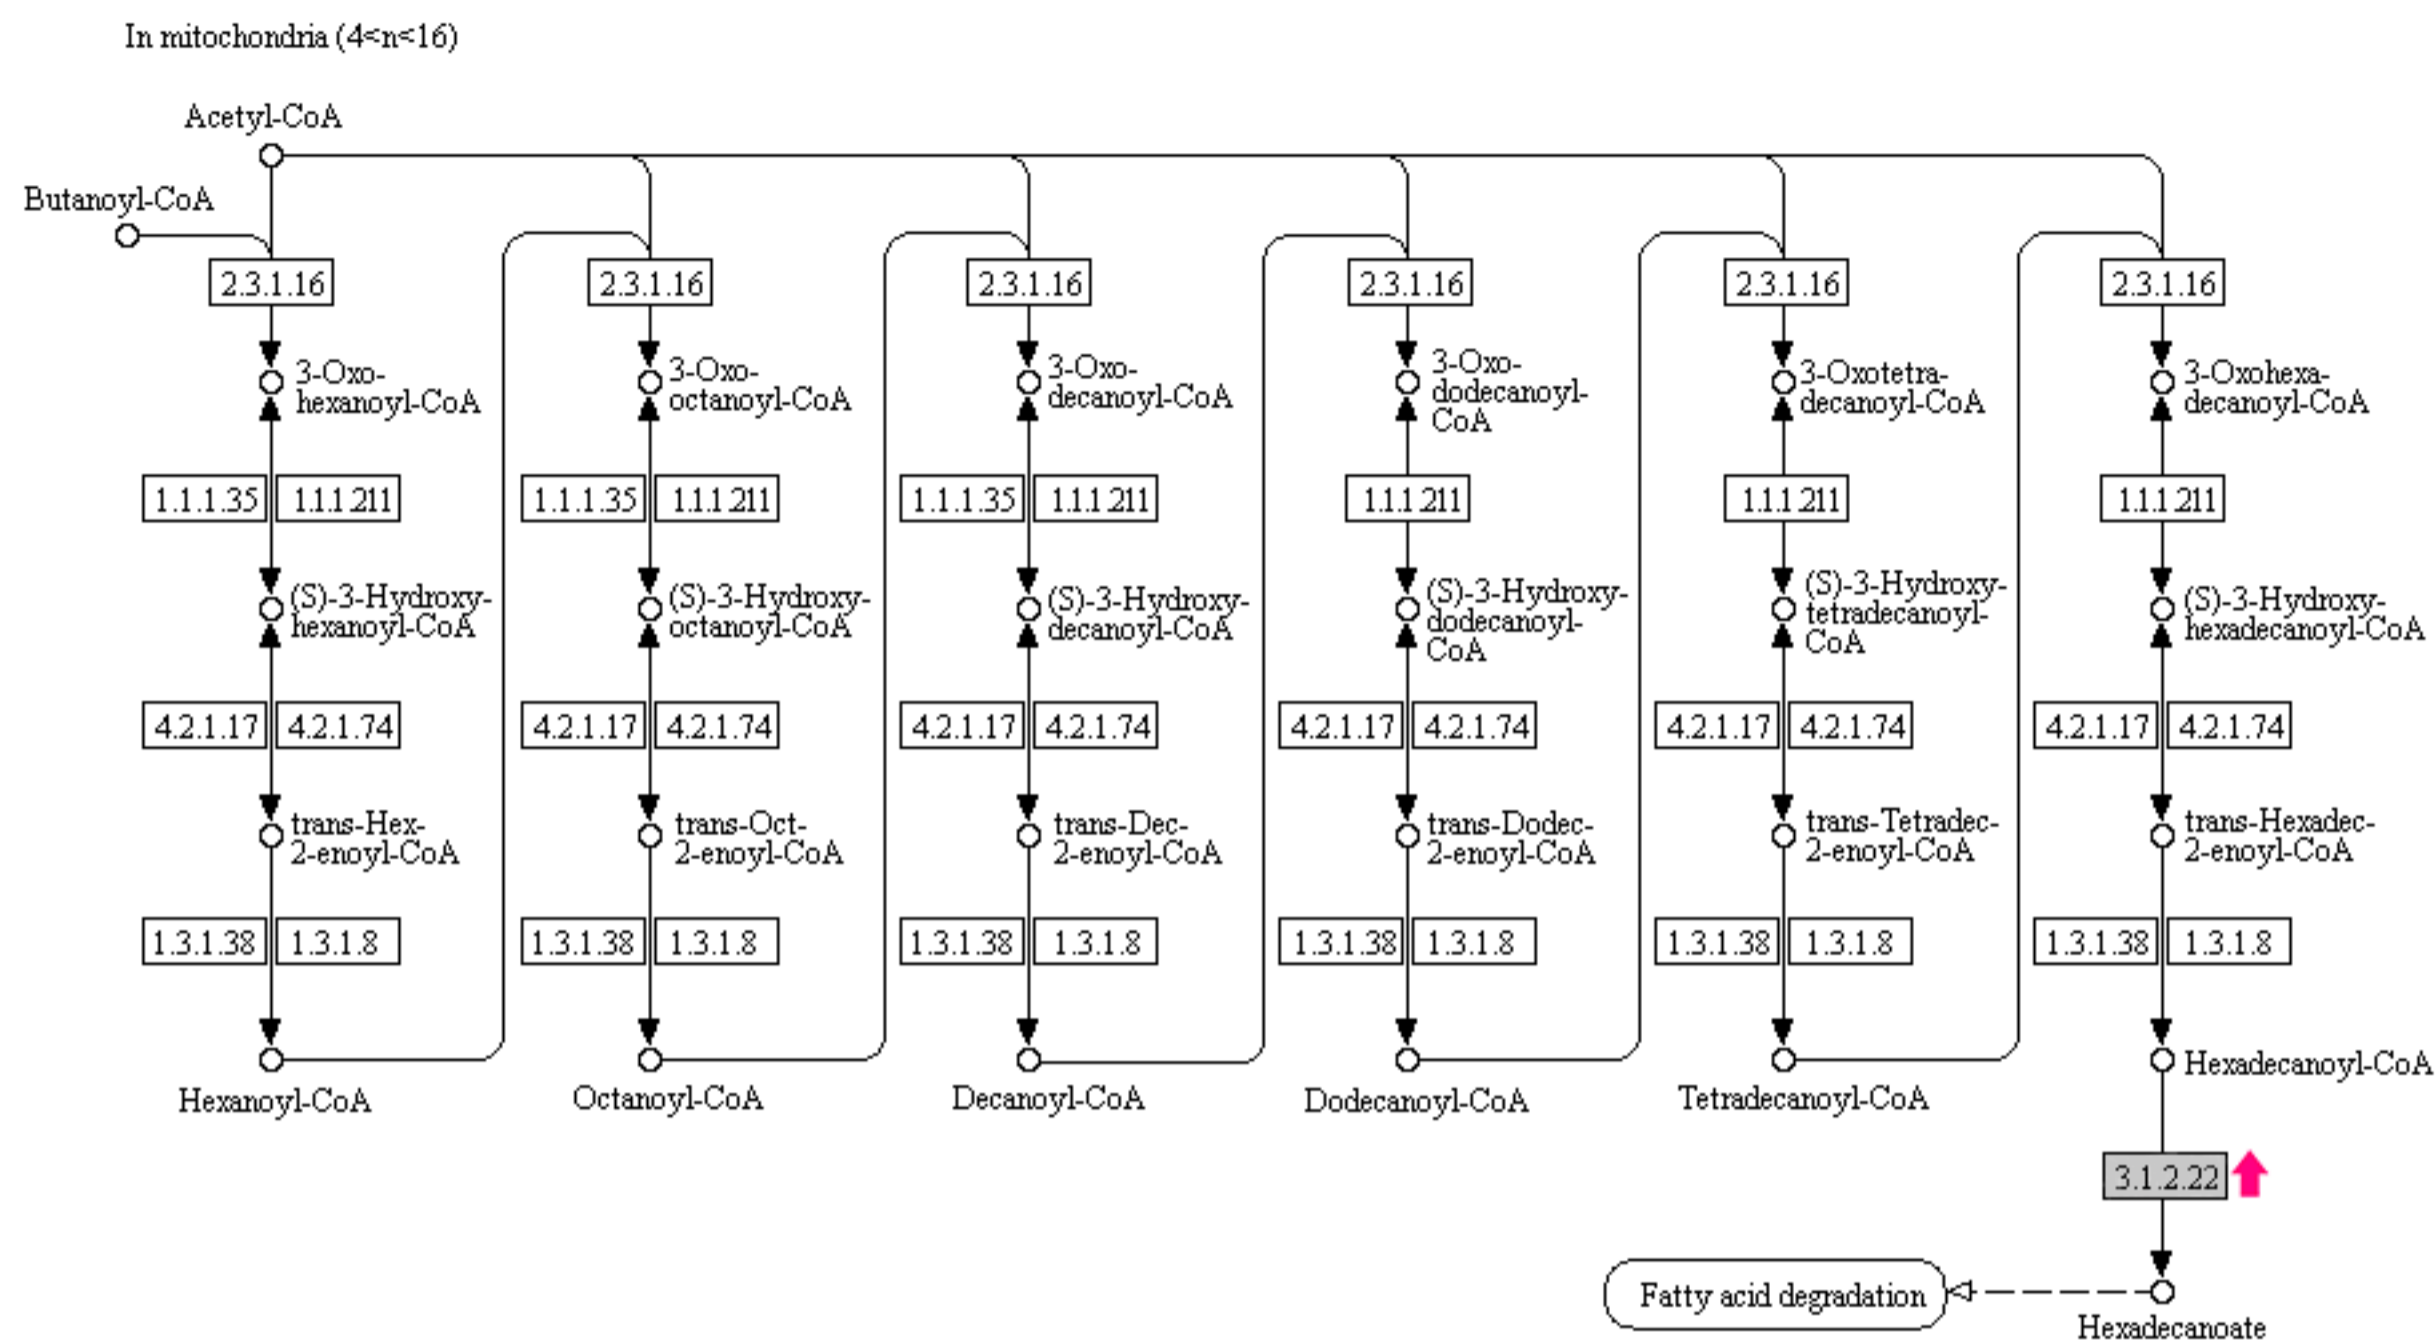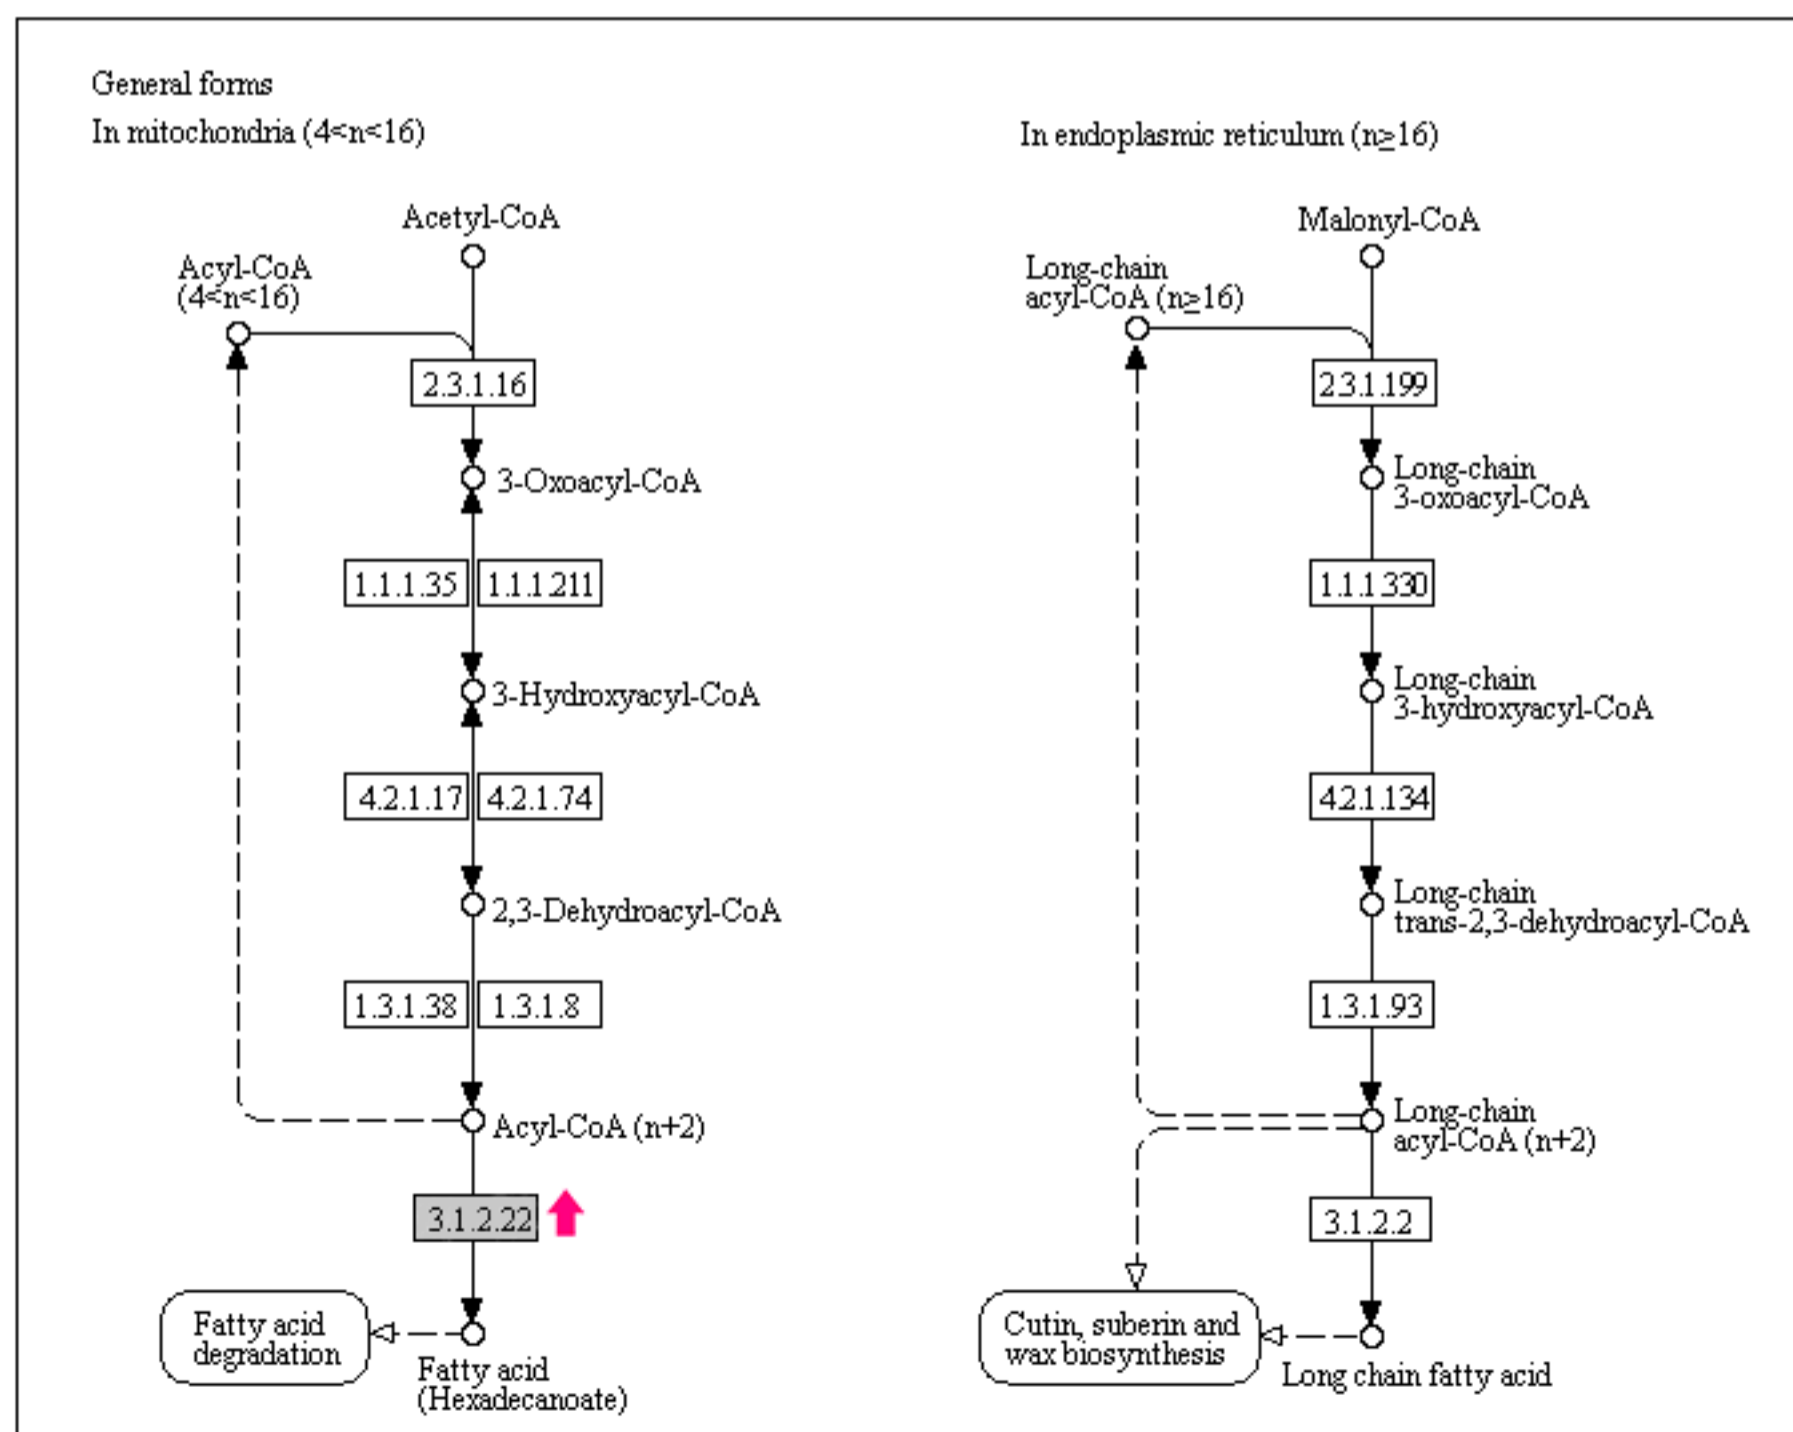

## GLYCEROLIPID METABOLISM

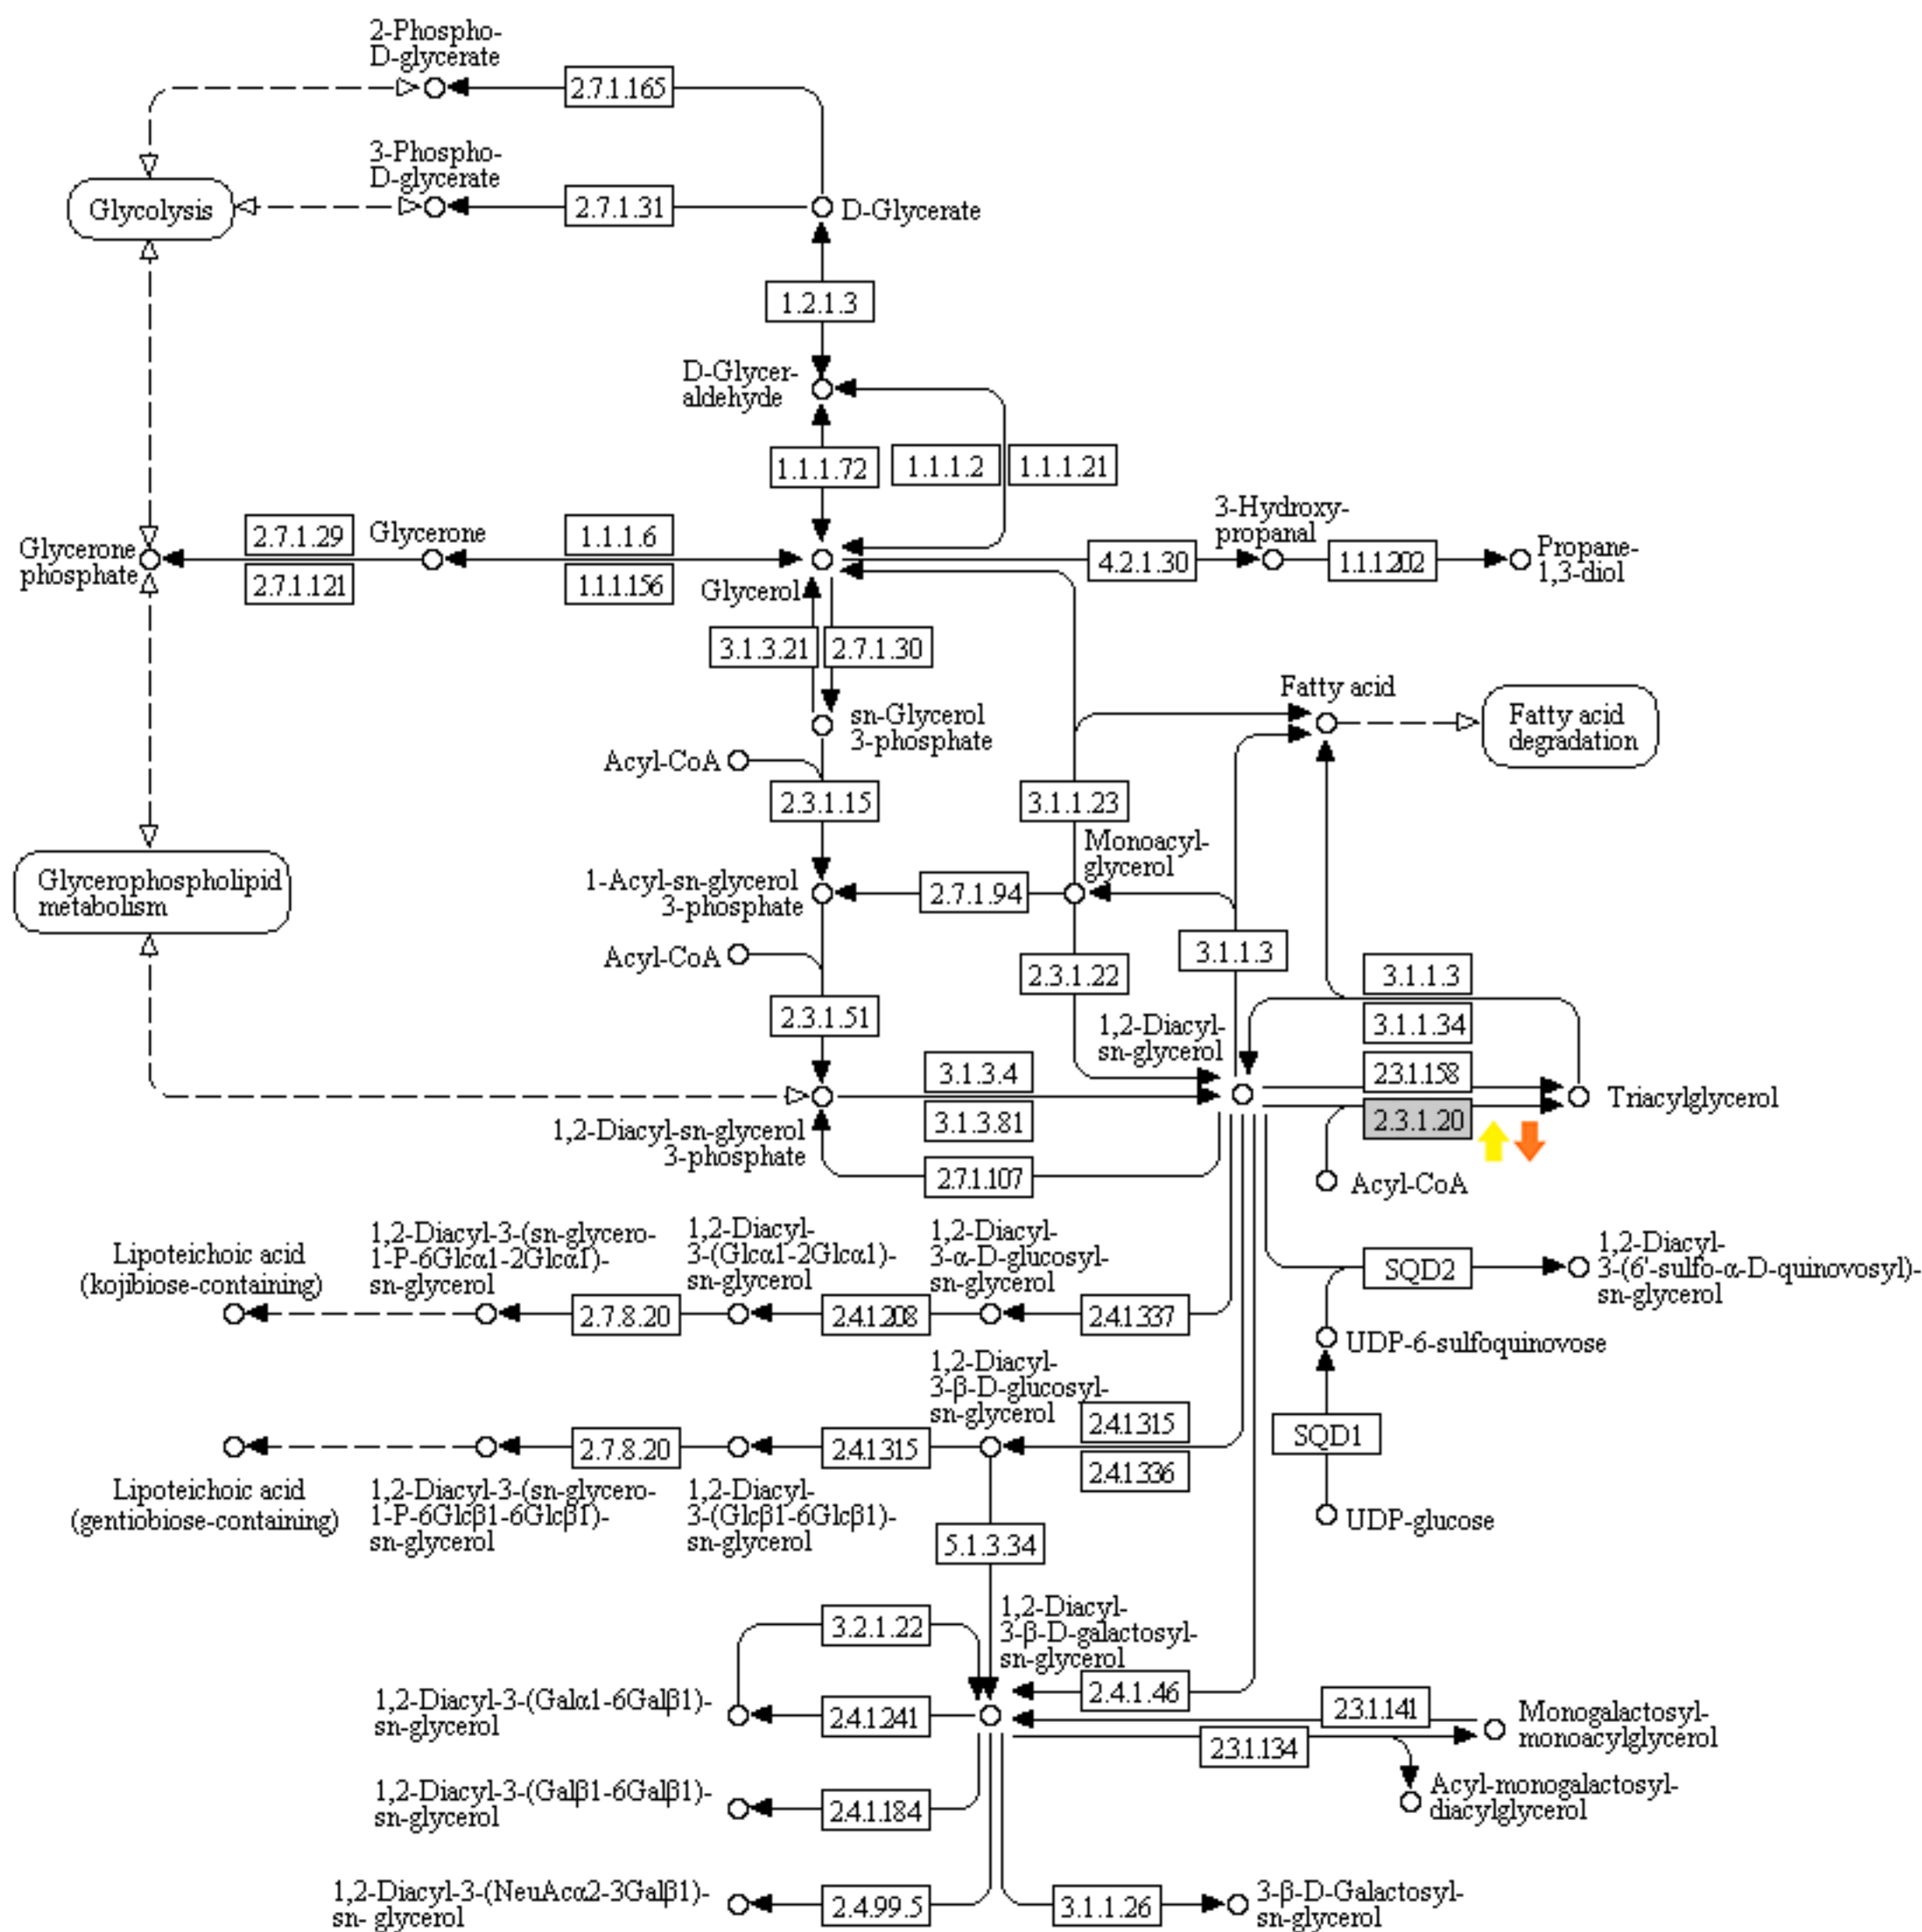

# AMINO BENZOATE DEGRADATION

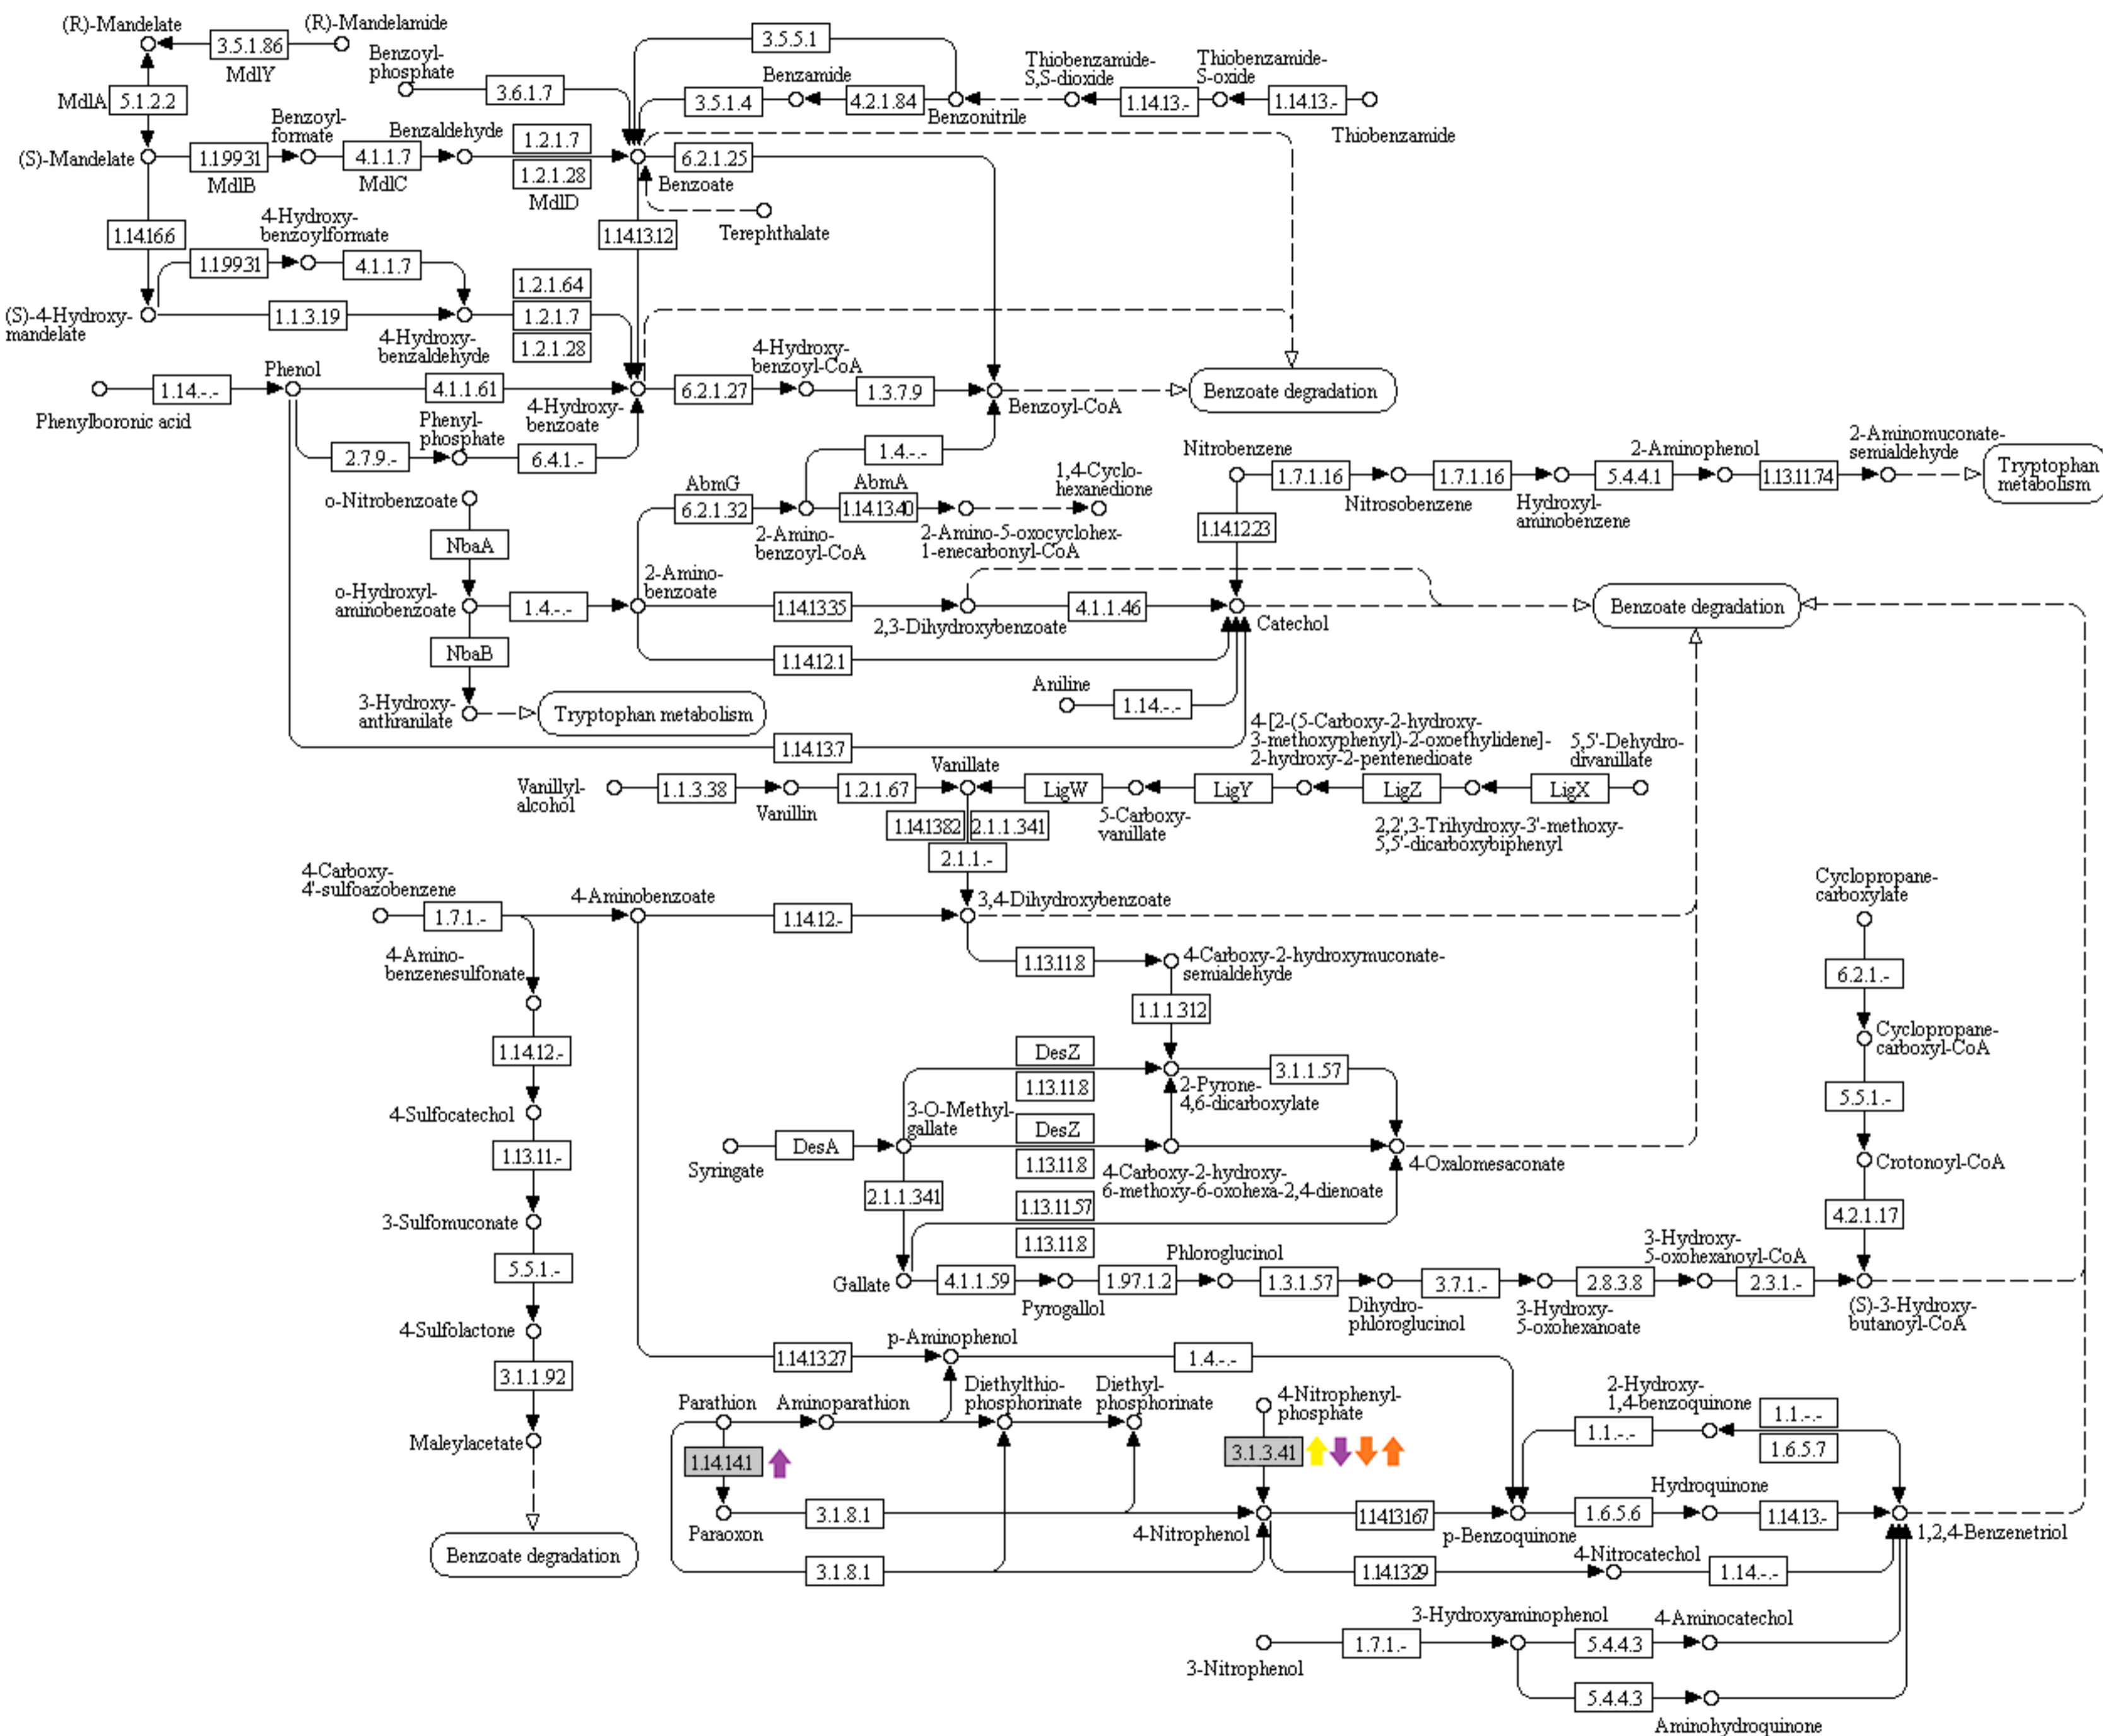

# ASCORBATE AND ALDARATE METABOLISM

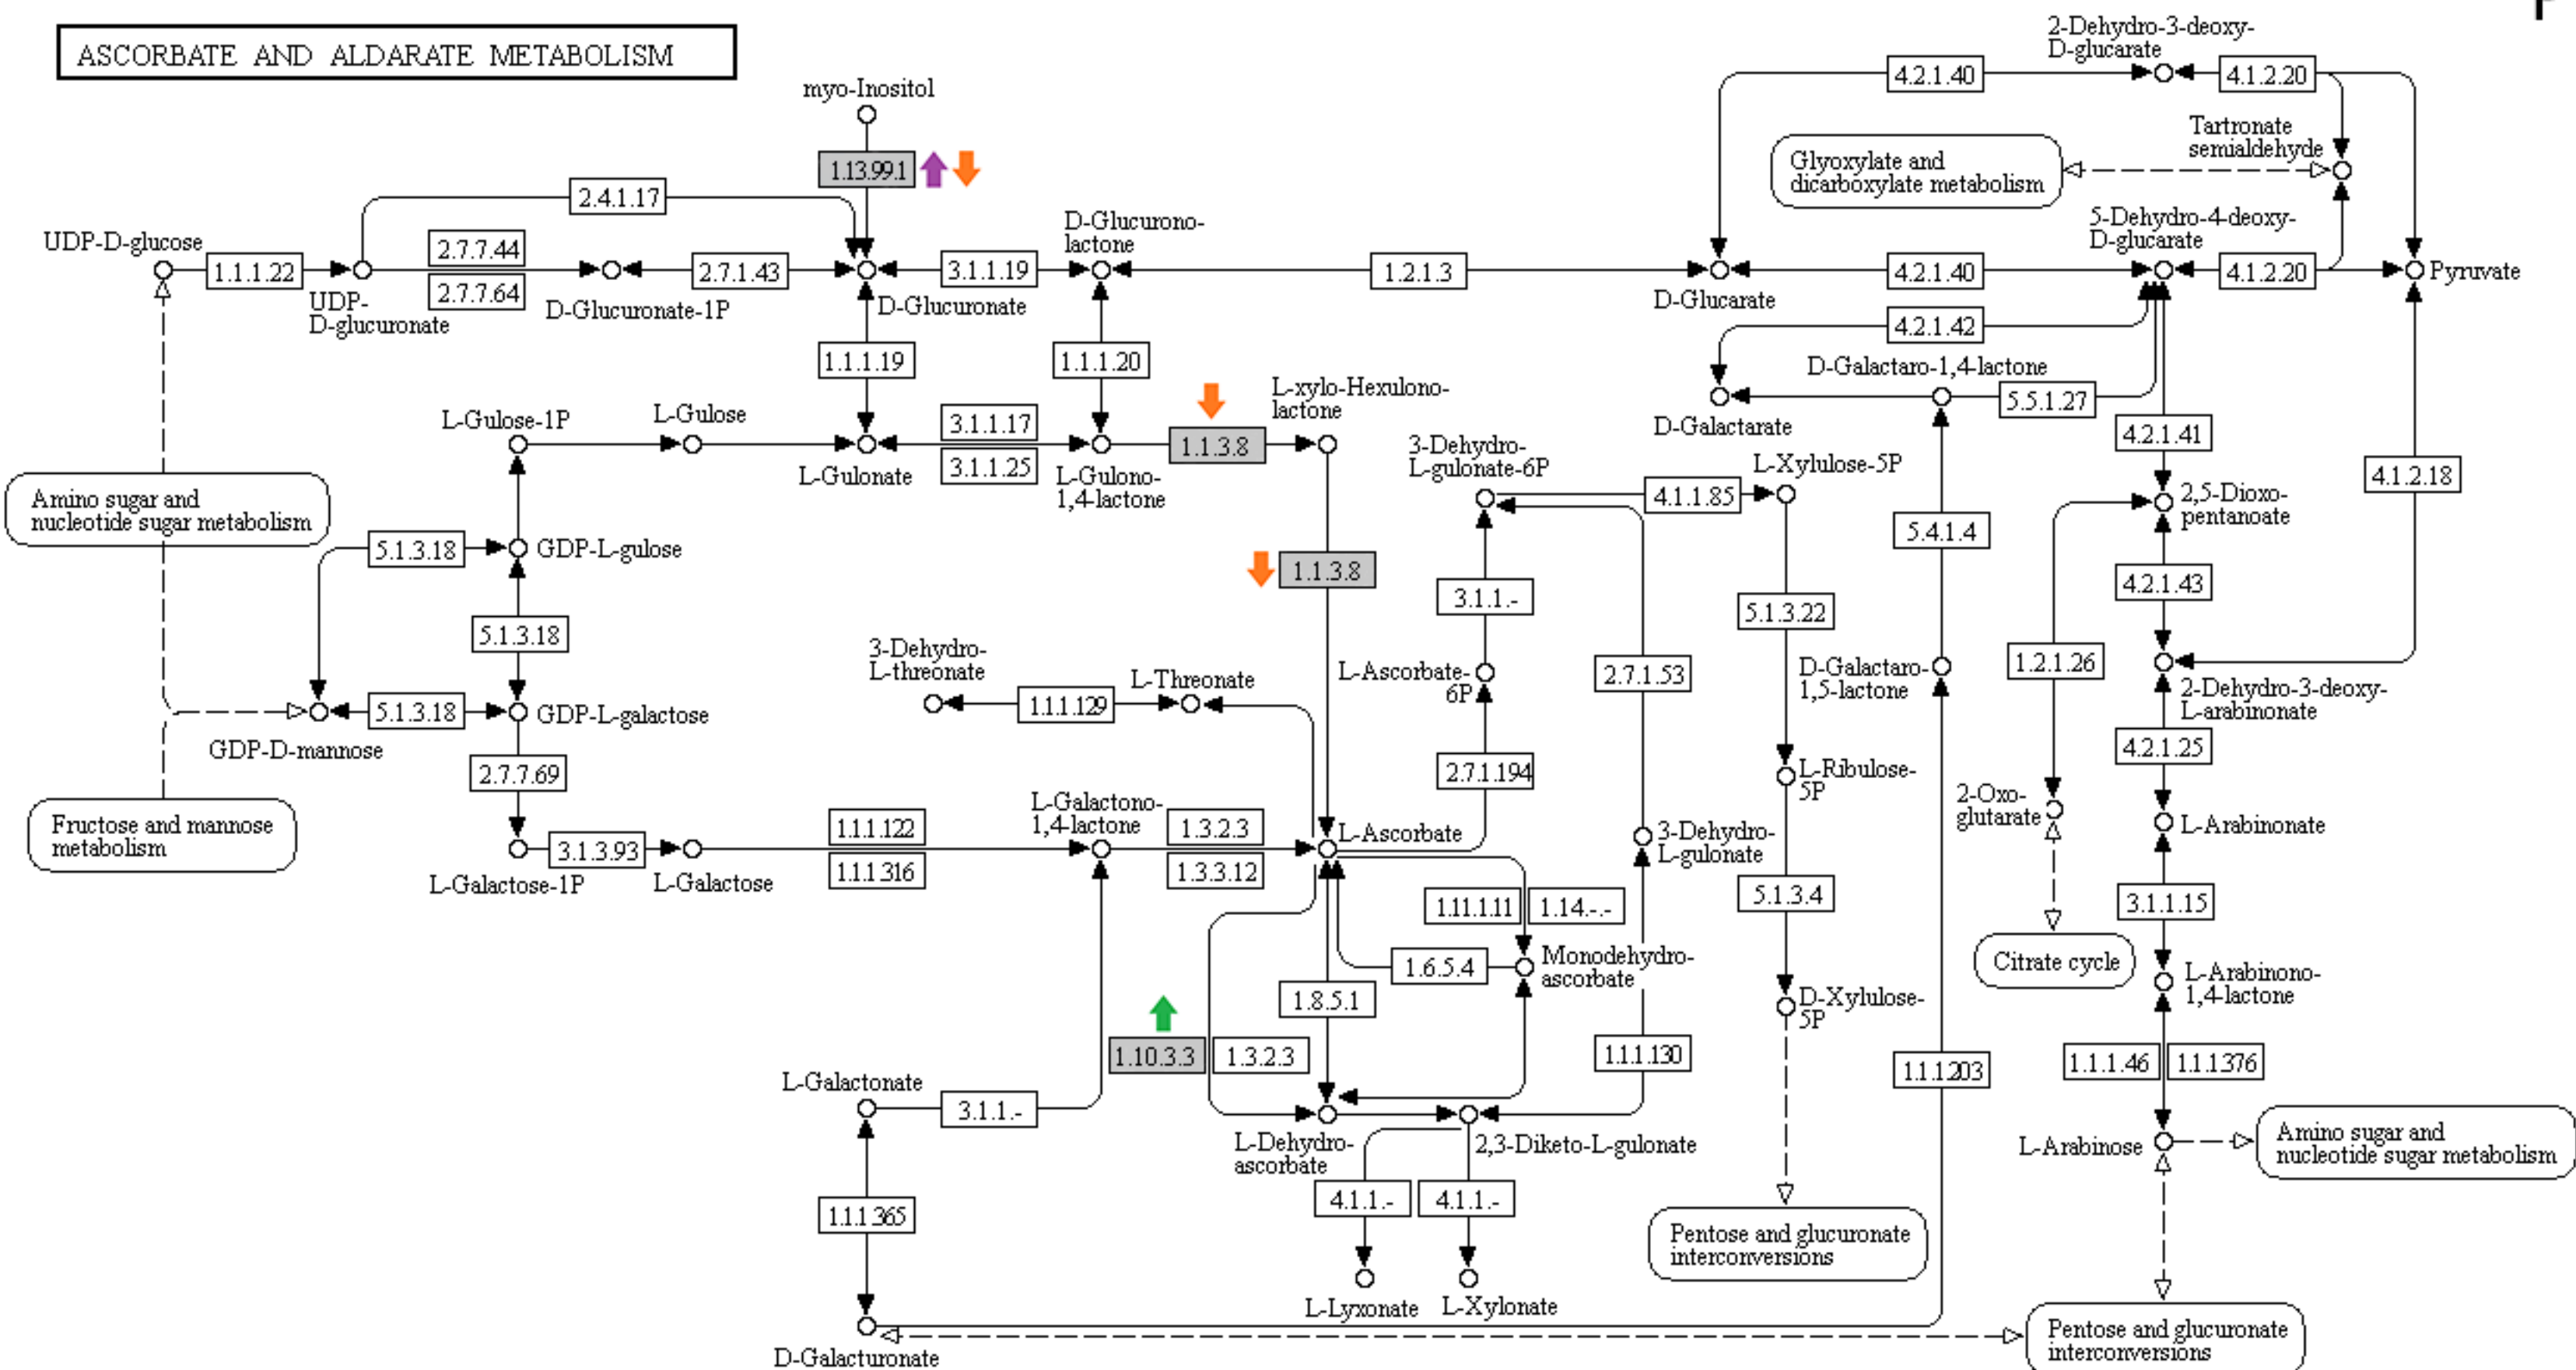

## RIBOFLAVIN METABOLISM

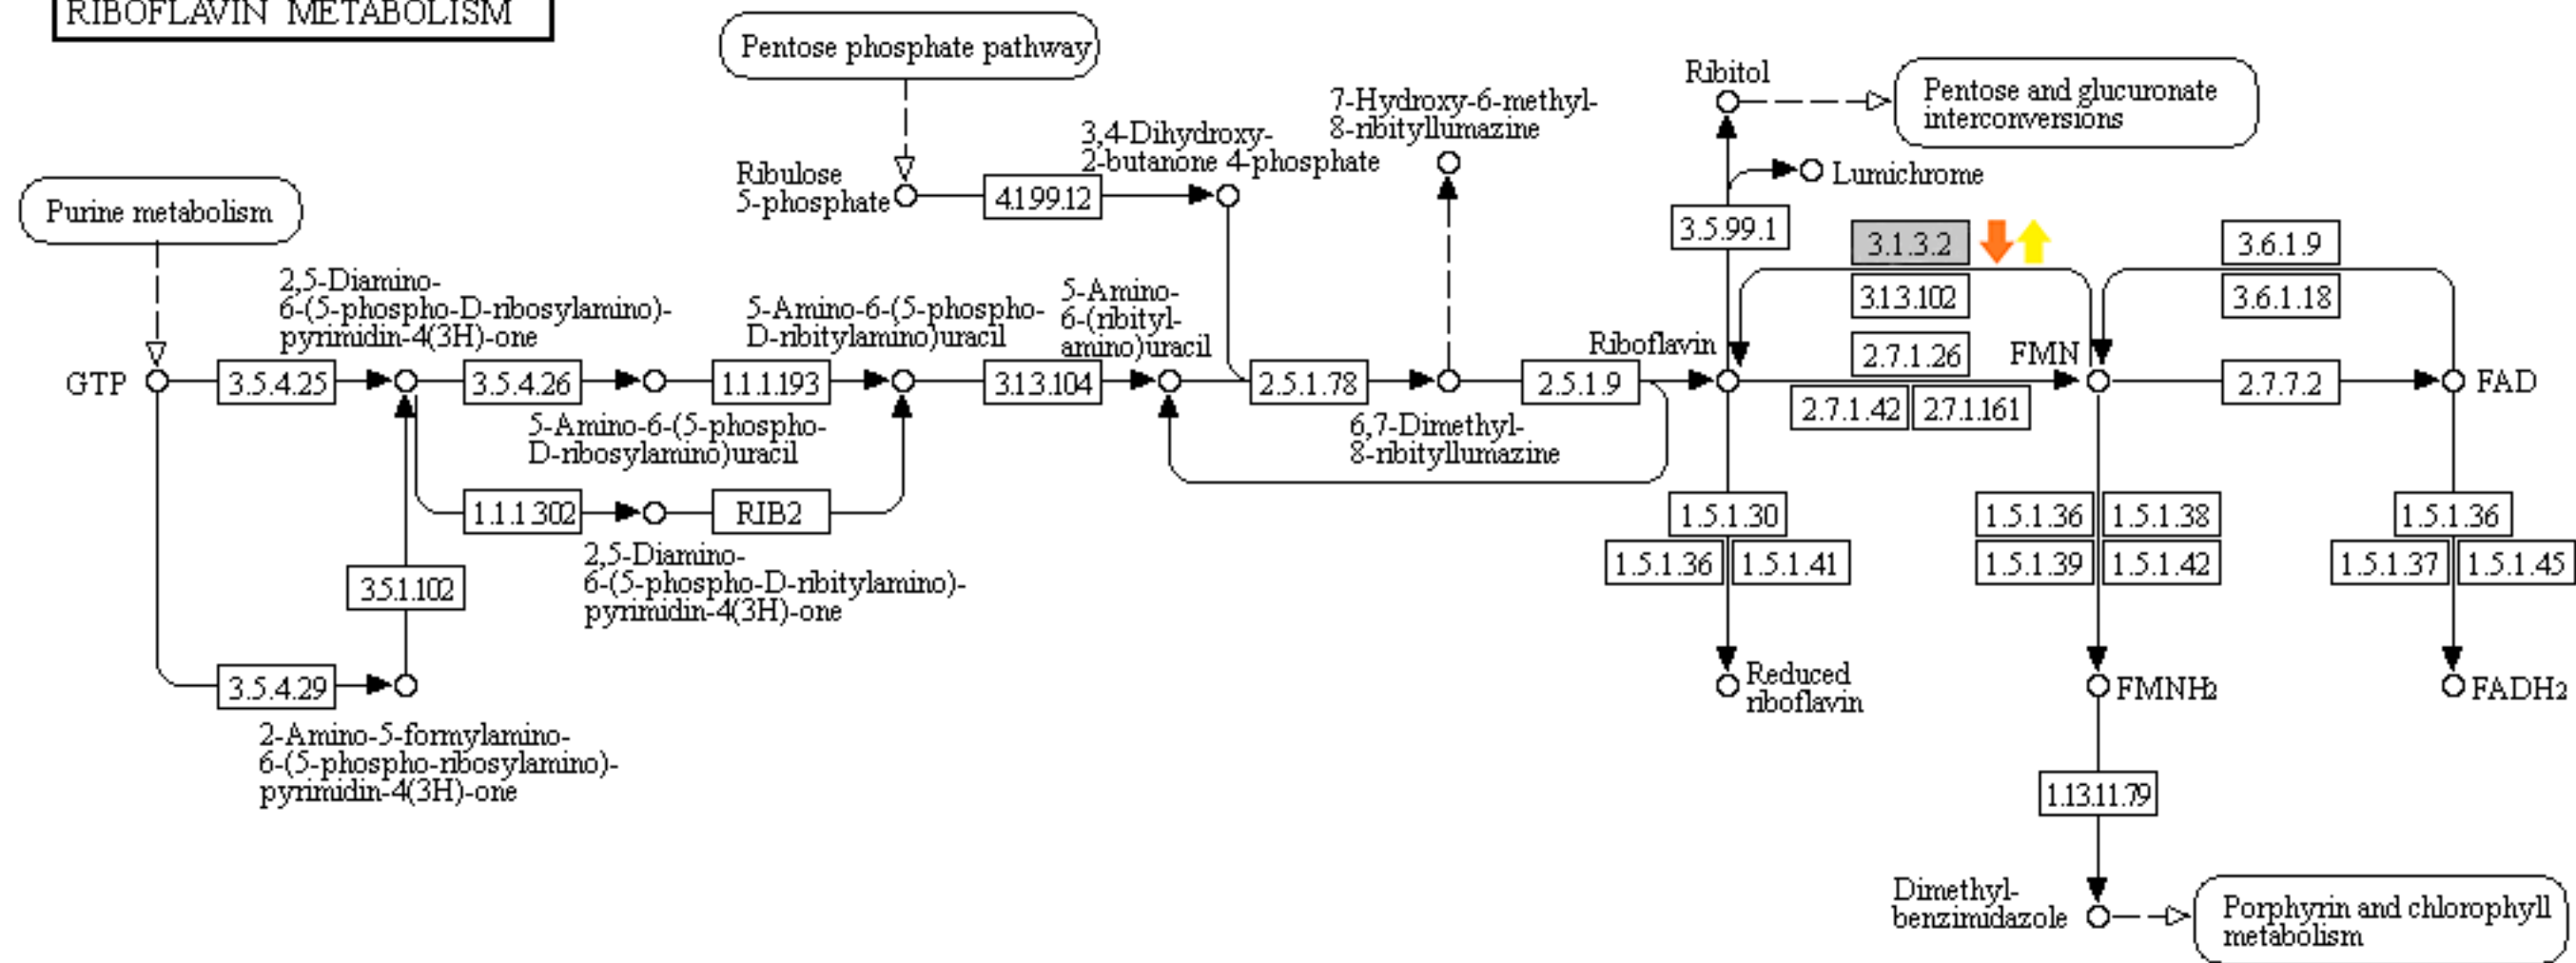

## PURINE METABOLISM

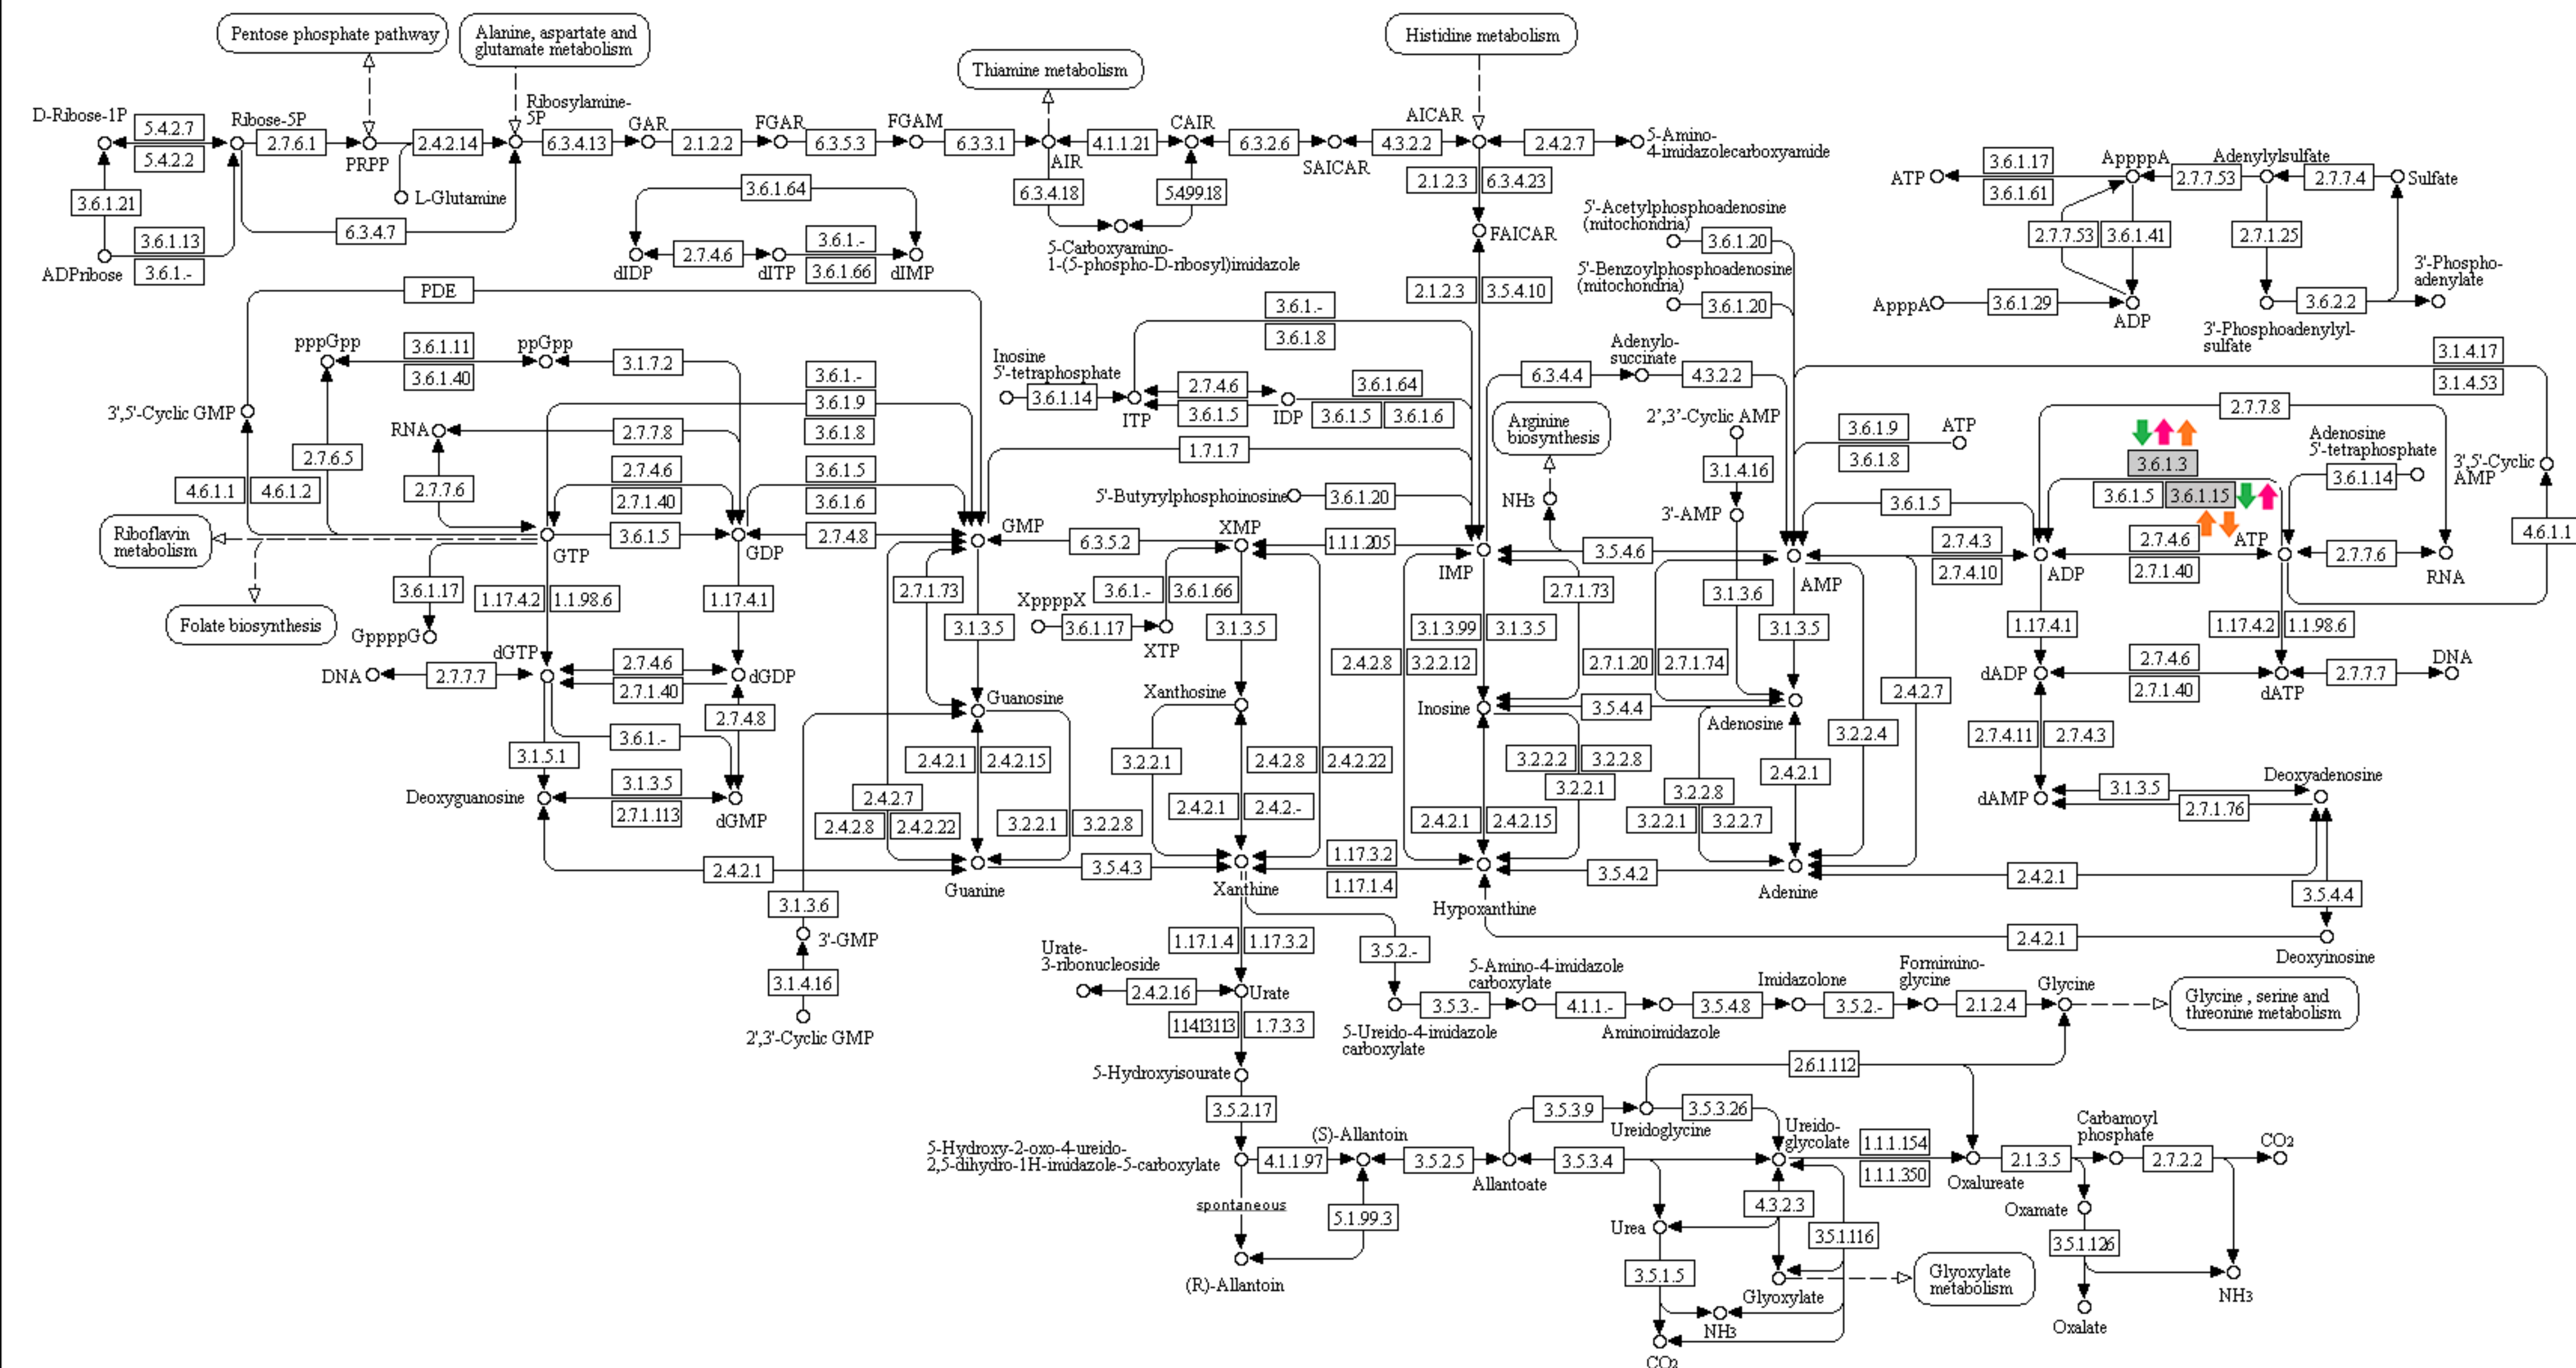

# ARACHIDONIC ACID METABOLISM

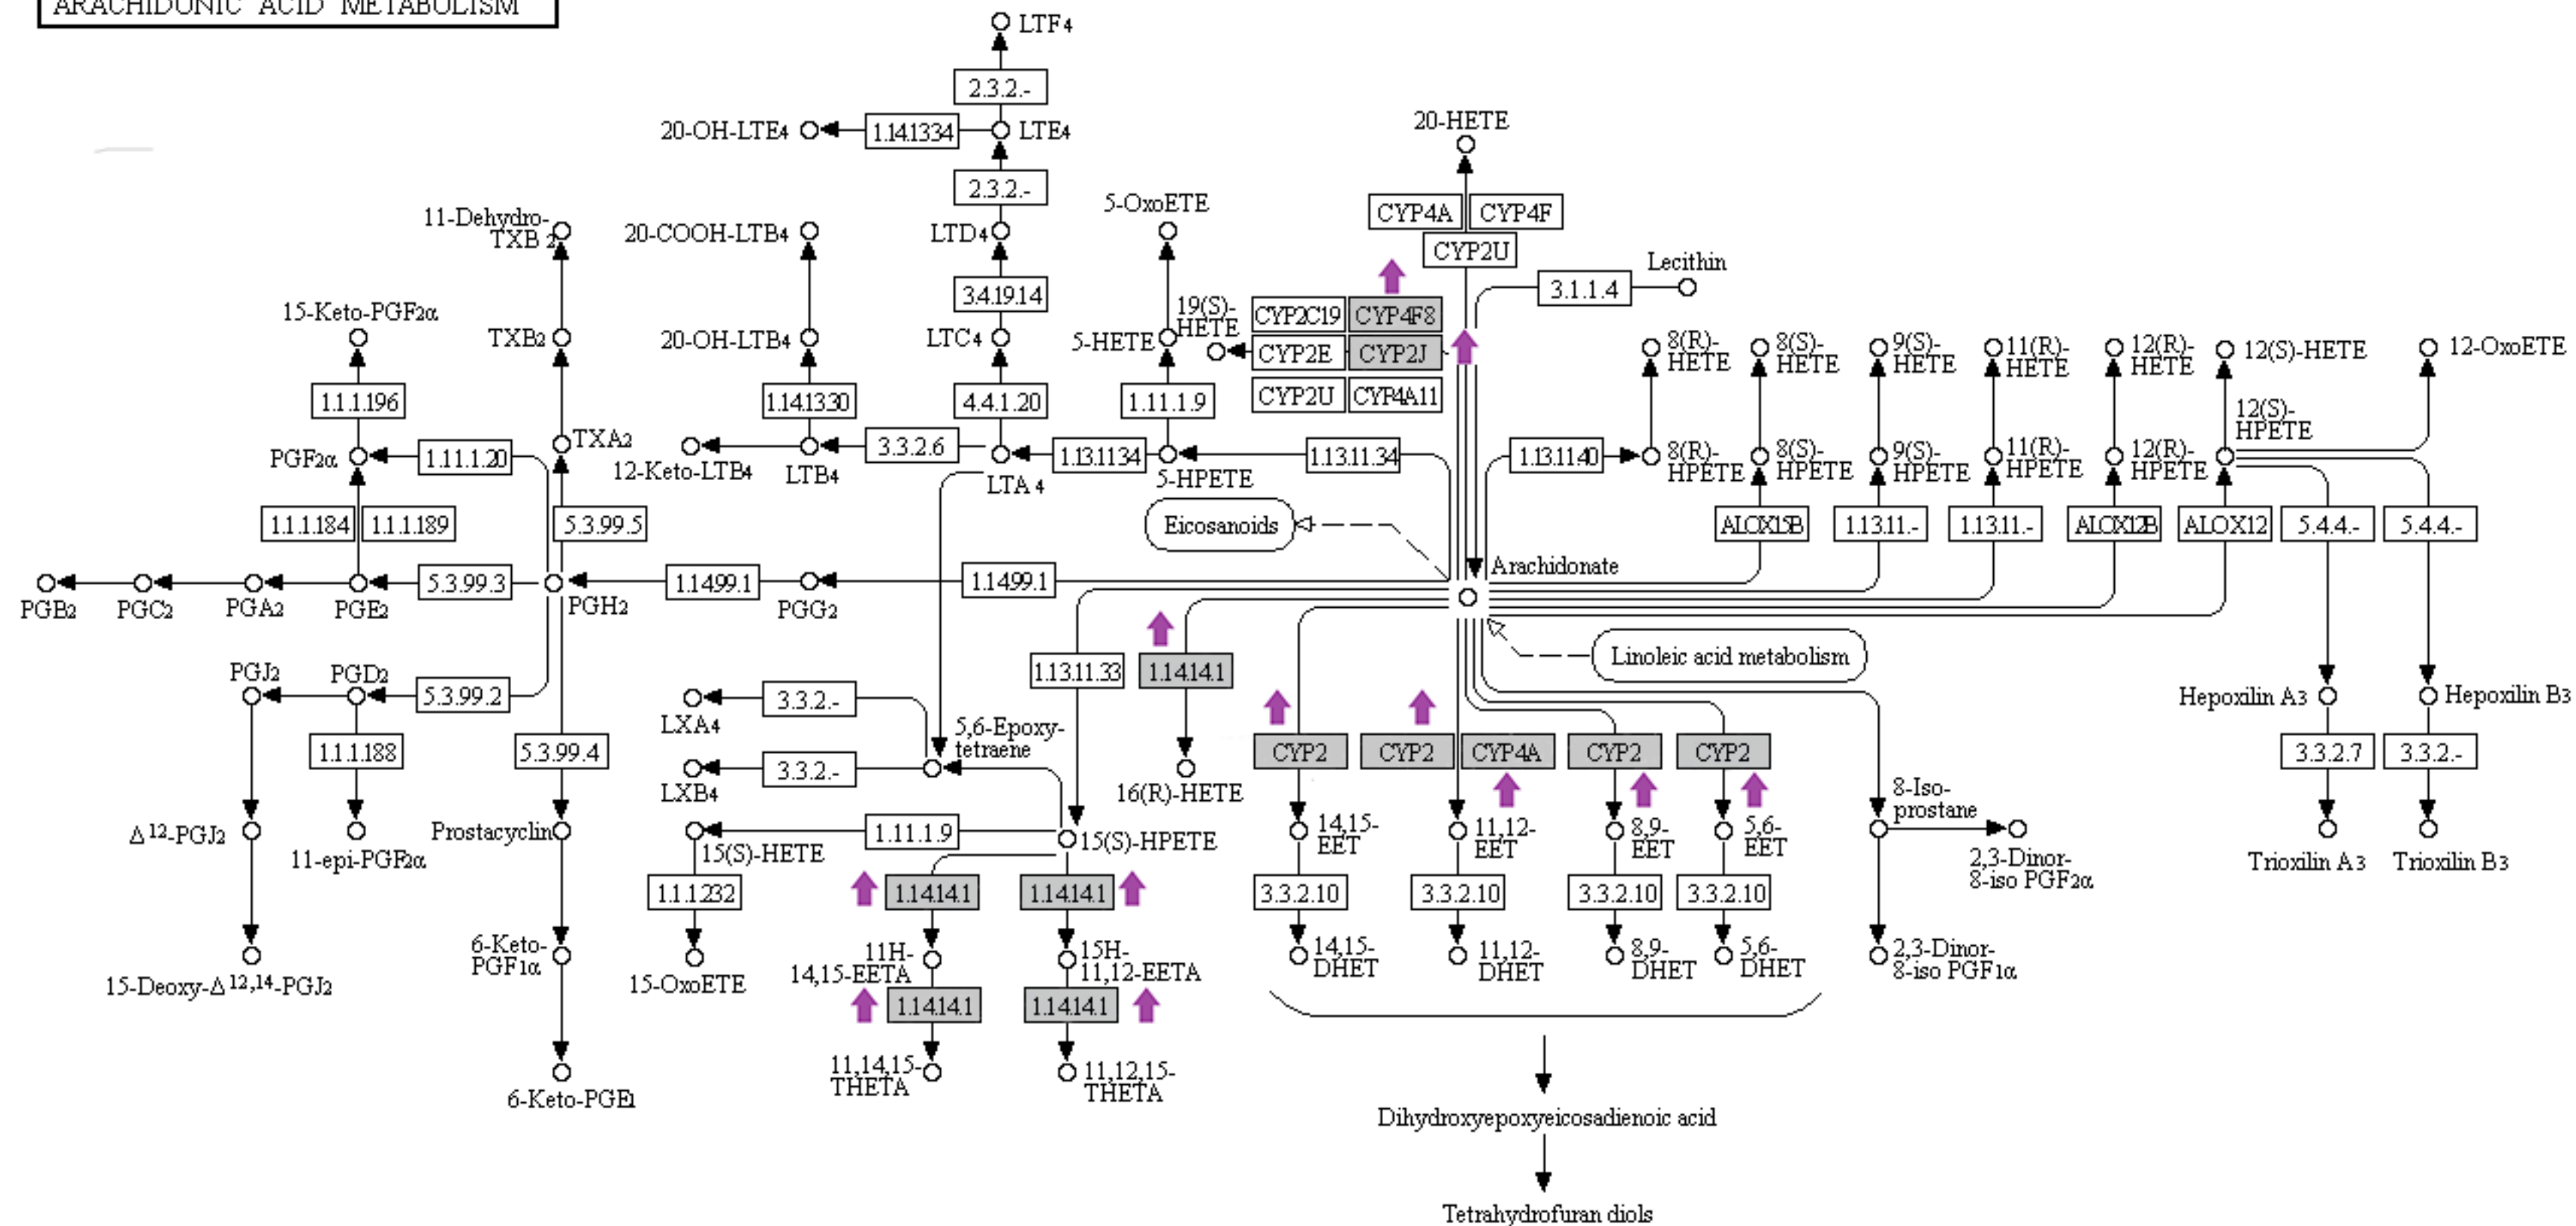

# BUTANOATE METABOLISM

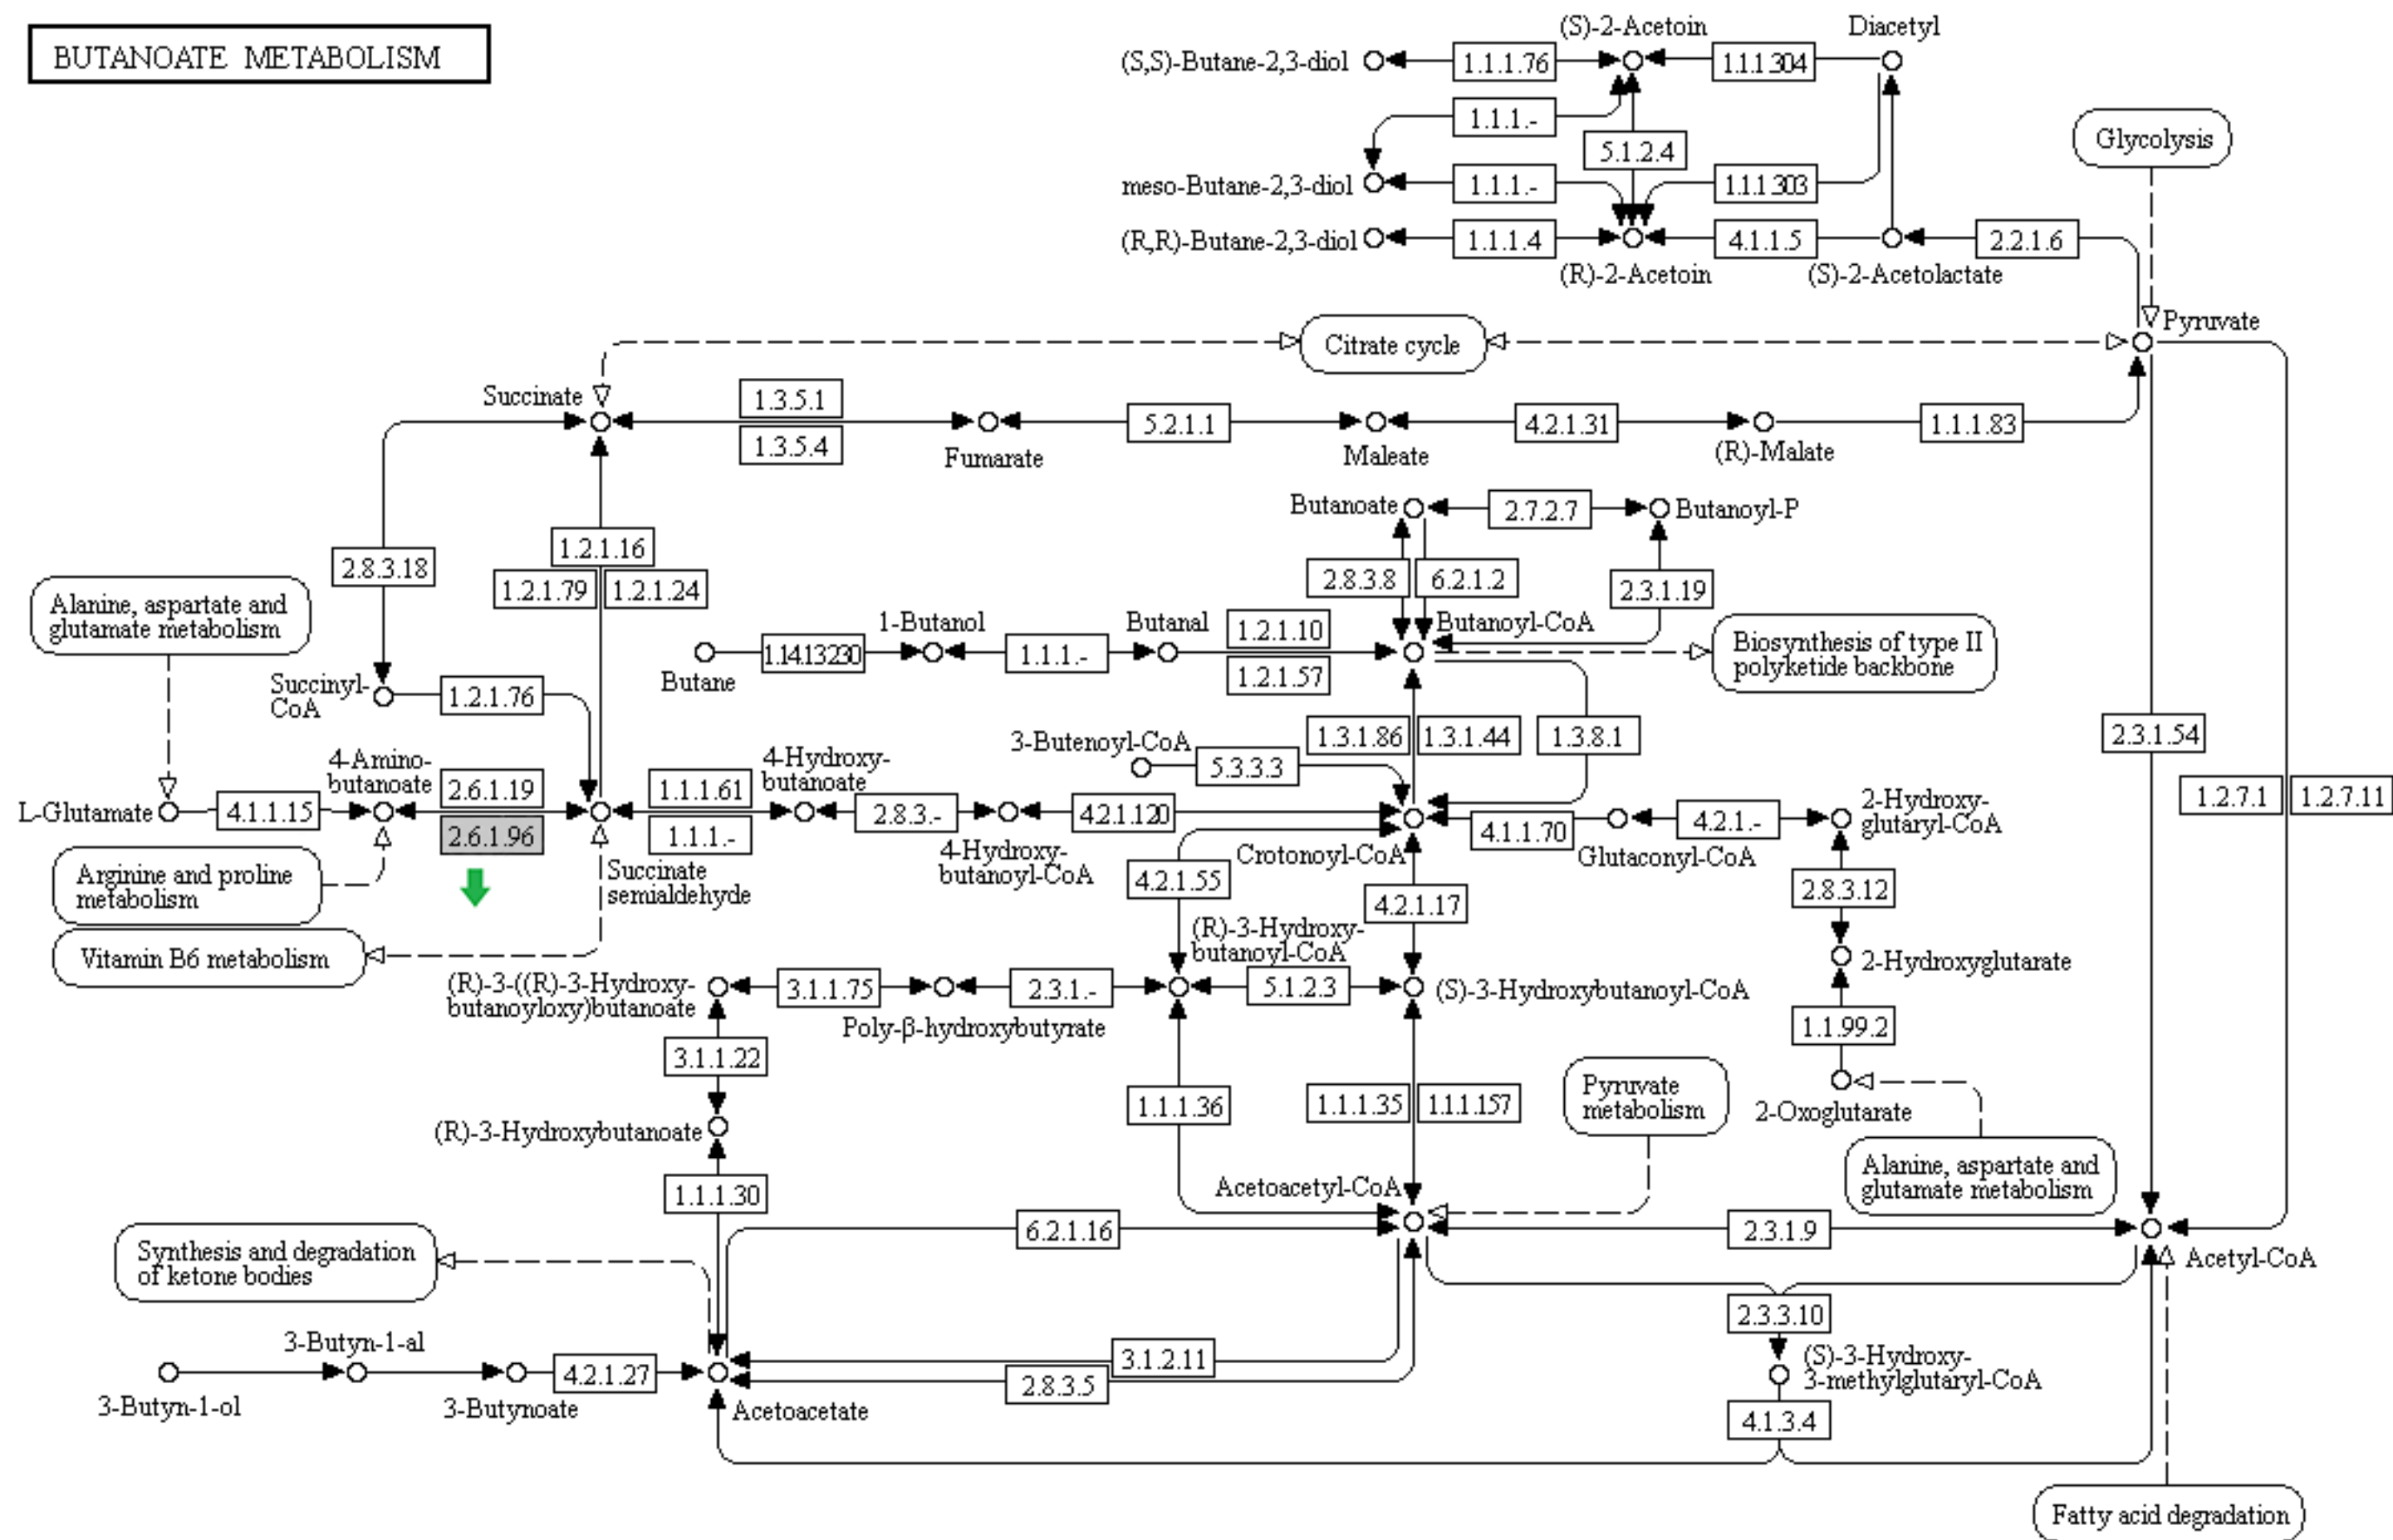

## INOSITOL PHOSPHATE METABOLISM

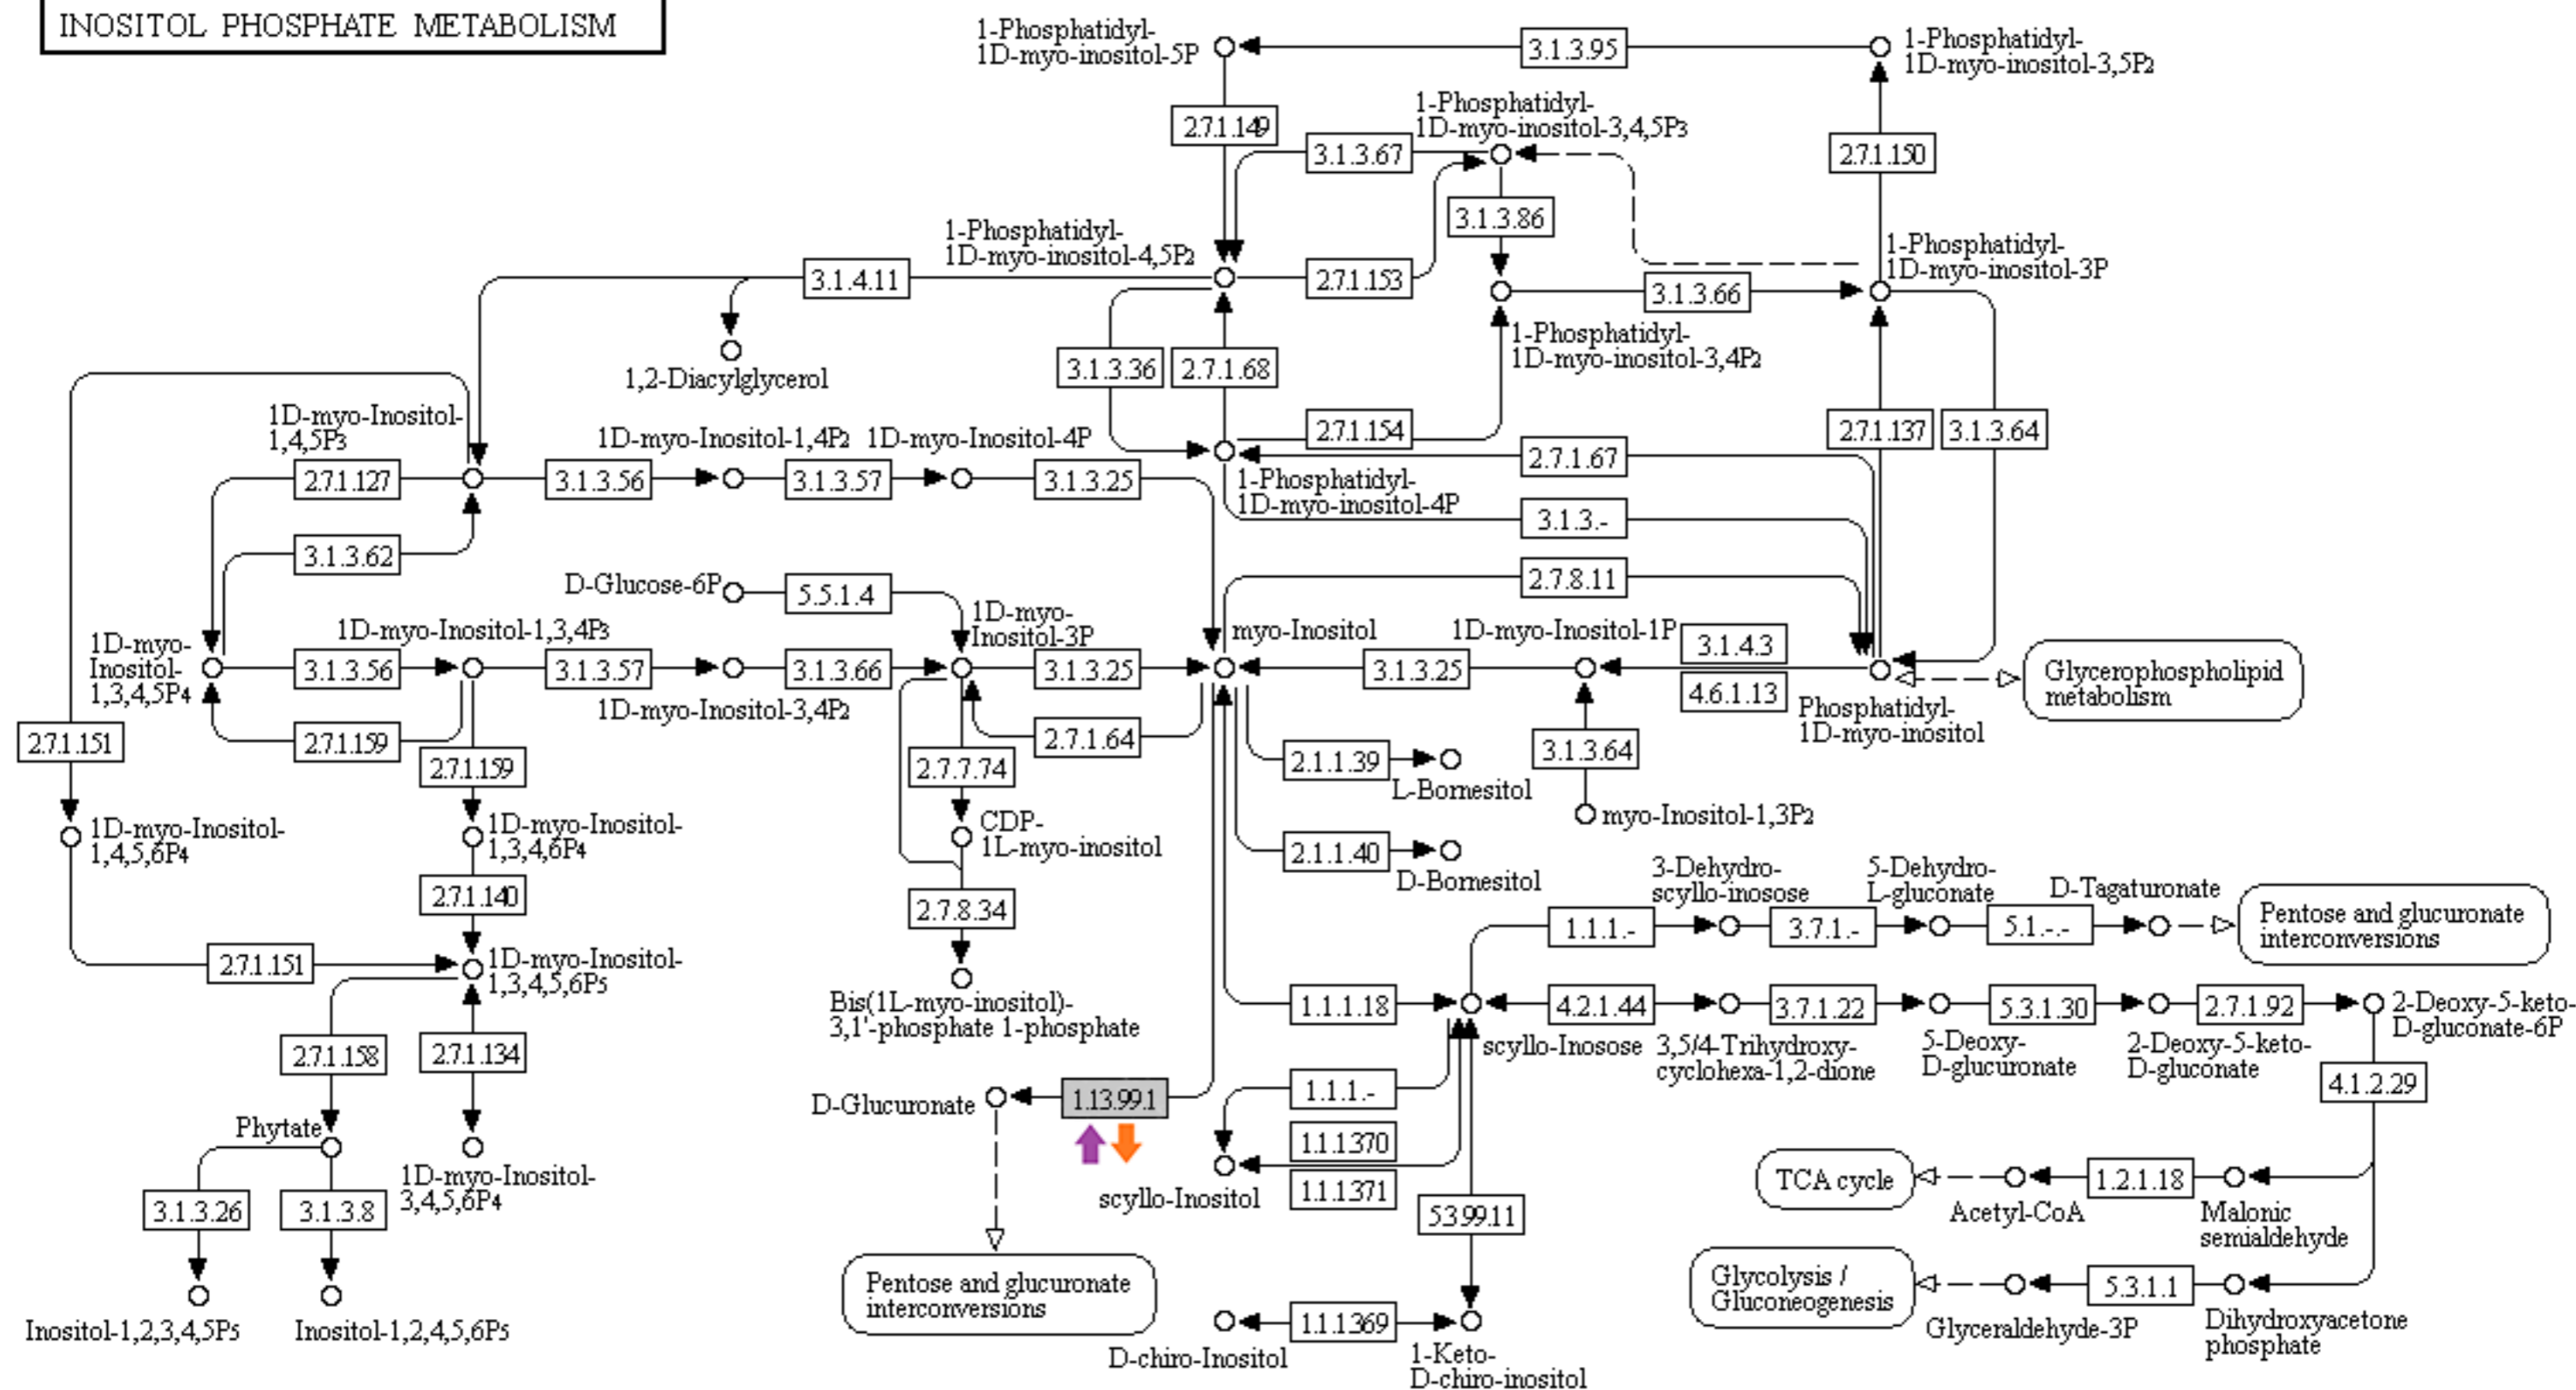

# LINOLEIC ACID METABOLISM

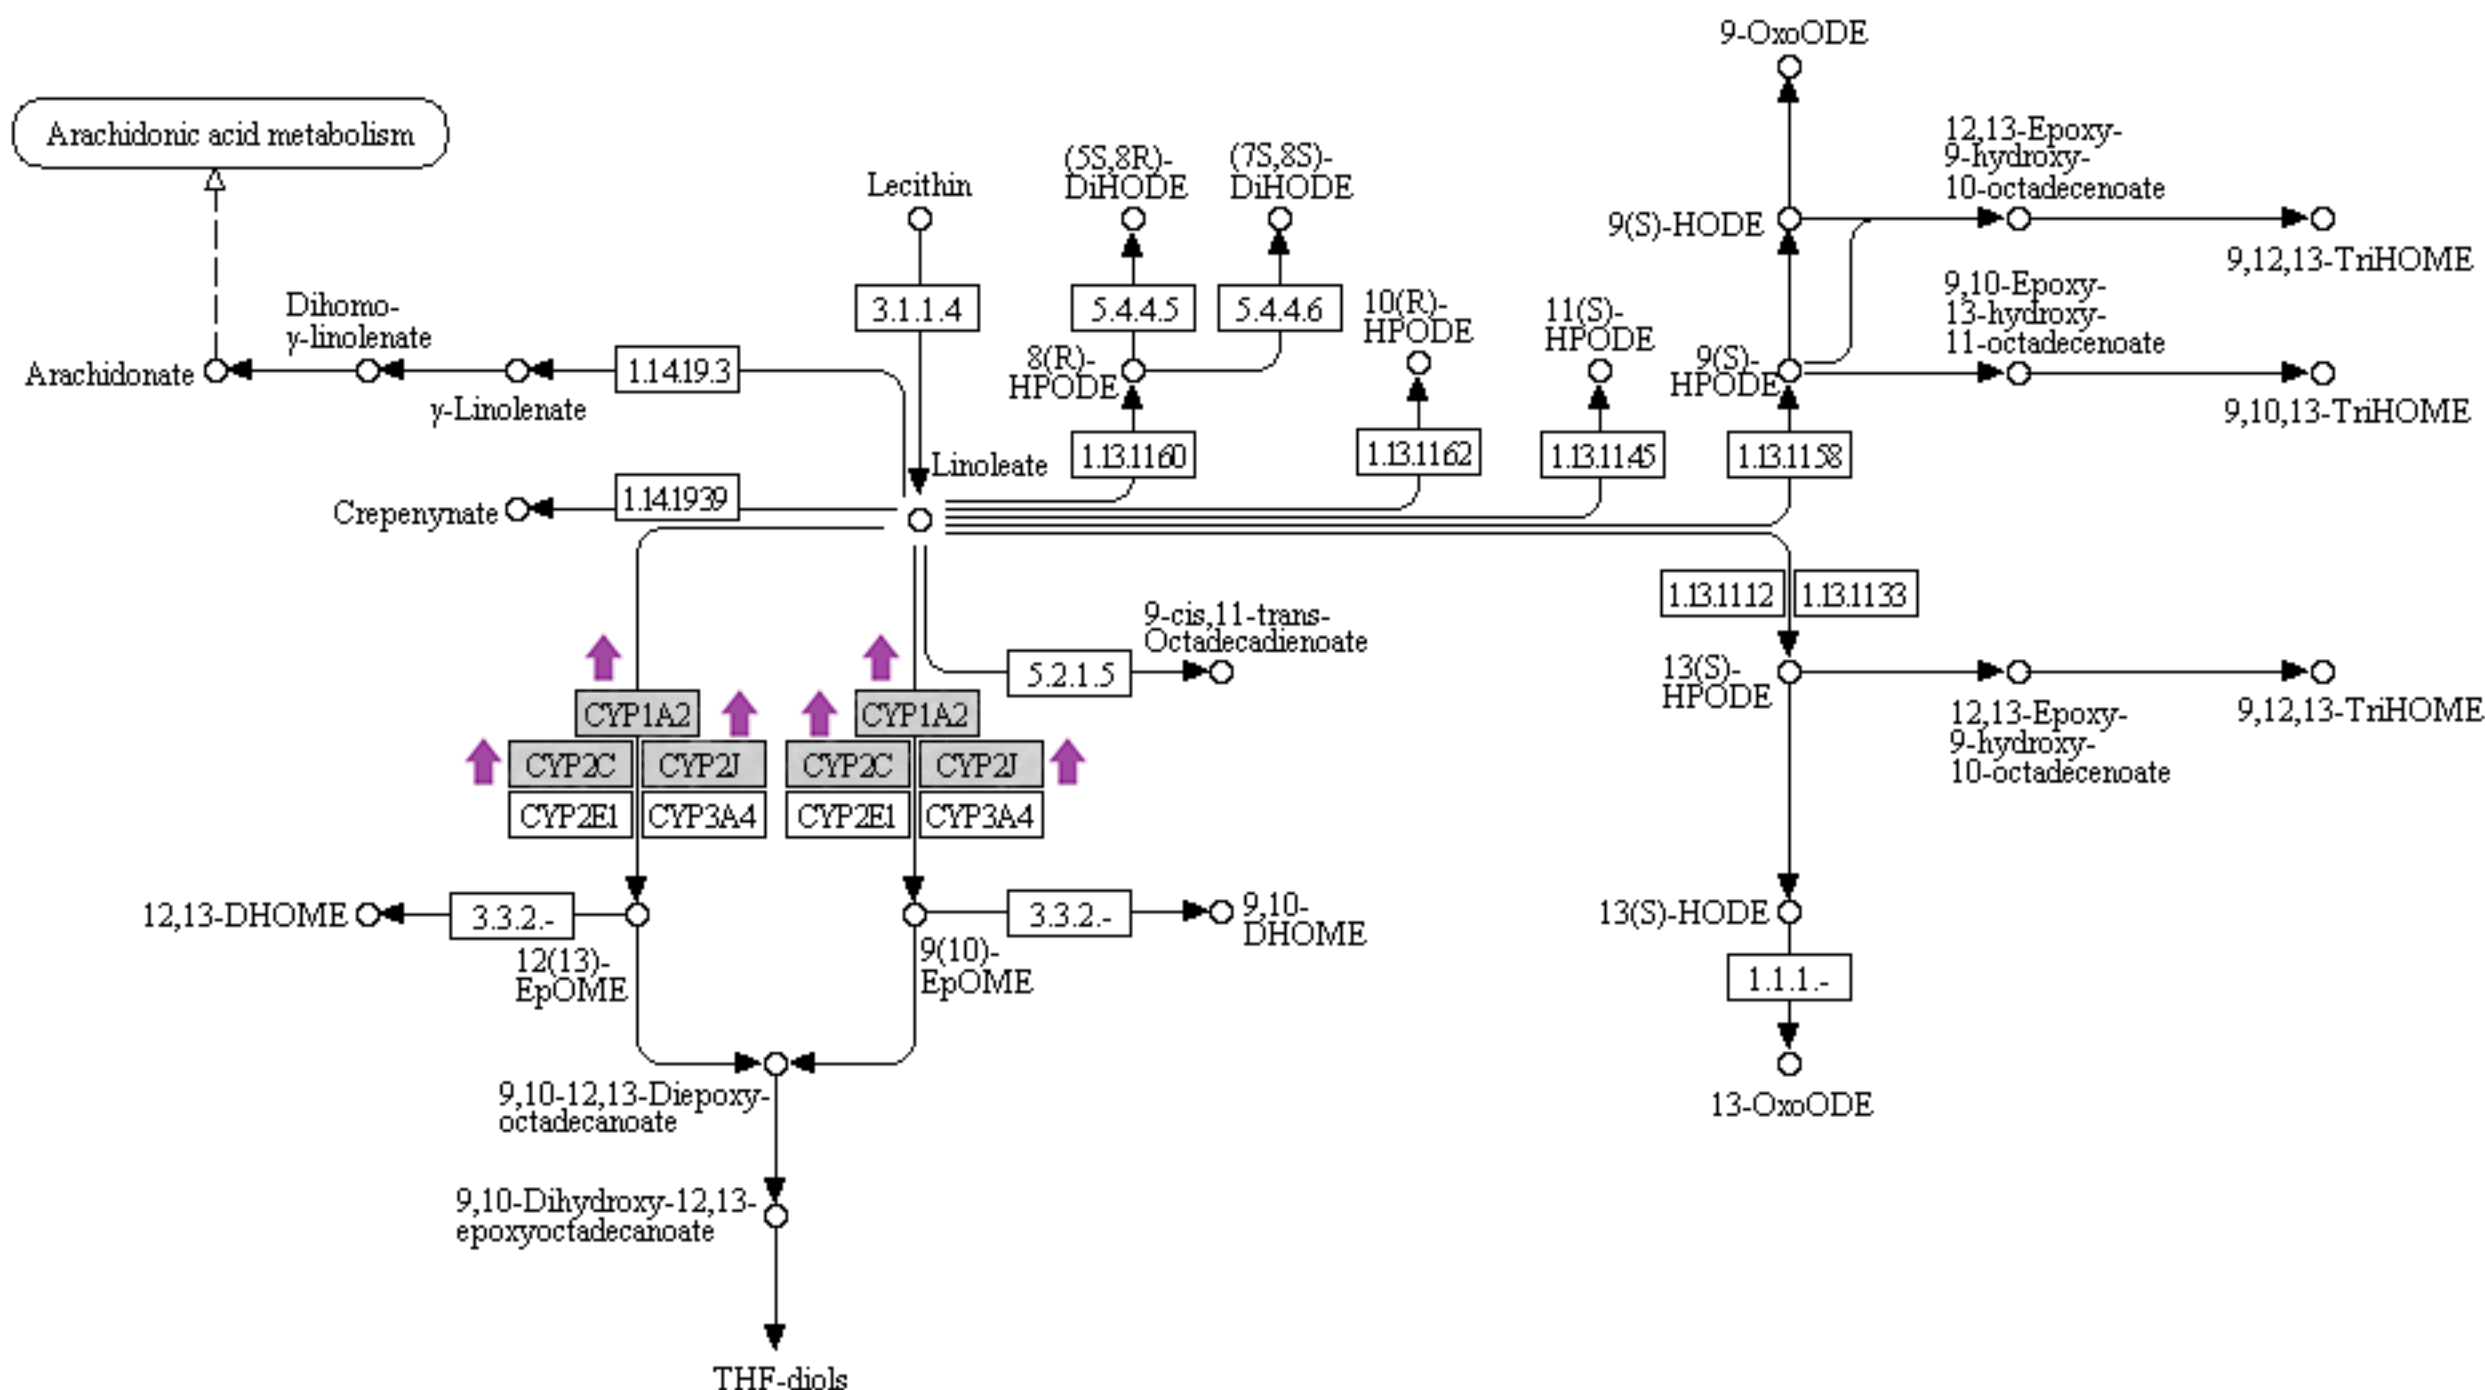

## NAPHTHALENE DEGRADATION

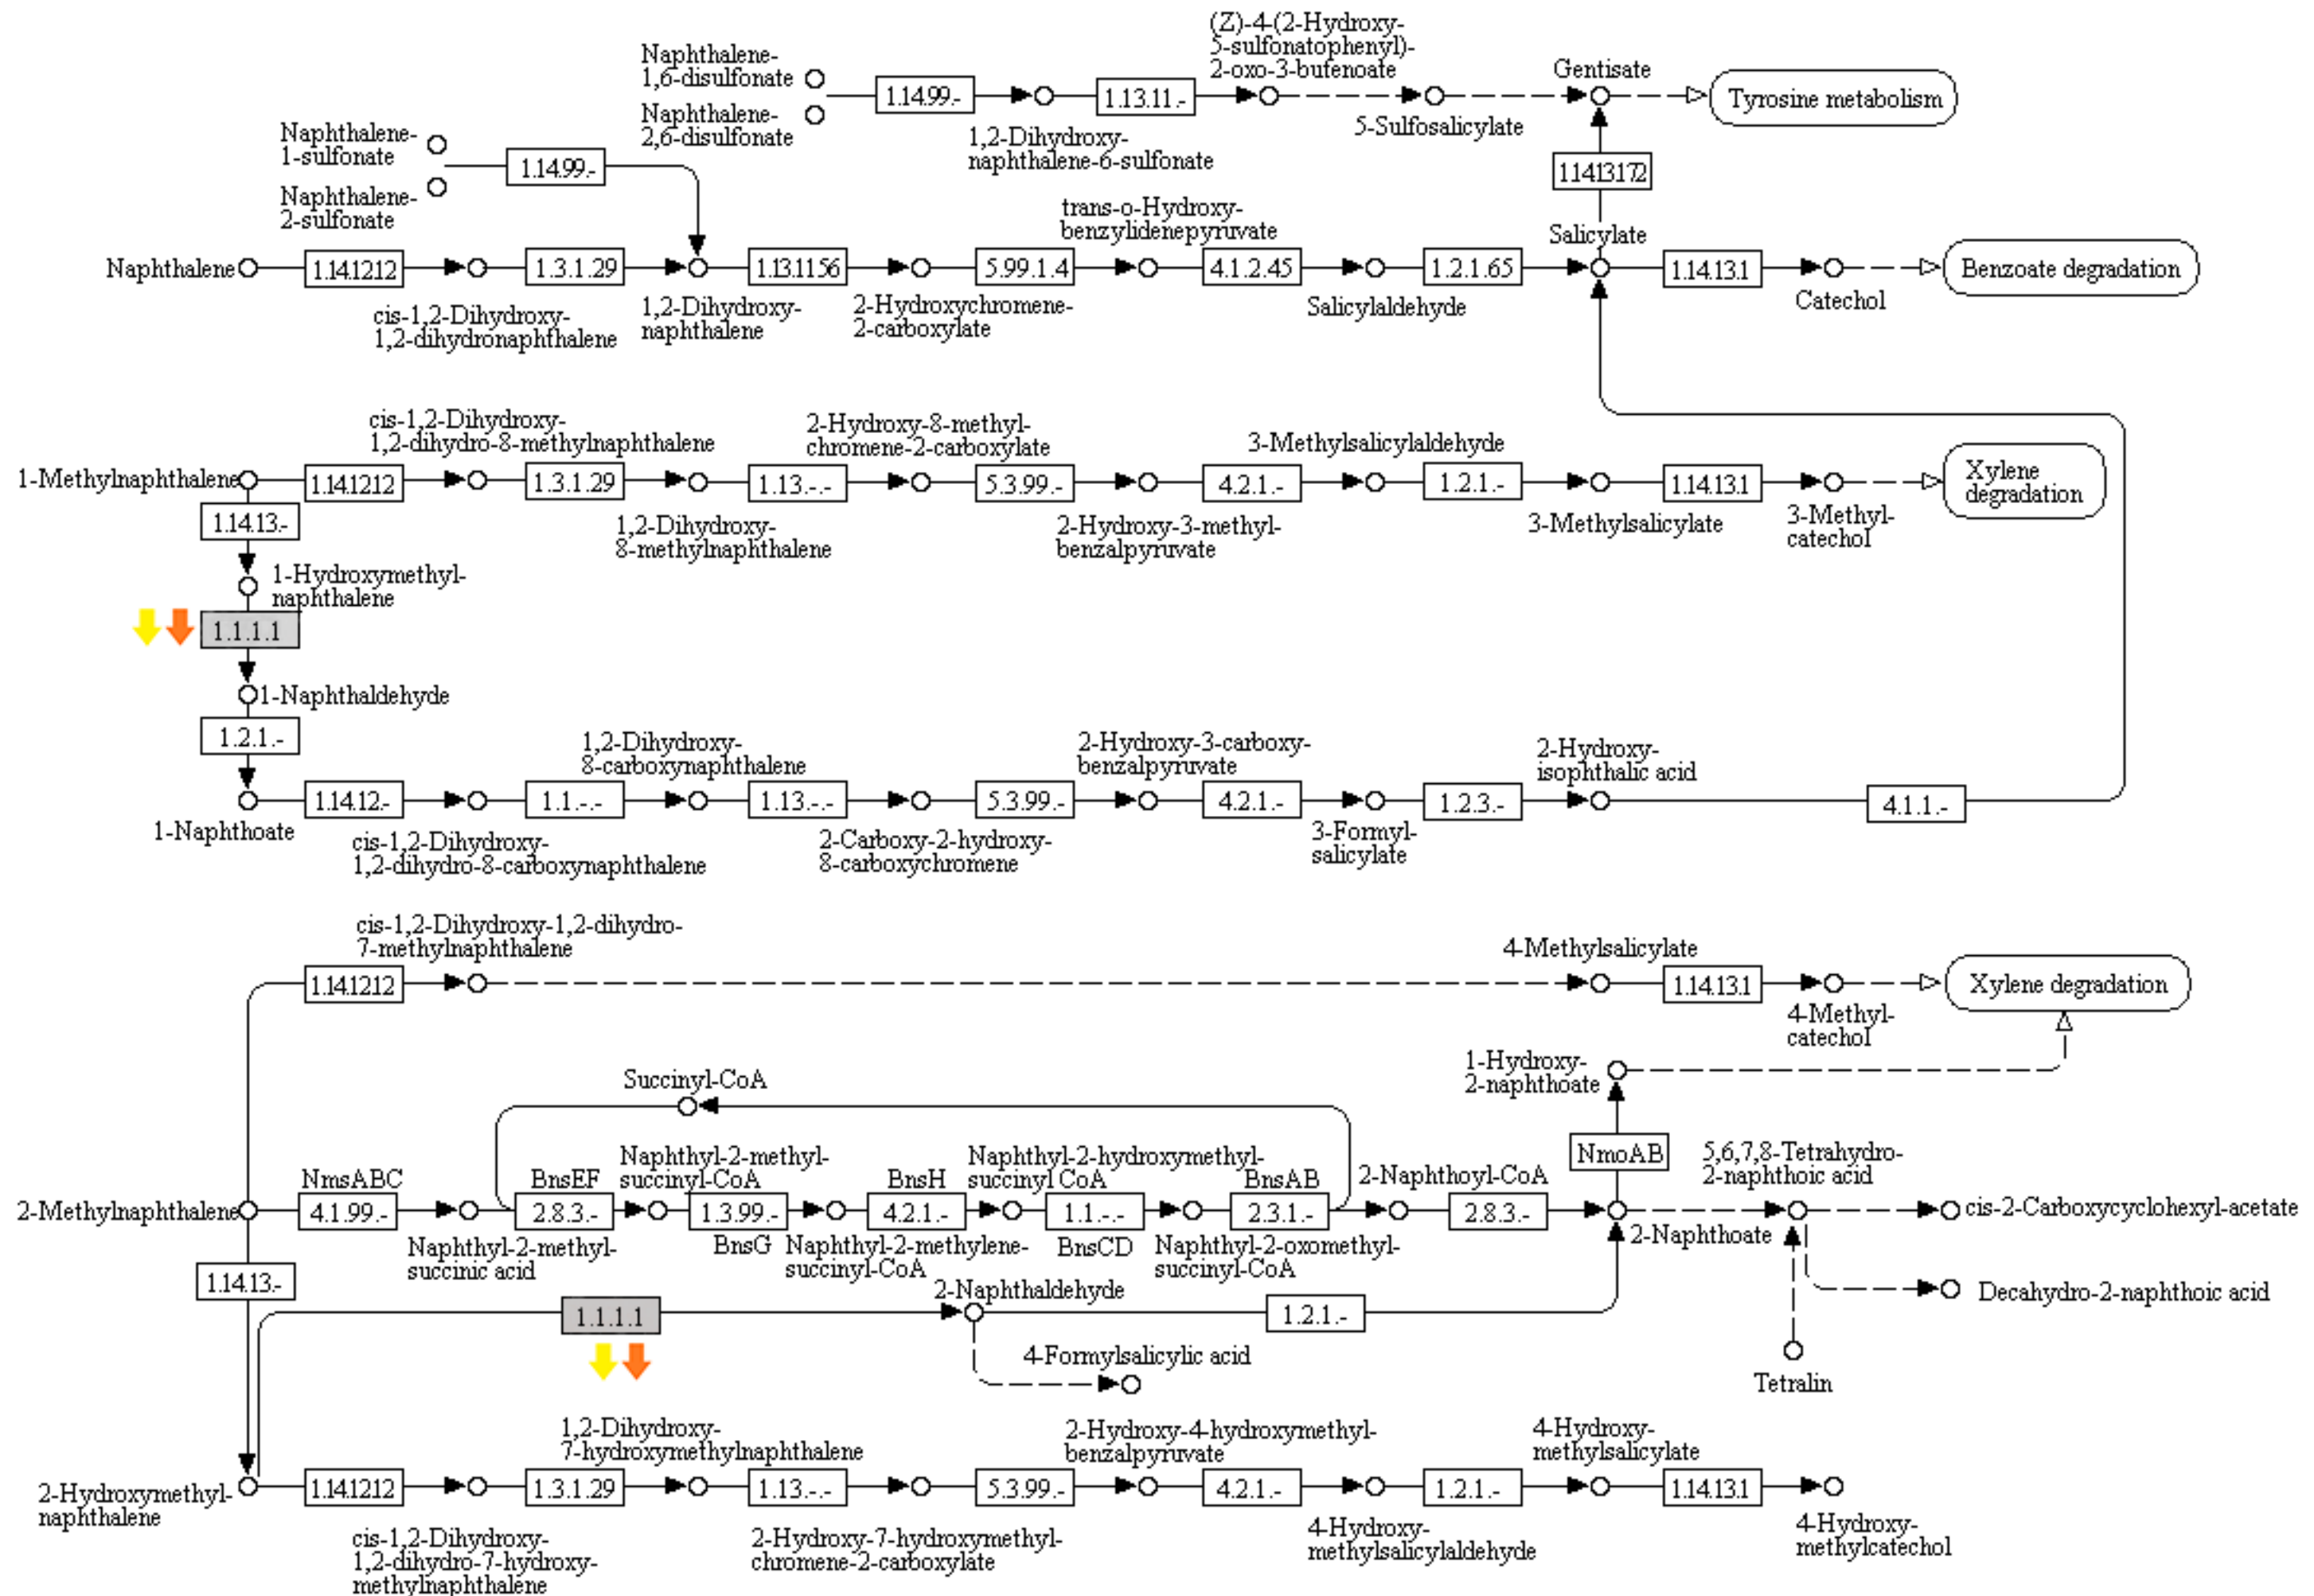

# $\alpha$ -LINOLENIC ACID METABOLISM

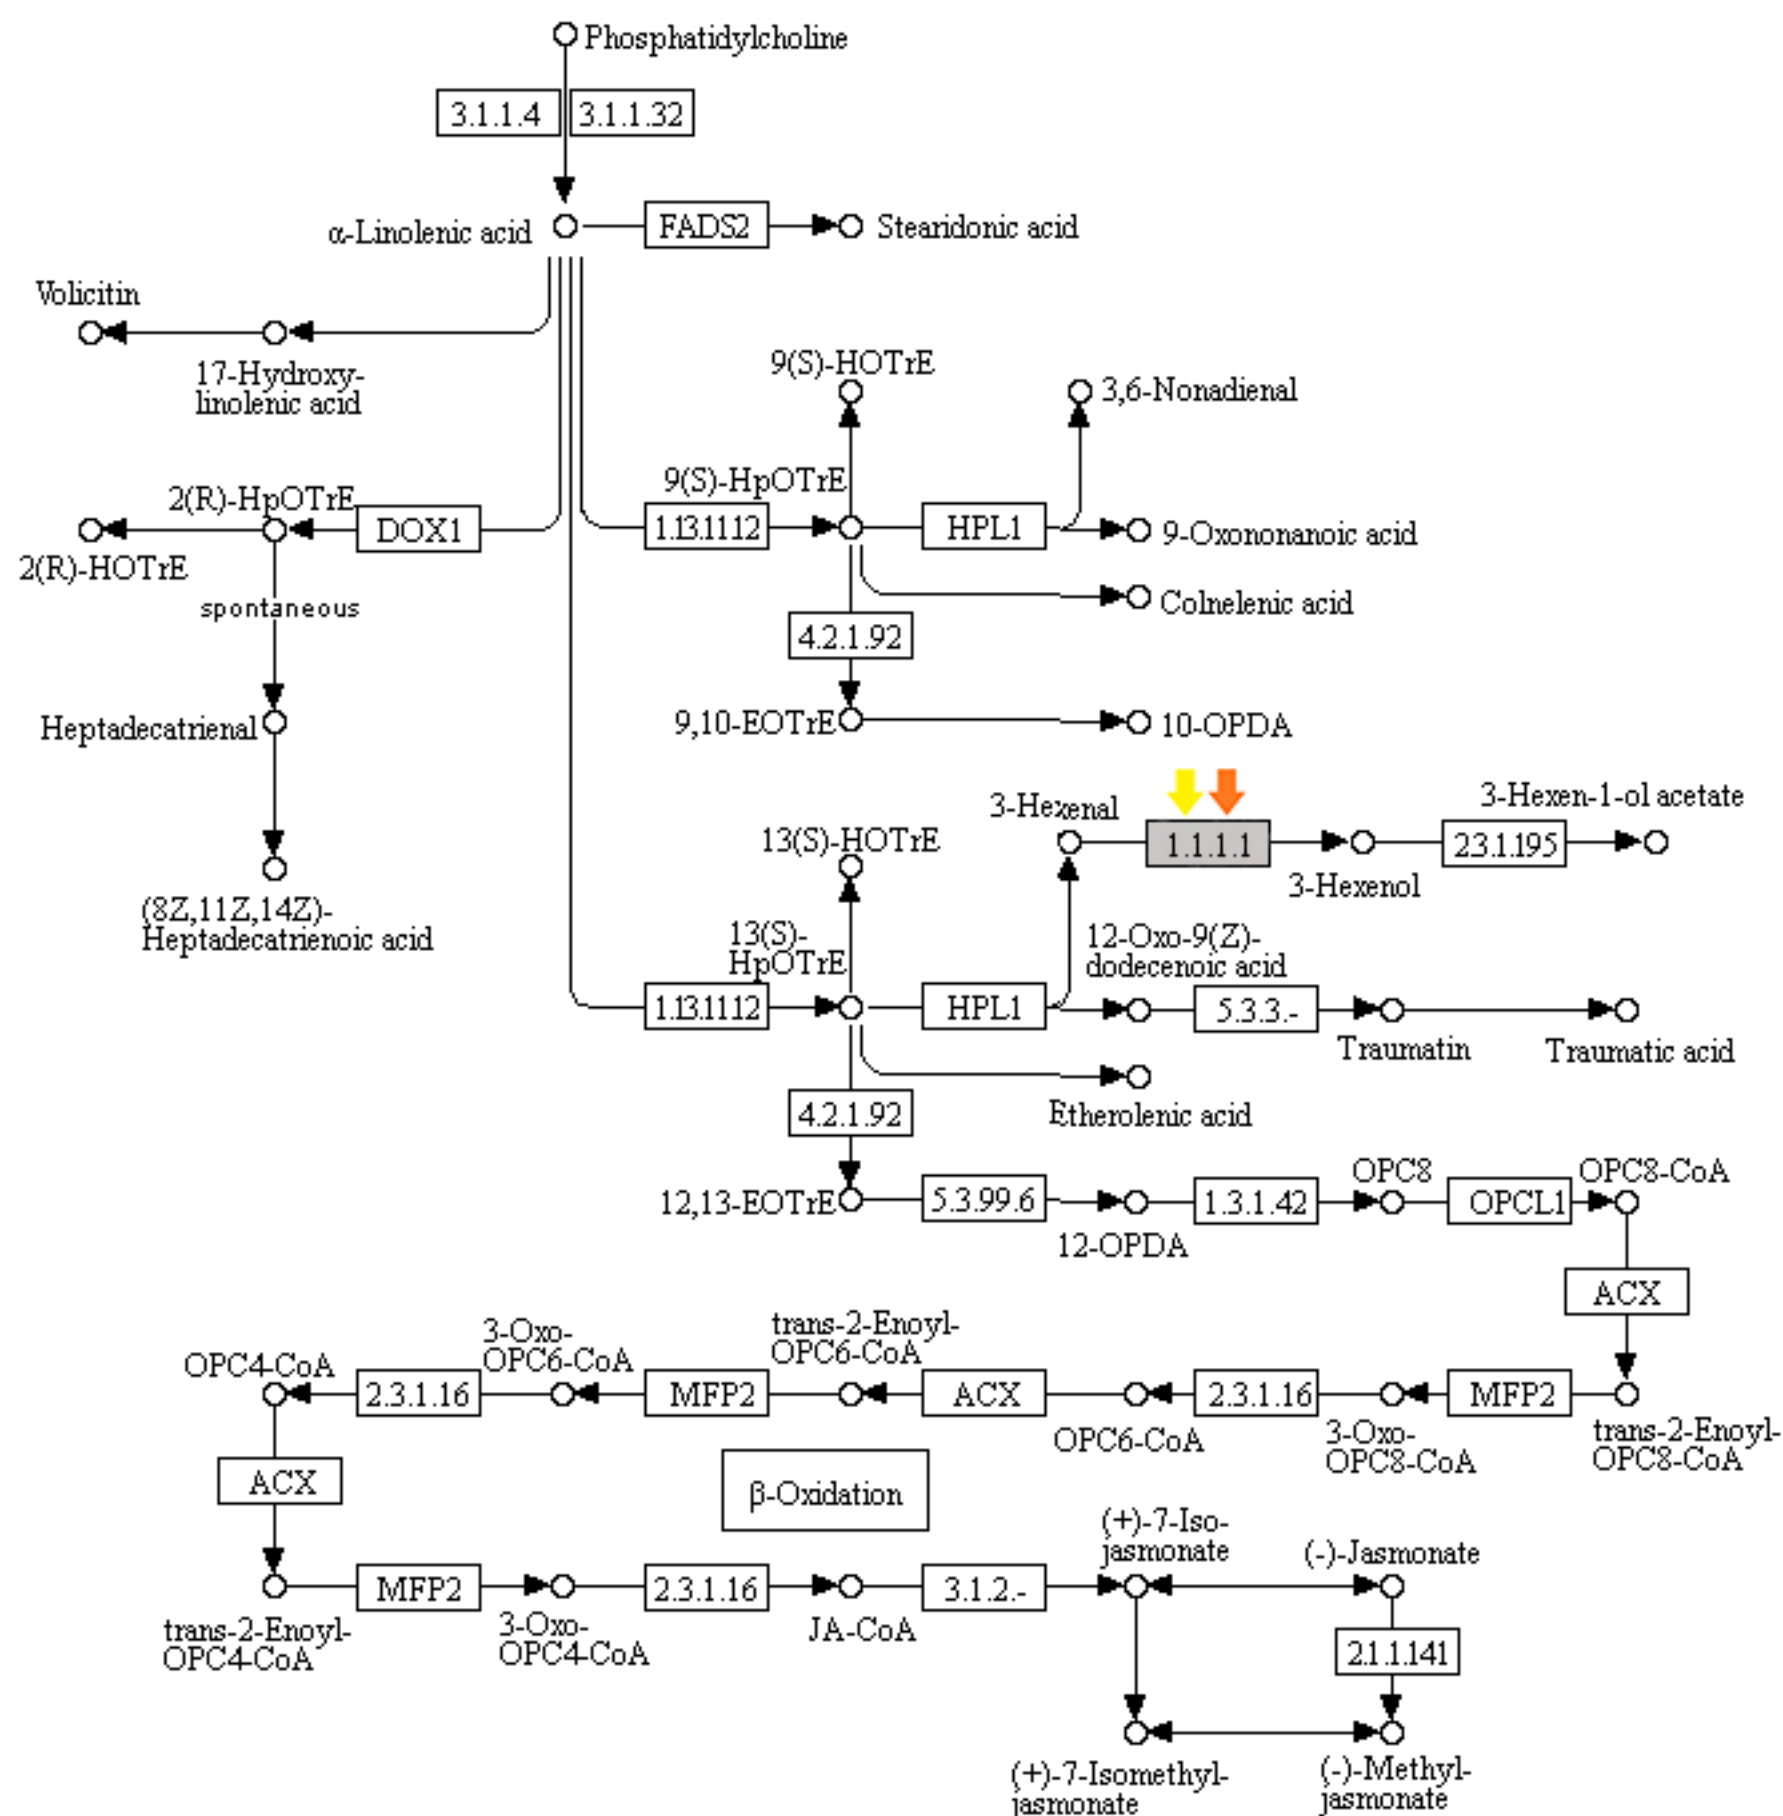

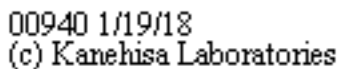

**Supplement:** Supplementary file 4 — Suppl. Figure 3 KEGG maps representing the up- and down-regulated processes outlined in Suppl. Table 3. Copyright permission to use KEGG maps kindly provided by Kanehisa Laboratories. Supplementary material 4

How the deposited data were processed for this re-analysis (not part of the article)

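The data were gene-level expression values of 2 mRNA libraries of in vitro potato (cv. Desirée), intact 4-w-old plantlets (uncut) and single-node explants cut from them (cut, sampled at 0 h). Each library pooled 3 biological replicates. The sample labels give the conditions, and Suppl. Table 1 gives the cut library as the non-ultrasonicated control at 0 h. The paper describes single-node explants with a leaf and intact plantlets, while the labels give leaf for both samples, so the organs in each sample are not settled. The libraries of the ultrasonicated explants and of the later time points were not analysed here, and every value of them in the text is the paper's.

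According to the paper, which says that the cutting study shared its methods save for minor differences, the authors trimmed the reads, aligned them in paired-end mode to SolTub 3.0, kept uniquely aligned reads, counted reads in the exons of each gene with the SeqMonk RNA-seq pipeline, corrected for the total number of reads and deposited the RPM values on a log2 scale. The deposited log2 values are neither counts nor replicated.

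From these values the reads of each gene were computed here, since the tested values of genes with reads were whole multiples, within 0.05 read, of what 1 read was worth, while genes without reads were deposited at a value below 1 read. Totals and reads on genes per library were as given for the experiment, and the reads on genes exceeded the total in both libraries. Counting intervals treat reads as independent, and are too narrow if both reads of a pair were counted. The depth of the uncut library was 1.12 times that of the cut library, and 3 reads, the limit taken for a count of 0, equal 0.0790 RPM in the uncut and 0.0886 RPM in the cut library.

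With 1 library per condition, no p-value, SD or model across genes was computed, and the intensity difference filter of SeqMonk, which takes genes as replicates, was not run. Genes were called different by a rule of size (a log2 difference of at least 2, at least 50 reads over both libraries). A list of genes was described by its median and the percentile of that median among 10000 random lists of the same size matched in 20 bins of mean expression. For folds given as at least a value, a gene with 0 reads in a library was taken at 3 reads, with the count in the other library as exact. In the log2 RPM differences behind the calls and the lists, such a gene kept its deposited value, which equalled 0.9 read. The genes named are the 5 with the largest rise and the 5 with the largest fall among genes with at least 200 reads, every gene the paper names by identifier, the transcription factors of Suppl. Table 4, the genes named for 0 h, and the 3 stress-annotated genes with the largest rise and fall. Of those without a name in the sources, at most 2 per direction are printed. Values of Suppl. Tables 1 and 6 for the control at 0 h had been seen when this rule was written, and values of the uncut library had not.

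These choices and the alternatives (other read minima, differences, pseudocounts, scalings and bins) were set before the data were examined, apart from those control values of Suppl. Tables 1 and 6, which are values of the cut library. For the RT-qPCR genes, 2 alternatives were added after seeing the data, and so were the coefficients and tallies of signs over the values of Suppl. Table 6 and their alternatives. Gene names are those of Suppl. Table 1, since 0 of the 39021 identifiers of this kind matched the RefSeq gene table used here. For the same reason the gene families planned for a description were not run. The 1409 other features carry other identifiers. The procedure was tested on simulated reads for the comparison of cut with uncut. It recovered 100% of the 200 genes changed by 3 on the log2 scale, called 0 unchanged genes among the 21695 genes with enough reads, and its intervals held the true ratio for 95.3% of genes. The simulated reads were independent and held counting noise only, without variation between plantlets or library preparations. The simulation therefore gives no rate of false calls for the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.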

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

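The test of depth was chosen only after the result was seen.

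A total of 103 genes had 0 reads in the library of the intact plantlets and at least 50 reads in that of the cut explants, a comparison the paper does not report. Their median in the cut library was 106 reads, 25 of them had at least 200 reads, and 1 is listed in Suppl. Table 1. Taken at 3 reads in the uncut library, with the count in the cut library as exact, they were at least 18.7-fold higher in the cut explants. The largest were PGSC0003DMG400008781 (chromosome 8, 12079062 to 12079728), with 2258 reads and at least 844-fold higher, and PGSC0003DMG400015183 (chromosome 3, 50905600 to 50907272), with 1657 reads and at least 619-fold higher. The sources used here do not name either. Lower depth of the uncut library is argued against, as it held 1.12 times the reads of the cut library. The 3 other scalings left 103 of the 103 genes at least 4-fold higher, which decides nothing about the scaling to the total, as they shift all genes alike by too little to bring any of these genes under that difference. Reads shared between near-identical genes, RNA from another source in a library, a difference between library preparations and the variation between plantlets, for which 1 pooled library gives no measure, were not tested. Cutting and a difference in organs between the samples both stay open as biological explanations, since the design confounds them.

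The reverse held for 38 genes, with 0 reads in the cut library and at least 50 in the uncut library. Their median in the uncut library was 71.5 reads, the highest had 209, and 4 are listed in Suppl. Table 1. They were at least 14.9-fold lower in the cut explants, each taken at 3 reads there, with the count in the uncut library as exact. The ratio of depths of 1.12 is far smaller than this. The other explanations named for the 103 genes were not tested for these 38 genes either and stay open, cutting and organs among them.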

How the results depend on the processing

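No test in this part was chosen only after the result was seen. Among the genes that differed between cut and uncut, no read minimum gave 3007 higher and 2486 lower genes, because more genes enter. With a gene without reads at 0.9 read, 4 reads against 0 gave a difference of 2.32 for PGSC0003DMG401030146 and passed. The counts without a read minimum and with a minimum of 10 reads can thus include genes with few reads against 0. A difference of at least 1 gave 3550 and 4881, so that lower genes outnumbered higher ones, and a difference of at least 3 gave 937 and 528. On the log2(RPM + 1) scale, which shrinks the differences of low genes, 857 genes were lower. The counts under read minima of 10 and 200, log2(RPM + 0.1), the 3 other scalings and the counting interval beyond 2-fold stayed within 1.5 times the main ones. The share of higher genes nevertheless went from 52.9% to 66.8% under the median ratio and to 60.4% under the upper quartile.

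The stress-annotated genes of the later time points had a median difference of -0.47 (percentile 21.7), which became -0.79 (percentile 0.61) with a minimum of 10 reads and -0.29 (percentile 60.9) with a minimum of 200 reads. In the main setting 12 of these genes lay above 0 and 18 below, so the median does not show how large their differences were. The median of the DEGs up-regulated at 48 h, 1.01 in the main setting, was 0.82 with a minimum of 10 reads and turned to -0.49 with a minimum of 200 reads. That of the DEGs down-regulated at 4 w was -0.46 with a minimum of 200 reads (percentile 10.6). The cause was not tested for any of these. Of 41 named genes, 0 changed sign on the log2(RPM + 1) scale and 4 fell under a difference of 2, and 2 changed sign under the median ratio. The limit set by depth is 3 reads. No paired analysis was possible because each condition had 1 library.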

Differences from the paper's values

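The coefficients over differences and over levels in this part were chosen only after the paper's values were seen. The paper's number of expressed genes is 40430, which it gives for the development of the ultrasonicated explant from 0 h to 4 w. The ultrasonicated libraries were not analysed here, and the library compared is another sample, the non-ultrasonicated control at 0 h. In that library, 40430 genes were listed but 25725 had at least 1 read. The alternatives set before the data were examined, at least 2 reads (25187 genes) and at least 10 reads (22929 genes), do not reach the paper's number. The number of genes listed, with or without reads, equals it.

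The paper's Spearman and Pearson coefficients between SeqMonk LFC and RT-qPCR LFC are both 0.97. Computed here from the values in the paper's Suppl. Table 6, the coefficients over the 50 differences after US were 0.903 and 0.951. Over the 100 expression levels per method, a setting chosen after seeing the values, they were 0.969 and 0.974, which equal the paper's after rounding. No alternative set before the data were examined applies to these coefficients.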

Other observations

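The tests of selection and of abundant genes, the split by direction at 24 h and 48 h, the shuffles matched on expression, the counts of listed genes past a difference of 2 and the tallies of signs in Suppl. Table 6 were chosen only after the result was seen.

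The DEGs of Suppl. Table 1 were followed between cut and uncut. For those down-regulated at 0 h the median difference was 2.76 (percentile 100 among matched random lists), and for those up-regulated at 0 h it was -0.08 (percentile 90.3). These lists were chosen by the study on the cut library. At 24 h the medians were -0.70 for down-regulated (percentile 19.0) and 0.78 for up-regulated DEGs (percentile 99.99), and at 48 h -1.64 (percentile 0) and 1.01 (percentile 98.0). At 1 w they were 0.17 (percentile 99.97) and -0.17 (percentile 64.7), and at 4 w -0.60 (percentile 0.46) and 0.05 (percentile 99.6). Suppl. Table 1 lists 91 down- and 69 up-regulated genes at 4 w, more in each direction than the paper's Table 1, and those with at least 50 reads were used. The median and the mean of the DEGs up-regulated at 0 h differ in sign, the mean being 0.14. Under scaling by the median ratio, which adds 0.33, the medians of the DEGs up-regulated at 0 h and 1 w turned positive. With a minimum of 10 reads, that at 0 h was 0.03 (percentile 95.4). The stress-annotated genes of the 0 h list had a median of 2.04 (interval -1.01 to 4.82).

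Of the 283 genes with at least 50 reads that Suppl. Table 1 lists after 0 h and not at 0 h, 81 (28.6%) differed by at least 2 between cut and uncut. Random lists matched on mean expression held a median of 43 such genes and at most 65. Of the 30 stress-annotated genes with at least 50 reads listed after 0 h, 14 (46.7%) differed by at least 2. Matched random lists held a median of 5 and at most 13. These 30 genes include 9-cis-epoxycarotenoid dioxygenase, which is listed at 0 h as well. No explanation was tested.

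Of the 34 genes down-regulated at 0 h, 28 were higher in cut than in uncut, 22 of them by at least 2, and for 28 the paper's value after US was nearer to the uncut than to the cut value. For the 29 up-regulated genes these numbers were 15, 1 and 14. A candidate explanation is selection, since both comparisons share the cut library. Relative to the median of all genes, the down-regulated genes had a median of 3.09 (1.46 to 4.11) and the up-regulated genes one of 0.25 (-0.20 to 1.16). The test had assumed that selection would place the lists at like distances on opposite sides. In 1000 simulated sets with no difference but chance, selection alone gave 5.00 (4.40 to 5.53) for the former and -0.80 (-1.46 to -0.29) for the latter, so this assumption failed. Both observed medians lie outside these simulated ranges, the second with the opposite sign, but the ranges rest on the assumption that every difference between cut and uncut is chance and exclude nothing. Selection and a response cannot be told apart here, as the ultrasonicated library was not analysed.

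Whether different organs in the samples explain the differences between cut and uncut was examined in the paper's control values at 24 h and 48 h, when the material was still explants. Of 42 entries of Suppl. Table 1 that differed by at least 2, 76.2% were nearer to the uncut value, where organs as the cause would have kept most near the cut value. This did not hold in both directions. Of the down-regulated entries lower in cut, 25 of 25 were nearer to uncut, and of those higher in cut, 1 of 4. Of the up-regulated entries, 2 of 2 lower in cut and 4 of 11 higher in cut were nearer to uncut. The study chose these genes partly on the same control values, and they include 39 of 3384 genes. Organs and cutting cannot be told apart for these genes or the others.

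Neighbouring genes moved together between the libraries. Among 20216 pairs of neighbours on the numbered chromosomes without overlap, both genes were higher in cut by at least 2 in 322 pairs. Both were lower by at least 2 in 180 pairs. In 1000 shuffled gene orders there were at most 175 and 145, and in shuffles matched on expression at most 174 and 151. Reads shared by overlapping gene models are argued against, as these pairs do not overlap. Near-identical neighbouring copies and shared regulation were not tested and stay open.

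The median gene was lower in the cut library. A larger share taken by a few abundant genes is argued against, since the median was -0.34 with the 100 most abundant genes left out of the totals. No biological explanation was tested.

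The largest falls among genes with at least 200 reads included lipid transfer protein (PGSC0003DMG400032249), from 239 reads to 1 (ratio 0.00469, 95% interval 0.000118 to 0.0264), non-specific lipid-transfer protein-like (PGSC0003DMG400031127), with a difference of -6.52 (-7.74 to -5.54), and CASP-like protein 1 (PGSC0003DMG400022659), with -6.21 (-7.22 to -5.37). Of 2 genes without a name in the sources, PGSC0003DMG400029374 was at least 62.1-fold lower and PGSC0003DMG400010283 differed by -6.64 (-7.36 to -6.01). Among the transcription factors of Suppl. Table 4, ethylene-responsive transcription factor 4-like (PGSC0003DMG400022823) was higher in cut by 3.19 (3.12 to 3.27), probable WRKY transcription factor 40 (PGSC0003DMG400007387) by 2.85 (2.45 to 3.27) and heat stress transcription factor C-1 by 2.04 (1.92 to 2.16). The interval of ethylene-responsive transcription factor 1B (PGSC0003DMG400013255), 0.18 (-0.11 to 0.47), held 0. ABC transporter G family member 11-like (PGSC0003DMG400012547) went from 1 read in uncut to 411 in cut (ratio 461, 95% interval 82.3 to 18246).

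In the paper's Suppl. Table 6, the sign of the difference after US was the same in both methods for 39 of 50 differences, for 13 of 13 listed as DEGs in Suppl. Table 1 and for 26 of the 37 not listed there. In 5 of the 50, of which 1 had the same sign, the sign of the SeqMonk difference can come from the library totals alone. In 4 of these both levels were below -5 log2 RPM, and the other equals such a difference at the same time point. Without these 5, the sign was the same for 38 of 45. These values are the paper's and are not independent, as genes recur over time points.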
